# Enhancer-promoter interaction maps provide insights into skeletal muscle-related traits in pig genome

**DOI:** 10.1186/s12915-022-01322-2

**Published:** 2022-06-09

**Authors:** Jingjin Li, Yue Xiang, Lu Zhang, Xiaolong Qi, Zhuqing Zheng, Peng Zhou, Zhenshuang Tang, Yi Jin, Qiulin Zhao, Yuhua Fu, Yunxia Zhao, Xinyun Li, Liangliang Fu, Shuhong Zhao

**Keywords:** H3K27ac BL-HiChIP, GRID-seq, GWAS, Skeletal muscle, Pigs

## Abstract

**Background:**

Gene expression programs are intimately linked to the interplay of active *cis* regulatory elements mediated by chromatin contacts and associated RNAs. Genome-wide association studies (GWAS) have identified many variants in these regulatory elements that can contribute to phenotypic diversity. However, the functional interpretation of these variants remains nontrivial due to the lack of chromatin contact information or limited contact resolution. Furthermore, the distribution and role of chromatin-associated RNAs in gene expression and chromatin conformation remain poorly understood. To address this, we first present a comprehensive interaction map of nuclear dynamics of 3D chromatin-chromatin interactions (H3K27ac BL-HiChIP) and RNA-chromatin interactions (GRID-seq) to reveal genomic variants that contribute to complex skeletal muscle traits.

**Results:**

In a genome-wide scan, we provide systematic fine mapping and gene prioritization from GWAS leading signals that underlie phenotypic variability of growth rate, meat quality, and carcass performance. A set of candidate functional variants and 54 target genes previously not detected were identified, with 71% of these candidate functional variants choosing to skip over their nearest gene to regulate the target gene in a long-range manner. The effects of three functional variants regulating *KLF6* (related to days to 100 kg), *MXRA8* (related to lean meat percentage), and *TAF11* (related to loin muscle depth) were observed in two pig populations. Moreover, we find that this multi-omics interaction map consists of functional communities that are enriched in specific biological functions, and GWAS target genes can serve as core genes for exploring peripheral trait-relevant genes.

**Conclusions:**

Our results provide a valuable resource of candidate functional variants for complex skeletal muscle-related traits and establish an integrated approach to complement existing 3D genomics by exploiting RNA-chromatin and chromatin-chromatin interactions for future association studies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01322-2.

## Background

Pig (*Sus scrofa*), a major farm animal worldwide, is one of the attractive models for genetic and genomic research due to its phenotypic diversity. Since its domestication about 10,000 years ago [1, 2], pigs have been subject to local adaptation and artificial selection, resulting in an obvious phenotypic split between different breeds in Europe and China [3]. For example, commonly used commercial lean breeds, such as Large White (LW) and Duroc (DU), have been strongly selected for skeletal muscle-related traits, including lean meat mass, daily gain, and feed conversion ratio. In contrast, local Chinese pig breeds such as Meishan (MS), perform relatively poorly on these traits, but have higher intramuscular fat content. In addition, pigs are biomedical models that are closer to humans than laboratory mice in terms of genetics, anatomy, and physiology [4]. Using pigs as a research model allows research on human diseases such as Duchenne muscular dystrophy [5], human type II diabetes [6], and heart xenotransplantation [7]. Therefore, great efforts including GWAS and genome-wide surveys have been made to identify genomic variants that contribute to complex phenotypic features in pigs over the past decade. However, the vast majority of these variants are present in noncoding regions, complicating the molecular interpretation of their mode of action.

Recent developments of the epigenomics make it possible to address these challenges. For example, open chromatin and histone modification play important roles in transcriptional regulation in both human and agricultural animals [8, 9]. Furthermore, extensive long-range chromatin interaction maps show that *cis*-regulatory elements contact each other in a hierarchical pattern in the three-dimensional genome [10]. Specifically, higher-order chromatin folds into megabase-sized topologically associating domains (TADs) that compartmentalize and insulate the genome [11–13]. Within TADs, regulatory gene expression programs were established in chromatin loops by bringing promoters and their distal regulatory elements into close physical proximity [14, 15]. Together, these advances contribute to an efficient approach to connecting GWAS leading signals to their target genes in complex traits. Our previous work has systematically characterized *cis*-regulatory elements in 12 tissues from four pig breeds and chromatin conformation in LW [16], which provides detailed comparative epigenetic data relevant to humans. However, global high-resolution mapping of GWAS leading signals to their target genes is still lacking, especially in the context of complex muscle-related traits.

Here we performed a systematic and deep analysis to identify the functional variants and to elucidate the gene regulatory mechanisms underlying the genetic associations reported in recent GWAS collections. We identified candidate functional variants from promoter-anchored active *cis*-regulatory elements interactome by integrating H3K27ac BL-HiChIP and GRID-seq. We identified 223 candidate functional single-nucleotide polymorphisms (SNPs) regulating 54 target genes related to 15 skeletal muscle traits and revealed the regulatory mechanisms of these SNPs. Furthermore, we observed the regulatory effects of 3 candidate functional SNPs and established functional networks based on chromatin and RNA interactions. Taken together, these results emphasize the value of creating high-resolution *cis*-regulatory interaction maps for understanding the mechanisms through which candidate functional variants affect the expression of genes related to skeletal muscle traits.

## Results

### Characterization of epigenetic landscape of skeletal muscle

Regulatory elements often interact with genes over long genomic distances, thus preventing the correct identification of target genes and limiting the interpretation of functional noncoding variants of GWAS. In order to investigate the global epigenetic landscape of transcription networks and identify new associations of variants with target genes, we performed a multi-omics analysis of LW and MS skeletal muscle tissues (Fig. 1a). We used H3K27ac BL-HiChIP to identify chromatin interactions on active *cis*-regulatory elements. 

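BL-HiChIP (bridge linker HiChIP) ligates DNA ends that lie close together in the nucleus through a linker and enriches the ligated fragments with an antibody, here against H3K27ac, a histone mark of active promoters and enhancers. Skeletal muscle of 2-week-old piglets gave 4 libraries, LW replicates 1 and 2 and MS replicates 1 and 2. The paper's Table S1 gives 124268605 and 63820471 valid pairs for the LW libraries and 138885883 and 60039674 for the MS libraries, so that the replicate 1 library was the deeper one in both breeds. The authors mapped the reads to the pig genome (Sscrofa11.1), removed duplicates, assigned the pairs to 5-kb fragments and called loops in each library with FitHiChIP. Their lists hold the anchors of each loop and 1 significance value per loop, which ends just under 0.01 and was read here as the FDR. Contact counts were not used here. The strength of a loop was taken as the −log10 of its FDR. The interaction score of a gene was the sum of this value over all loops with an anchor within 1 kb of either end of the gene, because the RefSeq gene table that was used gives no strand. The loops of a breed are the union of its libraries. The paper's methods state that the samples of a breed were pooled after the replicate check. They do not say whether reads or loop calls were pooled. With 2 libraries in each breed, an exact permutation test of a single value cannot give a p below 0.333, so single values are given per library.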

After read mapping and noise removal, approximately 200 million unique contact pairs for each breed were retained and assigned to a 5-kb fragment (Additional file 2: Table S1). High concordance was observed between replicates (Additional file 1: Fig. S1a and Additional file 2: Table S2). 

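The correlation between replicates was computed across all loops called in either library of a breed, on the −log10 FDR and with 0 for a loop that was not called in one of them. The paper used the contact counts of these loops in both replicates, which were not used here. It also compared the contact matrices of replicates with HiCRep, a stratum-adjusted correlation, at several resolutions. That comparison was not repeated here. Pearson's r was 0.390 in LW and 0.416 in MS, across loops that are not independent of each other. The scale moved this value most: Spearman's rho was −0.320 in LW and −0.316 in MS. Over the loops called in both libraries of a breed, r was 0.744 in LW and 0.757 in MS. Loops with both anchors called in the other replicate made up 26.6% of LW replicate 1, 35.1% of LW replicate 2, 25.8% of MS replicate 1 and 34.9% of MS replicate 2.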

Approximately 85% of the loop anchors were found to be covered by H3K27ac ChIP-seq peaks (Additional file 1: Fig. S1b), and they were enriched with open chromatin (Additional file 1: Fig. S1c), indicating the reliability of loop anchors. 

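The authors' lists held 57028 loops in LW replicate 1, 43282 in LW replicate 2, 45061 in MS replicate 1 and 33353 in MS replicate 2. The union of the replicates was 85136 loops in LW and 66787 in MS. Set against the valid pairs of Table S1, the deeper library of each breed gave more loops but fewer per pair. The requirement that a loop be called in both libraries of a breed moved these numbers most, to 15174 loops in LW and 11627 in MS. At an FDR of at most 0.001, 57940 loops remained in LW and 44413 in MS.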

A total of 103,511 and 84,723 chromatin loops were identified in LW and MS by FitHiChIP [17], respectively. 

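Loops were matched between the breeds by both 5-kb anchors. Of the LW loops, 34.7% were also called in MS, and of the MS loops, 44.2% were also called in LW, which was 29517 loops in both breeds. When each anchor was allowed to lie 1 bin away, these shares rose to 58.7% and 72.8%. The shares rest partly on the replicate 1 libraries: without LW replicate 1, 45.9% of the LW loops were called in MS, and without MS replicate 1, 57.2% of the MS loops were called in LW. Between single libraries, the loops in both as a share of the loops in either were 17.8% for the LW replicates and 17.4% for the MS replicates. Across the breeds this share was 16.2% for the replicates numbered 1, 14.7% for LW replicate 1 with MS replicate 2 and 15.5% for LW replicate 2 with MS replicate 1, all below the shares within the breeds. It was 24.4% for LW replicate 2 with MS replicate 2, above the shares within the breeds. By the strength of the loops called in both libraries of a pair, r was 0.829 for the replicates numbered 1 and 0.863 for those numbered 2, above both values within the breeds, and 0.672 and 0.725 for the remaining pairs across the breeds, below both. Libraries of different breeds were thus not always further apart than replicates.

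**Figure D1:**
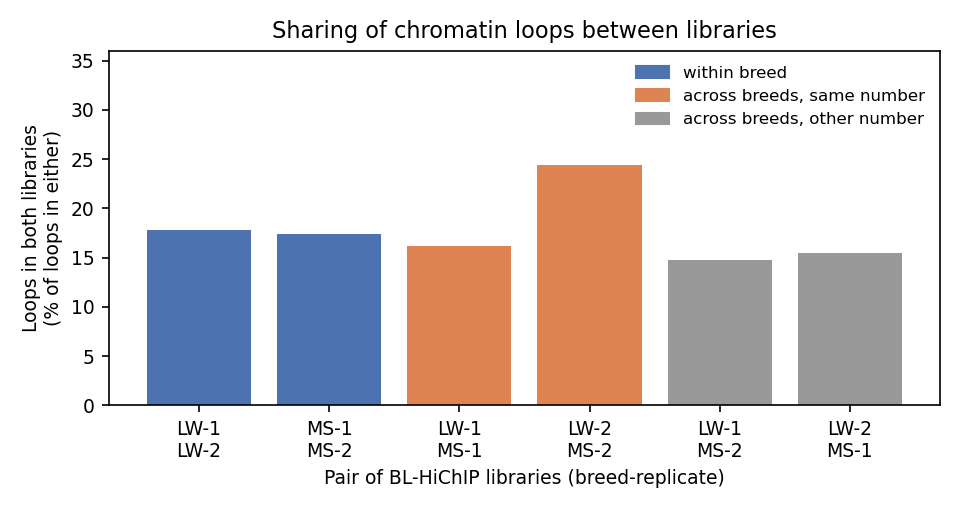
Bars give the loops called in both libraries as a percentage of the loops called in either, for each of the 6 pairs of BL-HiChIP libraries, with blue for replicates of one breed, orange for libraries of different breeds with the same replicate number and grey for the remaining pairs. LW replicate 2 and MS replicate 2 share 24.4%, and the other pairs lie between 14.7% and 17.8%.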

We found that the LW chromatin interaction level was stronger on LW loop anchors than on MS loop anchors and that the MS chromatin interaction level was stronger on MS loop anchors than on LW loop anchors, which revealed breed-specific chromatin interactions in LW and MS (Additional file 1: Fig. S1d). We calculated the total contact counts of each detected loop, and about 40% of loops were supported by more than 20 contact counts (Additional file 1: Fig. S1e). In addition, the majority of interactions occurred within TADs (Additional file 1: Fig. S2a), suggesting the insulation role of TADs as a basic compartment for genome architecture [18]. 

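The distance of a loop was taken between the midpoints of its anchors. The median was 50.0 kb in the union of each breed, with 50.0 and 45.0 kb in the LW replicates and 55.0 and 40.0 kb in the MS replicates. The medians of the breeds were thus no further apart than those of replicates. In LW, 48.7% of the loops spanned less than 50 kb, 18.9% between 50 and 100 kb, 32.2% between 100 kb and 1 Mb and 0.301% more than 1 Mb. In MS these shares were 49.2%, 19.2%, 31.3% and 0.270%. Restricting the loops to those in both libraries moved the median most, to 40.0 kb in both breeds.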

The median interaction distance of both breeds was around 80 kb with most interaction distance ranging from 100 Kb to 1 Mb (Additional file 1: Fig. S2b and S2c). Moreover, about 75–76% of enhancers chose to skip over the nearest gene to regulate their target genes in a long-range interaction manner (Fig. 1b and Additional file 1: Fig. S2d). For example, the analysis of the best-known meat quality-associated gene *PRKAG3* indicated that the exact identification of target genes of any particular functional elements/variants might depend on detecting high-resolution chromatin interaction rather than seeking them from adjacent genes (Additional file 1: Fig. S2e).

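The paper's lists of enhancers and active promoters were not used here. Loops with a gene end on exactly 1 anchor were taken instead, and the other anchor stood in for the distal element. Of 29821 such loops in LW, 59.2% joined the distal anchor to a gene that was not its nearest gene, and of 23908 in MS, 58.6% did. The share was 59.8% and 56.1% in LW replicates 1 and 2 and 60.2% and 54.4% in MS replicates 1 and 2, so the breeds differed by less than their replicates. Counting protein-coding genes only moved it most, to 50.2% in LW and 49.5% in MS.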

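PRKAG3 lies on chromosome 15 from 120859486 to 120866308. It had 8 and 7 loops in the LW libraries and 5 and 6 in the MS libraries. The union was 12 loops in LW and 8 in MS, of which 5 were called in both breeds. All of them had the anchor from 120865001 to 120870000 at one end and spanned from 5 to 505 kb. A loop of 110 kb was called in all 4 libraries, with a −log10 FDR of 13.7 and 15.9 in LW and 7.31 and 4.57 in MS. A loop of 160 kb, whose far anchor overlaps the gene BCS1L, was called in LW replicate 2 and in both MS libraries. The interaction score of PRKAG3 was 62.2 and 58.1 in LW and 24.6 and 34.0 in MS, higher in each LW library than in each MS library. After normalization this was a log2 fold change of 0.84 (standard error 0.76, adjusted p = 0.992 from limma with Benjamini-Hochberg adjustment), which is not past the threshold. The paper takes PRKAG3 as its example and proposes that the target gene of an element be found from high-resolution chromatin interactions rather than from adjacent genes.

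**Figure D2:**
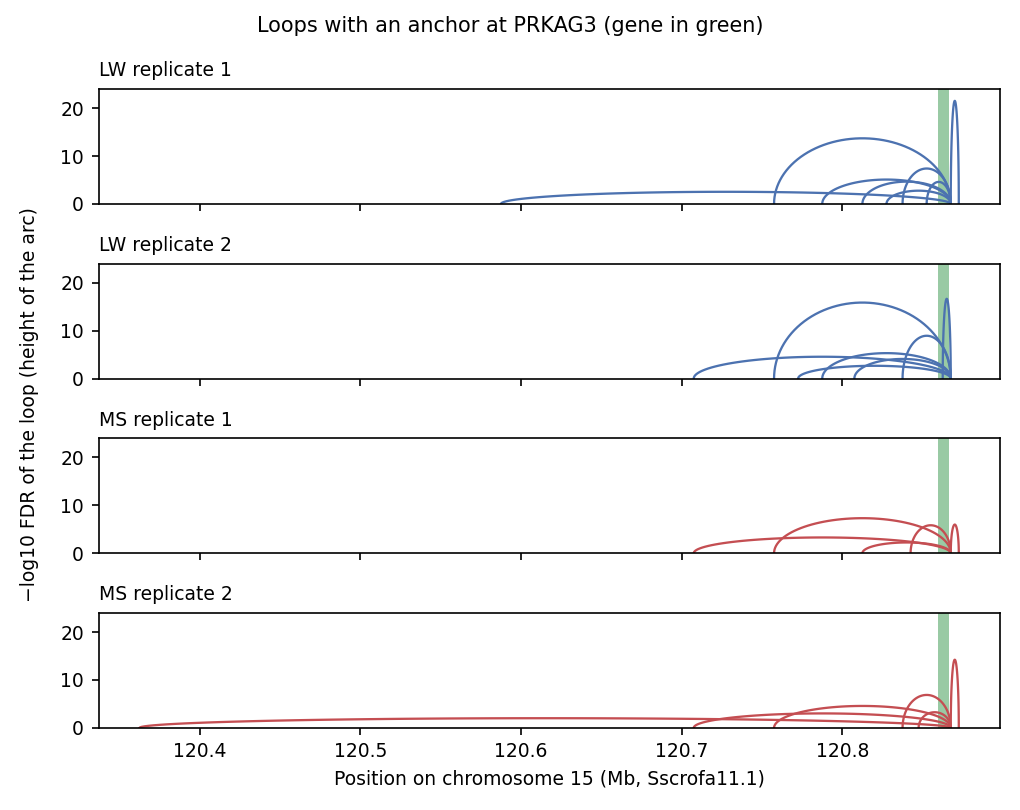
Arcs join the anchors of the loops called at PRKAG3 on chromosome 15 in each of the 4 BL-HiChIP libraries, and the height of an arc is the −log10 FDR of the loop. The arc of the 110-kb loop appears in all 4 libraries and reaches 15.9 in LW replicate 2.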

**Fig. 1:**
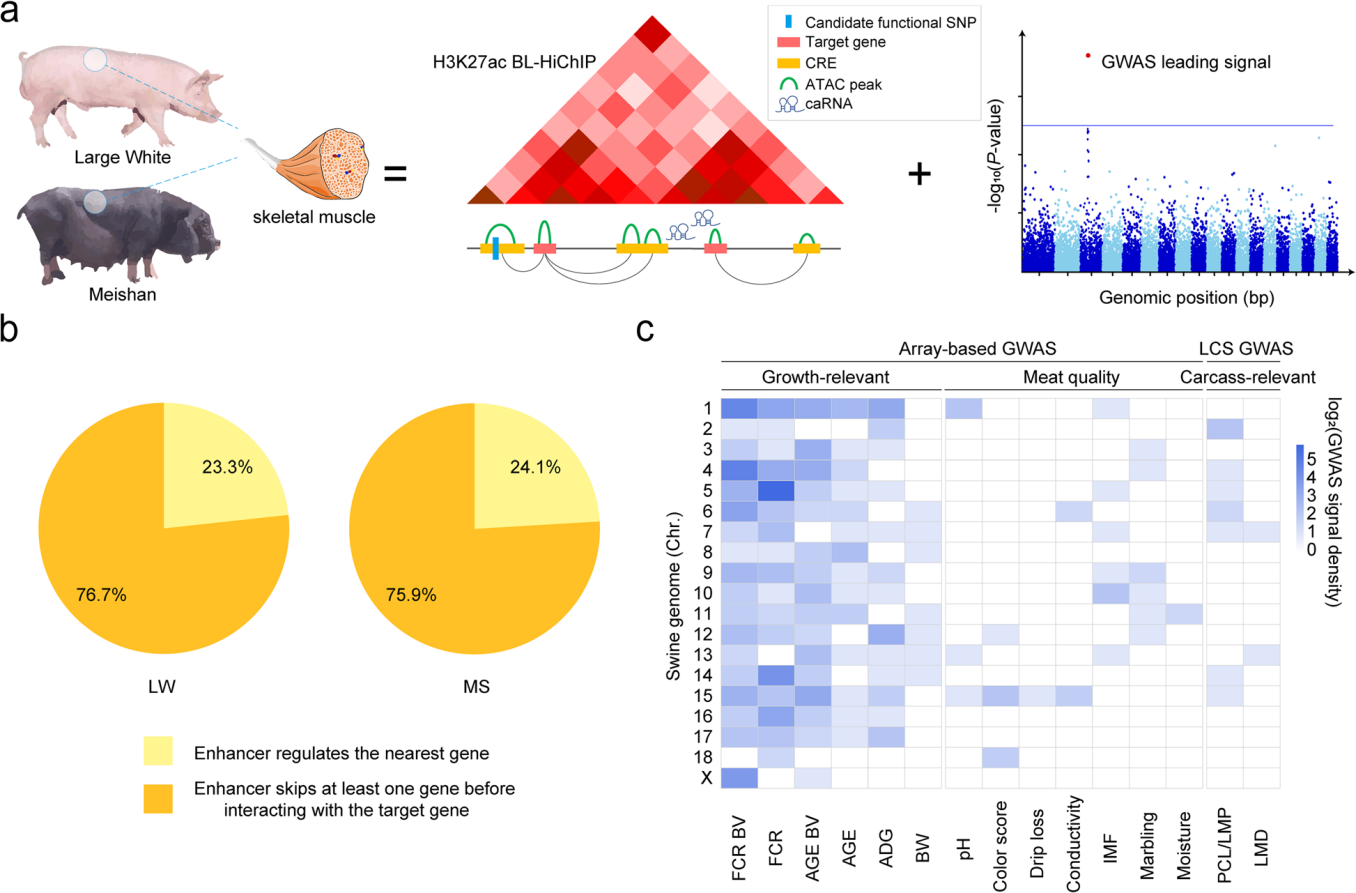
Study design and features of epigenetic landscape of skeletal muscle in LW and MS. **a** Integrated analyses based on enhancer-promoter interaction maps and GWAS leading signals. **b** Pie charts showing that 75–76% enhancers chose to skip over their nearest gene to regulate target genes in a long-range manner. **c** GWAS leading signals of 15 muscle-associated traits. The first category was growth-related traits, including feed conversion ratio (FCR), average daily gain (ADG), days to 100 kg (AGE), body weight (BW), and breeding values of FCR and AGE. The second category was meat quality-related traits, consisting of meat color score, conductivity, drip loss, marbling score, moisture, pH, and intramuscular fat (IMF). The last category was carcass-associated traits, including loin muscle depth at 100 kg (LMD) and lean meat percentage at 100 kg (LMP/PCL)

We obtained 248 GWAS leading signals and 14 QTLs from the previously published datasets and classified them into three categories (Additional file 2: Table S3, S4, and S5). The first category was growth-related traits, including feed conversion ratio (FCR), average daily gain (ADG), days to 100 kg (AGE), body weight (BW), and breeding values of FCR and AGE. The second category was meat quality-related traits, consisting of meat color score, conductivity, drip loss, marbling score, moisture, pH, and intramuscular fat (IMF). The last category was carcass-associated traits, including loin muscle depth at 100 kg (LMD) and lean meat percentage at 100 kg (LMP/PCL). Specifically, we examined the distribution of aforementioned GWAS signals (Fig. 1c) and noticed that leading signals of meat quality and carcass-relevant traits were enriched in only several chromosomes, while leading signals of growth-related traits were extensively spread across the genome, indicating that growth traits were much more complex and might be modulated by a large number of weak- or moderate-effect variants [19].

Meanwhile, we used GRID-seq to identify chromatin-associated RNAs (caRNAs) and RNA-chromatin interactions. 

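GRID-seq ligates RNA that sits on chromatin to nearby DNA through a bivalent linker, so that each read pair holds a piece of an RNA and the piece of DNA it touched. The paper's methods describe frozen muscle fixed with formaldehyde, while the sample labels add a fixation with DSG before it. There were 4 libraries of 2-week-old piglets, 2 of LW and 2 of MS. The authors mapped the reads to the pig genome with Bowtie2, selected chromatin-enriched RNAs and deposited for each library a list of RNAs with the 1-kb DNA bins they were found on. For each RNA the lists give its position and a whole number that was read here as its RNA reads, and for each bin a background-corrected signal that begins at 0.02. The lists have no column names, so this reading rests on the values. The listed RNAs held 8181721 and 9943666 RNA reads in the LW libraries and 7172517 and 9381797 in the MS libraries, over 768870 and 951576 pairs of RNA and bin in LW and 737738 and 981142 in MS. No listed RNA had fewer than 441 and 446 reads in the LW libraries or 432 and 455 in the MS libraries. Just 2 RNAs held 22.3% and 20.3% of the reads in LW and 29.2% and 26.7% in MS. Across RNAs the smallest listed signal fell with the reads of the RNA (r of the logarithms −0.989, −0.988, −0.983 and −0.977), so the signal of an RNA is relative to its own reads. The log2 reads of RNAs listed in both replicates had r = 0.997 in LW and 0.997 in MS. The chi-square per degree of freedom of these reads was 47.0 and 58.7 against counting error only, and since reads are not independent molecules, this does not show separate libraries. The replicates were counted as separate libraries, as the labels give them.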

Most RNA–chromatin interactions were highly reproducible (Additional file 1: Fig. S3a) from the entire genome (Additional file 1: Fig. S3b) and from an enlarged view of a single chromosome (Additional file 1: Fig. S3c). 

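The signal of each RNA was summed in 100-kb bins, and the pairs of RNA and bin listed in either library were compared on the log2(signal + 1) scale, with 0 for a pair missing from one of them. Across these pairs, which are not independent, Pearson's r between replicates was 0.119 in LW and 0.074 in MS, against −0.102 to −0.162 between libraries of different breeds. Only 25.5% of the pairs in LW and 24.4% in MS were listed in both replicates, and between breeds 12.8% to 15.5% were. Restricting the comparison to pairs listed in both replicates moved r most, to 0.886 in LW and 0.879 in MS, but then r between breeds was also 0.878 to 0.886. On the signal as deposited, r was 0.704 in LW and 0.730 in MS against 0.497 to 0.526 between breeds. In 1-Mb bins, r on the log2 scale was 0.155 in LW and 0.217 in MS against −0.053 to −0.106 between breeds. Over the 1-Mb pairs listed in both libraries, r was 0.925 in LW and 0.907 in MS, higher than the 0.847 to 0.868 between breeds.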

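The authors' lists held 571 and 681 RNAs in the LW replicates and 519 and 649 in the MS replicates. The union was 820 RNAs in LW and 731 in MS. Requiring an RNA in both replicates moved these numbers most, to 432 in LW and 437 in MS, and a minimum of 10 bins removed none. Of the union, 248 RNAs in LW and 137 in MS carry no gene name and are listed as transcripts named Tx, and 334 of the 385 such transcripts in any library overlap an annotated gene. Each Tx transcript was outlined in a single library, with 0 of them listed in another library, so a gene that was outlined anew in each replicate is counted more than once in a union.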

In total, 1942 and 1488 caRNAs were identified from LW and MS by using uniquely mapped RNA-DNA read pairs, respectively. Comparative analysis revealed that 730 caRNAs were LW-specific; 276 caRNAs were MS-specific; and 1212 caRNAs were shared by both breeds (Additional file 1: Fig. S4a). 

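Of the listed RNAs, 391 appeared in LW only, 302 in MS only and 429 in both breeds. With an RNA counted for a breed only when both of its libraries list it, 124 RNAs were counted for LW alone, 129 for MS alone and 308 for both breeds. An RNA counted for 1 breed alone can also be in a single library of the other breed. Transcripts named Tx fall into a single breed by the way they were outlined, since none of them appears in more than 1 library. Without them, 143 RNAs were in LW only and 165 in MS only. With RNAs that overlap the same annotated gene counted once, 207 were in LW only, 174 in MS only and 436 in both breeds. Both of these settings were chosen after the lists were seen. The numbers also depend on single libraries: without LW replicate 2, 192 RNAs were in LW only, and without MS replicate 2, 160 were in MS only. RNAs of one breed only had few reads, with medians of 1092.5 and 1242.5 in the LW libraries and 1106 and 1401 in the MS libraries, against 4800.0 and 4874 in LW and 3916 and 4621.5 in MS for RNAs of both breeds.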

Most RNA reads were mainly from various genic regions, indicating their origins of spliced transcripts, while an increased proportion of DNA reads resided in intergenic regions (Additional file 1: Fig. S4b), revealing the potential regulatory function of caRNAs through various binding loci. In addition, the first eigenvalue of Hi-C contact matrix exhibited a genome-wide correlation with GRID-seq DNA reads density (*R* = 0.84, *P* value < 2×10^−16^) (Additional file 1: Fig. S4c), suggesting an association of 3D genome spatial conformation and caRNA distribution. Each caRNA was classified into three types according to interaction range: local (±10 kb flanking their genes), *cis* (beyond local regions, but in the same chromosome), and *trans* (across different chromosomes). 

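The signal of each RNA was divided into the part within 10 kb of its gene, the part elsewhere on its chromosome and the part on other chromosomes. The median share of the local part was 90.0% and 83.1% in the LW libraries and 92.7% and 86.8% in the MS libraries. The local part was the larger part of the signal for 90.2% and 88.0% of the RNAs in LW and 94.4% and 93.4% in MS. In the LW libraries 495 of 571 and 590 of 681 RNAs, and in the MS libraries 454 of 519 and 569 of 649, had no bin on another chromosome. The measure moved the median local share most. By the number of 1-kb bins in place of the signal, it was 47.5% and 38.7% in LW and 51.0% and 41.9% in MS. The breeds differed by less than their replicates in each of these medians.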

In both LW and MS, the majority of RNAs (both protein-coding and non-coding) exhibited a clear trend of proximal interaction near their transcription sites, indicating local interaction and *cis* interaction (Additional file 1: Fig. S3b and S4e). 

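TTN lies on chromosome 15 from 84226953 to 84501320 and encodes titin. Of its signal, 58.1% and 54.7% lay on other chromosomes in the LW libraries and 76.9% and 76.6% in the MS libraries. It was listed in 108159 and 88043 bins of other chromosomes in LW and in 191138 and 156654 in MS, on 18 other chromosomes in each library. Its reads were 914086 and 1016278 in LW and 697633 and 830738 in MS. Both MS libraries had fewer TTN reads and more TTN bins than both LW libraries, a split that 2 libraries against 2 show by chance with a probability of 0.333 in an exact permutation test. By the number of its bins on other chromosomes, TTN ranked at 2 and 3 in the LW libraries and at 1 and 3 in the MS libraries. The RNA listed as ENSSSCG00000044834 on chromosome 7 was listed in 223431 and 191755 such bins in LW and in 44248 and 42885 in MS. By the number of bins in place of the signal, the share of TTN on other chromosomes was 85.0% as the mean of the LW libraries and 90.7% as that of the MS libraries.

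**Figure D3:**
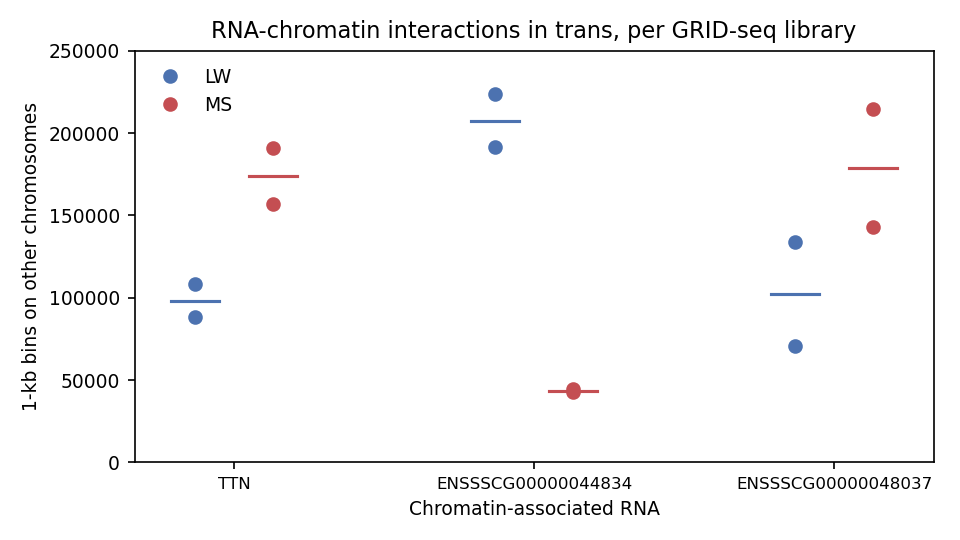
Points give the number of 1-kb bins on other chromosomes in which TTN, ENSSSCG00000044834 and ENSSSCG00000048037 were listed in each GRID-seq library, with LW in blue and MS in red, and lines give the mean of the 2 libraries of a breed. TTN and ENSSSCG00000048037 lie higher in both MS libraries than in both LW libraries, and ENSSSCG00000044834 lies higher in both LW libraries.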

Interestingly, the caRNAs of protein-coding *TTN* were widely spread across the genome, implying a *trans* interaction pattern, which indicated their extensive participation in skeletal muscle functions (Additional file 1: Fig. S4d).

### Genome-wide chromatin interaction pattern in porcine skeletal muscle

We investigated genome-wide chromatin interaction pattern to reveal the effect of H3K27ac-mediated chromatin interactions at the transcriptional level. We compared the expression pattern of genes regulated by active promoters (P) and enhancers (E) (with or without) (Fig. 2a) and found that, as expected, the genes with P interactions exhibited higher expression levels than those without corresponding interactions, and the genes with E interactions also had higher expression levels than those without corresponding interactions. By contrast, the expression levels of genes with P interactions were significantly higher than those with E interactions (Fig. 2b and Additional file 1: Fig. S5a), which might be explained by the possibility that P (proximal elements) might exert a stronger influence than E (distal elements).

**Fig. 2:**
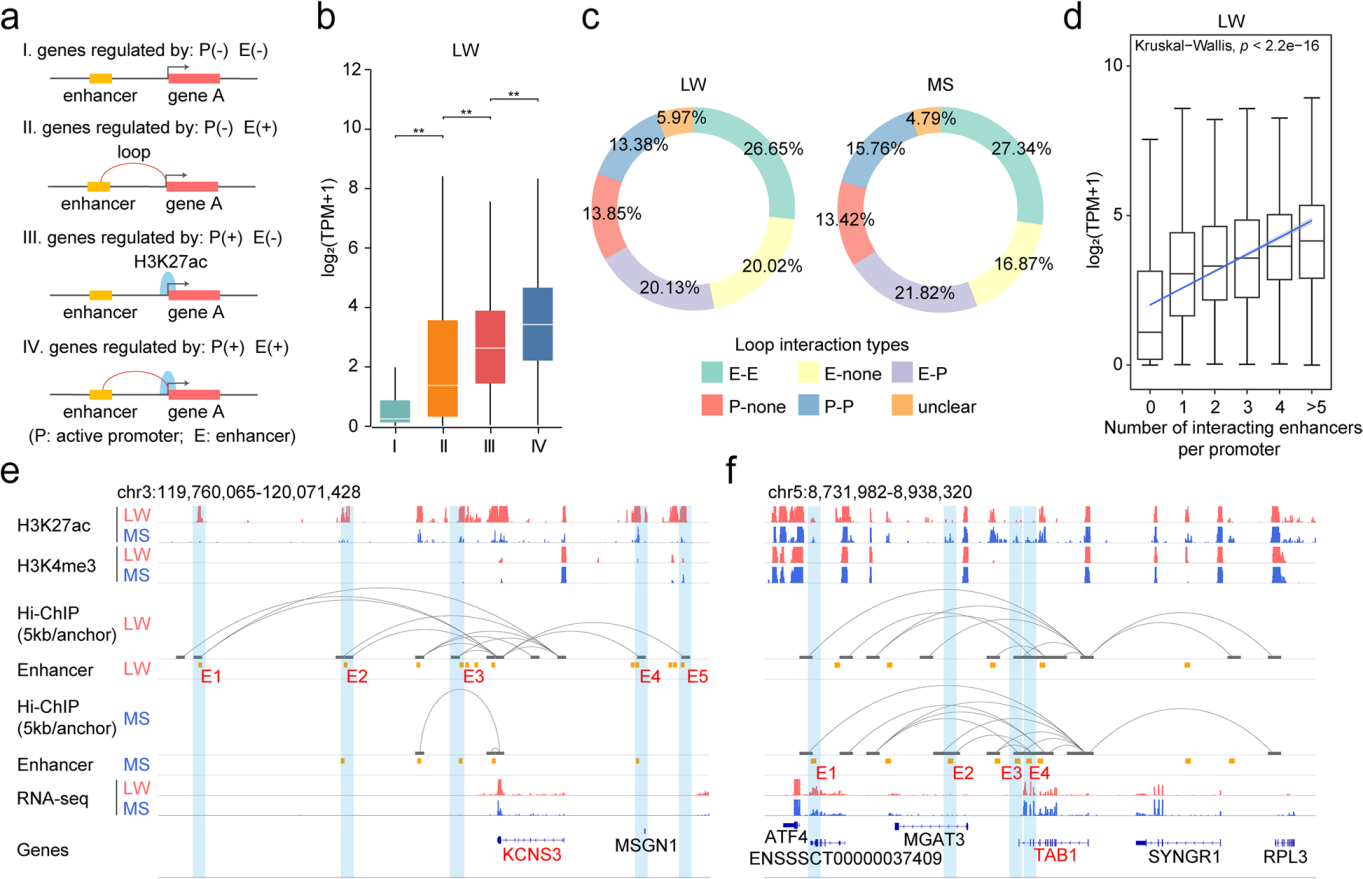
Comprehensive analyses of chromatin interactions and gene expression. **a** Genes with or without regulation by active promoters (P) and enhancers (E). Type I, genes without P and E; Type II, genes with E and without P; Type III, genes with P and without E; Type IV, genes with both E and P, respectively. **b** Expression of four types of genes in LW, type I (*n*=6381), type II (*n*=1308), type III (*n*=2163), and type IV (*n*=8314) by Mann-Whitney *U* single-tailed test with *P* values from left to right: 4.2×10^−131^, 1.0×10^−38^, and 6.9×10^−60^. **c** Donut plots (pie charts) of the percentages of loop interaction types. E–E, loops with both anchors covered with enhancers; P–P, loops with both anchors covered with active promoters; P–E, loops with one anchor covered with active promoter and the other anchor covered with enhancer; E-none, loops with just one anchor covered with enhancer; P-none, loops with just one anchor covered with active promoter; Unclear, loops with no anchor covered with active promoter and enhancer. **d** Expression of genes categorized according to the number of enhancers in LW. Linear regression of the mean gene expression level was performed (*P* value < 2.2 × 10^−16^, Kruskal−Wallis test). **e** Interaction of *KCNS3* with different counts of enhancers in LW and MS. **f** Interaction of *TAB1* with different counts of enhancers in LW and MS

Further, to examine global chromatin characteristics mediated by H3K27ac loops, the type of loop-linked *cis*-regulatory elements were used to categorize chromatin interaction types. Chromatin interaction loops were highly enriched in active *cis*-regulatory regions, approximately 95% loops were linked to at least one active *cis*-regulatory element on either loop anchor in both breeds (Fig. 2c). E–E and E–P interaction types made up the two biggest chromatin interactions in both breeds, the sum of which accounted for almost half of total chromatin interaction, indicating that enhancers played a key role in complex transcription regulation. In addition, we found that the genes regulated by both E–P and P–P interactions were more abundantly expressed than the genes regulated by P-P alone, followed by E-E alone and basal genes (with no *cis*-regulatory elements detected) (Additional file 1: Fig. S5b), supporting our previous result that proximal *cis*-regulatory elements (P) might have more stronger effects on the regulation of single genes than distal *cis*-regulatory elements (E) acting as one of additive regulatory elements.

We further investigated the additive effects of enhancers on the regulation of gene transcription. In total, 7853 and 6925 genes interacting with one or more enhancers were identified from LW and MS, respectively (Additional file 1: Fig. S5c). The average number of enhancers interacting with one promoter was 1.58 and 1.43 in LW and MS (Additional file 1: Fig. S5d), which was consistent with the previous findings that one promoter could be regulated by multiple regulatory elements in humans [20, 21]. Multiple enhancers presented additive effects on the gene transcription regulation, a modest correlation was observed between the number of enhancers and the mean gene expression in each category of genes classified in terms of the number of interacting enhancers (*P* value < 2.2 × 10^−16^, Kruskal−Wallis test for linear regression) (Fig. 2d and Additional file 1: Fig. S5e). A case in point was *KCNS3* related to ion channel activity and potassium channel regulator activity [22], and this gene was found to interact with extra five enhancers in LW, resulting in its higher expression level in LW than in MS (Fig. 2e). 

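KCNS3 lies on chromosome 3 from 119951110 to 119989541. At its ends 7 and 8 loops were called in the LW libraries and 0 and 2 in the MS libraries, with a union of 11 in LW and 2 in MS. The MS loops were both among the LW loops and came from MS replicate 2 alone. The interaction score was 33.6 and 93.2 in LW and 0 and 8.98 in MS. The log2 fold change was 3.82 (standard error 1.30, adjusted p = 0.819 from limma with Benjamini-Hochberg adjustment). Its unadjusted p of 0.0227 is past the paper's threshold, and with a pseudocount of 0.1 it no longer was. Without MS replicate 1 the log2 fold change was 2.05, and without MS replicate 2 it was 5.65. The enhancers and the expression of KCNS3 were not analysed here.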

Another example was *TAB1* involved in various intracellular signaling pathways such as TGF beta, interleukin 1, and WNT-1 [23], and its expression level was higher in MS than in LW due to the increased number of interacting enhancers (Fig. 2f).

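TAB1 lies on chromosome 5 from 8827363 to 8852814. At its ends 6 and 3 loops were called in the LW libraries and 4 and 4 in the MS libraries, with a union of 6 in LW and 7 in MS. Only 1 loop was shared by the breeds, a loop of 80 kb called in all 4 libraries. The interaction score was 31.9 and 13.5 in LW and 33.5 and 16.4 in MS. The log2 fold change of −0.46 (standard error 0.84, adjusted p = 0.994 from limma with Benjamini-Hochberg adjustment) is smaller than its error. Its direction rests on single libraries, since it was 0.056 without LW replicate 2 and 0.012 without MS replicate 1. With windows of 5 kb around the gene ends, the union was 7 loops in LW and 12 in MS.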

### Loop interactions contribute to identifying breed-specific transcription regulation

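The interaction score of each gene was quantile-normalized across the 4 BL-HiChIP libraries, as in the paper's methods, and tested with limma on the log2(score + 1) scale, since the score is not a count. The paper scored active promoters, while here both ends of every annotated gene were scored, so the scores are not the same measure. There were 15431 genes with a loop at a gene end in at least 1 library. At the paper's threshold on the fold change and the unadjusted p, 436 genes were higher in LW and 386 were higher in MS. An unadjusted p under 0.05 was found for 822 genes, or 5.33% of those tested. No gene had a Benjamini-Hochberg adjusted p under 0.05, and the smallest was 0.804. Among alternatives run on the same genes, DESeq2 on the rounded score, the test the paper names, gave the lowest counts, 100 in LW and 146 in MS. The highest count in LW was 862 without normalization between libraries, and the highest in MS was 957 with a pseudocount of 0.1. In data simulated for this comparison with 200 genes changed by 3 on the log2 scale, the threshold found 66.0% of the changed genes, but 82.3% of all the genes it called were unchanged ones. The changed genes were drawn from those with a mean log2 score above 4, with residuals pooled over all genes. The share of unchanged calls also depends on the 200 genes assumed to change, so these are not error rates of the real comparison.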

We performed differential analysis through the comparison of LW versus MS, and identified 9598 genes regulated by loop interaction, of which 328 were up-regulated in LW and 337 were up-regulated in MS (|log_2_FC|>1.5, *P* value<0.05) (Fig. 3a). Gene ontology (GO) enrichment analysis (Fig. 3b) indicated that in LW, up-regulated genes such as *DYSF*, *LMOD2*, and *POPDC2* were enriched in muscle development GO terms mainly including striated muscle cell differentiation and muscle system process. 

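DYSF on chromosome 3 had an interaction score of 16.9 and 14.8 in the LW libraries and 14.6 and 31.3 in the MS libraries, a log2 fold change of −0.67 (standard error 0.80, adjusted p = 0.992 from limma with Benjamini-Hochberg adjustment). LMOD2 on chromosome 18 had scores of 28.5 and 83.6 in LW and 40.5 and 87.3 in MS. Its log2 fold change of −0.57 became 0.40 with windows of 5 kb around the gene ends and 0.19 without LW replicate 1. POPDC2 on chromosome 13 had scores of 67.5 and 89.6 in LW and 24.8 and 53.7 in MS, higher in each LW library, with a log2 fold change of 0.91 (standard error 0.79). None of these genes was past the threshold. Genes past it were then taken whose libraries did not overlap between breeds, without symbols that begin with LOC. Of these, the genes of smallest p in LW were RUNX1, MSGN1, RGR, MXD4 and GABRR3. They had log2 fold changes from 3.88 to 4.84 and an adjusted p of 0.804 each from limma. RUNX1 on chromosome 13 had scores of 42.9 and 31.3 in LW and is listed at 0 in both MS libraries. With windows of 5 kb, RUNX1 (log2 fold change 1.20) and MXD4 (0.56) were no longer past the threshold. Genes without a loop in MS replicate 2 received a normalized log2 score of 0.60 through tied ranks, which lowers such fold changes.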

Notably, *DYSF* is responsible for muscle membrane repair machinery during muscle degeneration [24], and its function loss is associated with adipogenic loss in muscular dystrophy [25]. In contrast, in MS, up-regulated genes were significantly enriched in GO terms associated with metabolism such as NADH regeneration and canonical glycolysis. For example, *SLN* is a key mediator of muscle thermogenesis and whole-body energy metabolism [26, 27].

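SLN on chromosome 9 had interaction scores of 98.0 and 212 in the LW libraries and 88.3 and 209.5 in the MS libraries. Its log2 fold change was −0.13 (standard error 0.78, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and its replicates lay further apart than the breeds. The sign of this value was not stable, with 0.084 without normalization between libraries. PGK1, a glycolytic gene on chromosome X, had scores of 2.32 and 4.37 in LW and 13.6 and 19.4 in MS, a log2 fold change of −2.66 that is past the threshold (standard error 0.92, unadjusted p = 0.0240). By the same rule as for LW, the genes of smallest p that were higher in MS were CCDC125, LONRF1, ROBO3, TMEM230 and PRND. These genes had log2 fold changes from −4.81 to −3.93. Of these, ROBO3 (−1.83) and TMEM230 (−1.34) were no longer past the threshold with windows of 5 kb.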

**Fig. 3:**
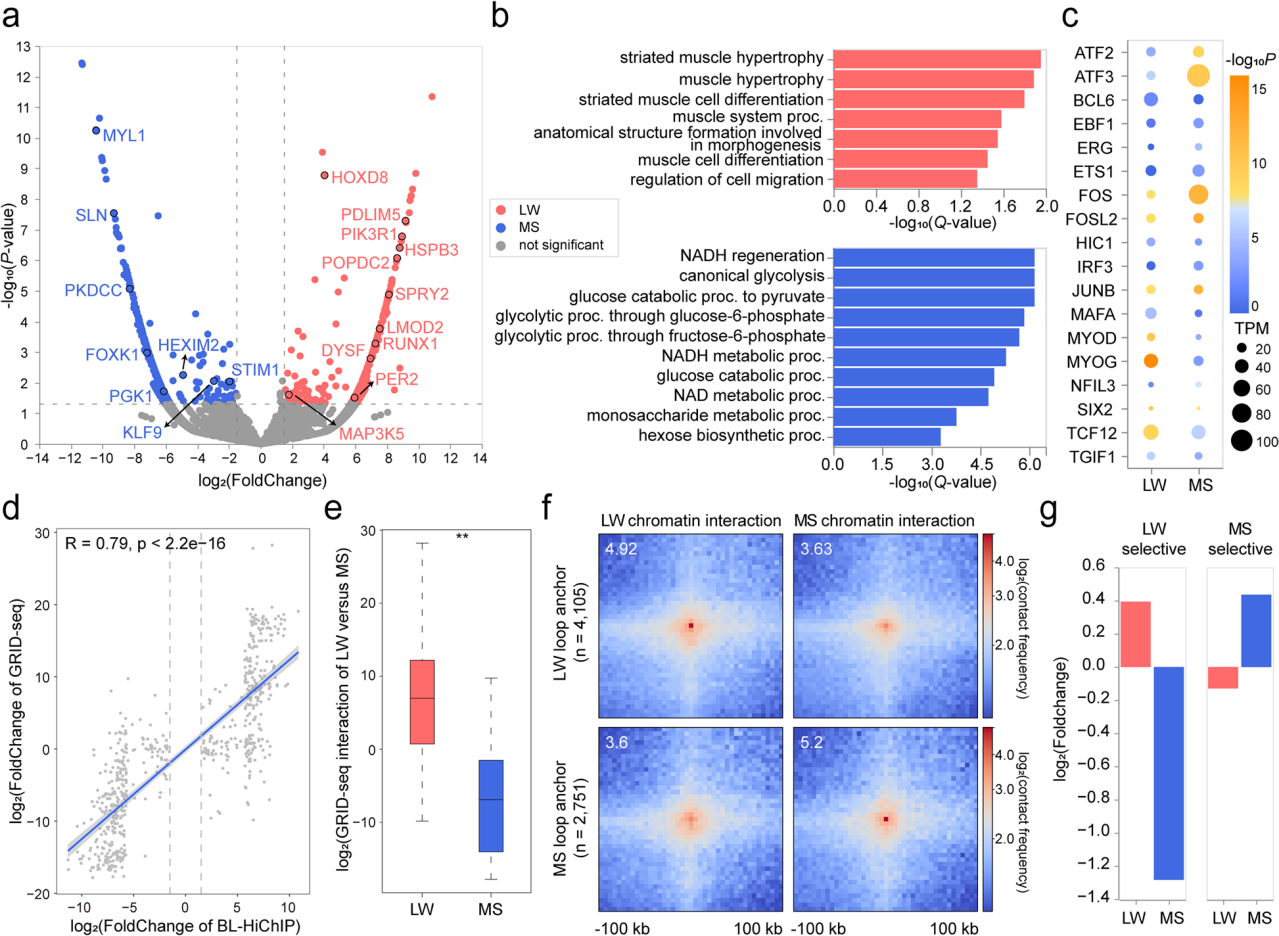
Differential chromatin-chromatin interactions and RNA–chromatin interactions. **a** Volcano plots showing chromatin loop up-regulated genes in LW and MS. **b** Top GO BP (biological process) terms enriched with LW and MS up-regulated genes by g:Profiler. Top enriched GO terms are ranked by the negative log_10_ (*Q*-value). **c** Enrichment of TF motifs on loop anchors of up-regulated genes in LW and MS. The color of each dot denotes the degree of enrichment (calculated as the cumulative binomial distribution by HOMER), and the size of each dot indicates the expression level of the corresponding TF. **d** Scatter plot showing that the differences in chromatin-chromatin interaction and RNA-chromatin interaction levels were positively correlated between LW and MS (Pearson correlation, *n* = 665 promoters). The trend line from linear regression is shown. **e** Change in RNA-chromatin interactions of differential loop-regulated promoters between LW (*n* = 328) and MS (*n* = 337), single-tailed Wilcoxon test with *P* values < 2.2×10^−16^. **f** Aggregate BL-HiChIP heatmap around differential caRNA-regulated genes and associated loop anchors based on RNA-chromatin interaction levels in LW (*n* = 4105) and MS (*n* = 2751). **g** Bar plot of LW up-regulated genes enriched in LW selective regions and not in MS selective regions, and vice versa for MS

In addition to regulation by chromatin loop interactions, gene expression profiles are simultaneously regulated by transcription factors (TFs). Therefore, we used HOMER [28] to identify TF motif enrichment on loop anchors of LW up-regulated and MS up-regulated genes (Fig. 3c). In LW, key TFs responsible for muscle structure development such as MYOG, MYOD and TCF12 were highly enriched in the loop anchors of upregulated genes. In contrast, in MS, key TFs responsible for muscle energy metabolism such as IRF3, a TF maintaining systemic glucose and energy homeostasis were enriched in the loop anchors of upregulated genes [29]. These results indicated potential synergistic regulatory roles of chromatin loops and TFs in gene transcription.

In addition, we assessed RNA-chromatin interactions on loop anchors of up-regulated genes in LW and MS. 

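For each gene, the loop difference was the log2 fold change of its interaction score and the RNA-chromatin difference was the log2 fold change of the GRID-seq signal within 5 kb of its ends, both between LW and MS. Over the 753 genes past the loop threshold that also had a GRID-seq signal, Pearson's r was 0.0093, across genes that are not independent replicates. The median RNA-chromatin difference was −0.13 for the 401 genes higher in LW and −0.18 for the 352 genes higher in MS, and their difference of 0.05 had p = 0.762 in a two-sided permutation test of the gene labels. The choice of the DNA that was summed moved these values most. When the signal was summed over the loop anchors of the gene in LW for the LW libraries and over those in MS for the MS libraries, r was 0.682, and the medians were 3.44 and −2.44 (p = 1e-05, the smallest that 100000 permutations can give). These anchors cover 411.715 Mb over all genes in LW and 351.125 Mb in MS, with 6.38 and 5.64 anchors for each gene looped in both breeds, so such a sum grows with the loops called. Over the 302 genes past the threshold with loops in both breeds, such a sum gave r = 0.426 and medians of 1.79 and −0.78, with the same permutation p. As the mean per bin over these genes, r was 0.191, and the medians were 0.47 and −0.17 (permutation p = 0.0188). These 2 settings were chosen after the data were seen. With the anchors of both breeds taken together and used for every library, r was 0.0429.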

Differences in the levels of chromatin-chromatin interactions and RNA-chromatin interactions were positively correlated (Fig. 3d, e), suggesting that these two interactions might be coordinated in transcription regulation. Notably, this positive correlation was higher on differential loop-regulated promoters (*R*=0.79) (Fig. 3d) than on all loop-regulated promoters (*R*=0.45) (Additional file 1: Fig. S5f), suggesting that this potential coordination might be reinforced in actively functional genes. Furthermore, we performed differential RNA-chromatin analysis and identified a total of 11,397 caRNA-regulated genes, of which 838 were up-regulated in LW and 1238 were up-regulated in MS (|log_2_FC|>2, *P* value<0.05) (Additional file 1: Fig. S5g). 

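Over all 14608 genes with a loop and a GRID-seq signal, r across genes was 0.0085 with the same windows in both breeds. With a pseudocount of 0.1 it was −0.0015. With the anchors of each breed's own loops, r over all genes was 0.354. In that setting the RNA-chromatin difference rose by 1.33 for each unit of loop difference among the differential genes (standard error 0.053) and by 1.23 among the other genes (standard error 0.034). The differential genes had the wider range of loop differences, with an SD of 2.67 against 0.91. From the higher correlation on differential loop-regulated promoters, the paper proposes that the coordination of the interactions is reinforced in actively functional genes.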

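The GRID-seq signal within 5 kb of the ends of each gene was quantile-normalized across the 4 libraries and tested with limma on the log2(signal + 1) scale. There were 23749 genes with a signal in at least 1 library, of which 1772 were higher in LW and 1951 in MS at the paper's threshold. The paper's text does not name the test behind its own counts. An unadjusted p under 0.05 was found for 3723 genes, or 15.7%, against 1074 when the same libraries were split by replicate number. No gene had a Benjamini-Hochberg adjusted p under 0.05, and the smallest was 0.109. With each value multiplied by the reads of its RNA, a setting chosen after the data were seen, 1785 genes had an adjusted p under 0.05 and the smallest was 0.0447. Over changes of the normalization, the pseudocount, the filter on low values, the window or the RNAs, the smallest adjusted p from limma was from 0.0643 to 0.154. Summed over the loop anchors of both breeds in place of the gene ends, 306 of 15020 genes had an adjusted p under 0.05. With each breed's own anchors, 1423 of 14455 genes had one. A sum over own anchors grows with the loops called, so that count can also hold differences in loop calls. Leaving out normalization gave 1635 genes in LW and 2255 in MS, and the signal within 1 kb of the gene ends gave 1473 and 1706. By the rule used for the loop test, without symbols that begin with LOC, the genes of smallest p were ACTC1 in LW and PLIN4 in MS. ACTC1 had a signal of 52728 and 49987 in the LW libraries and is listed at 0 in both MS libraries. PLIN4 had 73553 and 59824 in the MS libraries and is listed at 0 in both LW libraries. At these genes much of the signal is the RNA of the gene itself. With only RNAs of other genes, the log2 fold change of ACTC1 fell from 15.57 to 1.46, no longer past the threshold, and that of PLIN4 went from −16.11 to −4.42. Over all genes, that setting called 3458 of the 3723 genes in the same direction. In simulated data for this comparison with a change of 3 on the log2 scale, 41.5% of the 200 changed genes were called, and 93.9% of all calls were unchanged genes. The changed genes were again drawn from those of high mean, so these shares hold for that setting only.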

We evaluated the chromatin-chromatin interaction on loop anchors in these caRNA-differentially-regulated genes. The results indicated that the chromatin interaction pattern on these representative loop anchors exhibited high consistency with the change of caRNA interaction (Fig. 3f). 

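Of the caRNA-regulated genes past the threshold, 854 of those higher in LW and 1635 of those higher in MS had a loop at a gene end. Their median loop difference was 0.06 for the genes higher in LW and 0.01 for those higher in MS. The loop score was higher in LW for 53.5% of the genes with more RNA-chromatin signal in LW, and it was higher in MS for 49.7% of the genes with more in MS. Across these 2489 genes, r between the loop and the RNA-chromatin difference was 0.017. Both differences were past their thresholds for 108 genes. PRKAG3 had a GRID-seq signal of 35121 and 51562 in the LW libraries and 29.5 and 54.0 in the MS libraries, a log2 fold change of 9.55 (standard error 0.87, adjusted p = 0.109 from limma with Benjamini-Hochberg adjustment), and its own RNA was listed in LW only. The representative anchors shown in the paper's figure were not analysed one by one.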

Our results were in line with the previous report that nascent caRNA-mediated RNA-chromatin interactions might be coordinated with chromatin-chromatin interactions for regulating gene transcription [30]. Next, to investigate the relation between genomic variation and breed-specific transcription regulation, we identified 320 and 481 selection regions (the intersection between the top 5% F_ST_ and top 5% XP-nSL measured regions) by comparing LW and MS, respectively, with European and Asian wild boars (Additional file 2: Table S6 and S7). 

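The regions of Tables S6 and S7, 320 in LW and 481 in MS, cover 25.9 and 37.6 Mb. For the genes past the loop threshold, the share of their loop anchors that lies in these regions was set against random sets of the same size from all genes tested, in a two-sided permutation test with 100000 resamples. Anchors of the 436 genes higher in LW had 1.32% of their length in LW regions against a mean of 0.800% in random sets, 1.65 times as much (permutation p = 0.123). In MS regions they had 0.891 times the share of random sets (permutation p = 0.771). Anchors of the genes higher in MS had 1.01 times the share of random sets in MS regions (permutation p = 0.931) and 1.57 times in LW regions (permutation p = 0.187). After Benjamini-Hochberg adjustment over these 4 comparisons the smallest p was 0.374. Counting genes with an anchor in a region in place of length, the first comparison was 3.90% of genes against 2.11% (p = 0.0221 in the permutation test, and 0.0886 after Benjamini-Hochberg adjustment over the 4 comparisons). The 300 genes of largest fold change moved it most, to 1.13 times (permutation p = 0.709, adjusted p = 0.945).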

We found that LW loop anchors of up-regulated genes were strongly enriched in LW selective sweep regions and not in MS selective sweep regions, and vice versa for MS (Fig. 3g). Taken together, chromatin-chromatin and RNA-chromatin interactions can reveal the breed-specificity in finely-tuned transcription network and provide epigenetic interpretation for genomic variation of complex traits in pigs.

### Enhancer-promoter interactions link candidate variants to target genes

The high specificity of loop interaction allows to identify candidate target genes from GWAS leading signals for skeletal muscle-related traits. The GWAS leading signals are categorized into low- and high-marker density ones, and the former is mainly derived from array-based sequencing (IlluminaPorcineSNP50K Beadchip or IlluminaPorcineSNP60K Beadchip) with a density of approximately one SNP per 2×10^6^ bp, the latter is from low-coverage sequencing (LCS) with a density of approximately one SNP per 200 bp. Generally, the resolution and power of GWAS rely on the density of genetic markers. However, high-density marker panels are unavailable for most agricultural animals, which limits linkage disequilibrium (LD) analysis frequently conducted in human studies. Therefore, we employed two distinct strategies to obtain the associated SNPs of array-based GWAS and LCS-based GWAS leading signals to better accommodate the marker density of each approach (Fig. 4a). First, we used TAD to locate SNPs associated with array-based GWAS leading signals since TADs have been found to be fundamental transcriptional regulatory regions that can spatially insulate the genome, and *cis*-regulatory elements tend to interact with target genes within the same TAD. In contrast, we used the LD approach to obtain SNPs associated with high-density GWAS leading signals. After obtaining all the trait-related SNPs, we developed a 5-step strategy (detailed in the “Methods” section) to fine map potential functional SNPs (Fig. 4a). In addition, to investigate the power of the TAD approach, we compared the number of SNPs obtained by TAD and LD. Before the 5-step filtering, the TAD approach identified a candidate SNP pool containing 8292 SNPs and the LD approach identified a candidate SNP pool containing 632 SNPs, only 22.0% SNPs were exclusively identified by LD (Additional file 1: Fig. S6a). After the 5-step filtering, TAD approach identified 221 candidate functional SNPs and LD approach identified 23 candidate functional SNPs, only 2 SNPs were exclusively identified by LD (Additional file 1: Fig. S6a), which indicated that TAD approach could enlarge candidate SNP pool and minimize the probability of losing potential true signals.

**Fig. 4:**
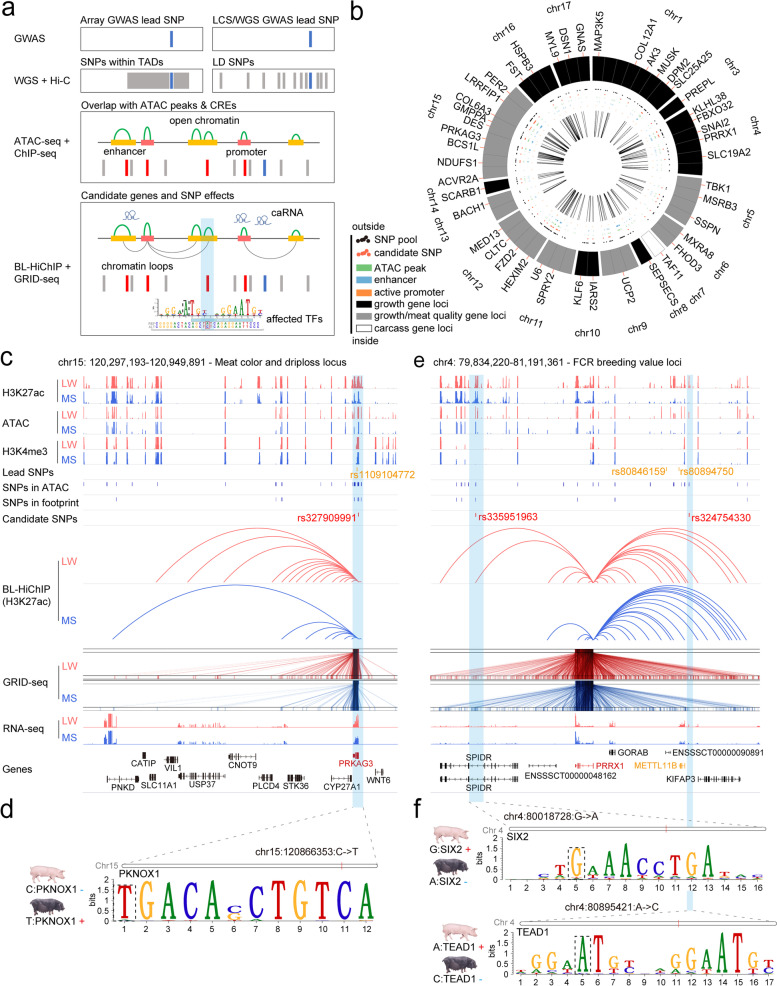
Multi-omics analyses of candidate functional SNPs and target genes. **a** The overall strategy for identification of candidate functional SNPs and their corresponding target genes: Firstly, SNPs located within loop-mediated CREs were screened. Secondly, the resultant SNPs located in ATAC peaks or footprints were further screened. Thirdly, the obtained SNPs with |ΔAF|≥0.5 (between commercial lean pig breeds and Chinese local pig breeds) were retained. Fourthly, the retained SNPs whose corresponding target genes were related to muscle traits and had intra-chromosomal RNA-chromatin interactions were screened. Fifthly, those SNPs which were predicted to affect TF binding were identified as final candidate SNPs. **b** Circos plot of 15 muscle-related traits, 54 target genes, and 223 candidate functional SNPs across the genome. Promoter track (orange), enhancer track (blue), ATAC peak track (green), and three categories of genes are labeled. **c** Example of *PRKAG3* in LW and MS. Red indicates newly-identified candidate functional SNPs and target genes in this study. Orange denotes previously predicted functional SNPs and target genes identified by GWAS. The blue bar highlights the candidate functional SNPs. **d** Predicted SNP affecting the motif of PKNOX1. **e** Example of *PRRX1* in LW and MS. Red indicates newly-identified functional SNPs and target genes in this study. Orange denotes previously predicted functional SNPs and target genes by GWAS. The blue bar highlights the candidate functional SNPs. **f** Predicted SNPs affecting the motifs of SIX2 and TEAD1

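Table S8 gives the candidate SNPs with their elements and target genes. For 206 of its 223 SNPs the target gene has a position in the gene table that was used. A SNP was counted as looped when it lies in an anchor of a loop whose other anchor is at an end of its target gene. Loops from other bins of its enhancer or super enhancer were not counted. The paper took SNPs within looped elements, and the plan here also named the listed element, which was not used. A SNP in the anchor at a gene end counts only if the other anchor is also at an end of that gene. Both limits can lower the counts, the latter mainly for promoter SNPs. The counts are thus not the share of the paper's links that these loops hold. There were 50 and 61 looped SNPs in the LW libraries and 46 and 56 in the MS libraries. In the union 81 SNPs were looped in LW, 69 in MS and 95 (46.1%) in either breed, with 31 target genes, and 21 SNPs were looped in all 4 libraries. The positions at the same distance on the other side of the target gene gave 7 in LW, 12 in MS and 12 in either breed. The paper selected these SNPs through loops of the same tissue, so the excess over mirrored positions is not independent evidence. Leaving out LW replicate 2 lowered the count in LW to 50, and counting a SNP within 5 kb of the anchor raised it to 116.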

In total, we identified 223 SNPs regulating 54 candidate genes related to 15 traits (Fig. 4b, Additional file 2: Table S8). 

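Of the 206 SNPs with a placed target gene, 130 (63.1%) had at least 1 gene of any type between the SNP and the target gene, and 91 (44.2%) had at least 1 protein-coding gene between them. The median distance to the target gene was 64.4 kb, and 53 SNPs lay within it.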

Only 64 SNPs (28.7%) regulated the nearest gene, while 159 SNPs (71.3%) skipped over at least one gene to regulate their target genes (Additional file 1: Fig. S6b). Furthermore, 17% of SNPs were located on promoters, whereas 83% were on enhancers (Additional file 1: Fig. S6b). 

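In Table S8, 38 of the SNPs are listed in a promoter and 185 in an enhancer or super enhancer.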

Altogether, this multi-omics approach identified novel trait-related genes and candidate functional SNPs. For example, the previously detected candidate target gene related to muscle physiology traits (such as glycogen content, meat color, and drip loss) was *PRKAG3* [31–33], which harbored one nonconservative substitution (rs1109104772, known as R200Q), in contrast, our models identified one novel candidate functional SNP (rs327909991) (Fig. 4c). 

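The candidate promoter SNP of PRKAG3 lies 0.045 kb from the gene, in the anchor that all loops of the gene share. As a link between the SNP's own bin and another end of the gene, it was looped only in LW replicate 2, through a loop of 5 kb with a −log10 FDR of 16.7. The predicted binding of PKNOX1 was not analysed here.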

SNP rs327909991 was located in the active promoter of *PRKAG3*, and this SNP was predicted to be able to enhance binding of TF PKNOX1 (Fig. 4d). Notably, PKNOX1 is able to exert major effects on the sensitivity of the glucose transport machinery to insulin and regulates energy metabolism in skeletal muscle [34, 35], which is consistent with our functional prediction. Another example is related to the breeding value of FCR (FCR BV), 30 SNPs were identified to be located on chromosome 4 in previous study, of which the two most significant SNPs were conjectured to be associated with *METTL11B* [36]. In this study, we identified a new target gene *PRRX1* (which acts as a transcriptional regulator of muscle creatine kinase), and two new associated candidate functional SNPs (rs335951963 and rs324754330). One new SNP was located within an enhancer 408.9 kb downstream from *PRRX1* and the other SNP was located in an enhancer 393.7 kb upstream from *PRRX1*, respectively (Fig. 4e). 

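PRRX1 lies on chromosome 4 from 80427682 to 80502689 and had 8 and 12 loops in the LW libraries and 9 and 11 in the MS libraries. Table S8 lists 6 SNPs for it. One lies 409 kb from the gene with 2 genes between, and 2 others lie 392 and 393 kb away on the other side. None of these 3 lies in an anchor looped to an end of PRRX1 in any of the 4 libraries. A SNP at 329 kb was looped to PRRX1 in LW replicate 1 and in both MS libraries, with a −log10 FDR of 2.84, 2.16 and 2.48. A loop of 430 kb was called in both LW libraries and in MS replicate 1, and its far anchor overlaps METTL11B. The loop score of PRRX1 did not differ between the breeds (log2 fold change −0.38, standard error 0.81).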

SNP rs335951963 was predicted to be able to disrupt the binding of SIX2*,* a TF involved in muscle energetic adjustment from oxidative to glycolytic capacities [37], and SNP rs324754330 was predicted to disrupt the binding of TEAD1*,* a TF which plays a critical role in regulating mitochondrial function in cardiomyocytes and its function loss could lead to a significant decrease in respiratory rates [38] (Fig. 4f). Altogether, the integration of GWAS data with multi-omics datasets can expand the understanding of both new target genes and relevant candidate functional SNPs.

### Effects of candidate functional SNPs in pig populations

Based on phenotypic information of two pig populations (detailed in Methods), we observed the effects of three candidate functional SNPs. Specially, we investigated the effect of SNP rs323223548 on the AGE trait. This SNP was located in a super enhancer 339.2 kb upstream of its target gene *KLF6* on chromosome 10 (Fig. 5a), implying additional binding of TF TBX2 to this super enhancer (Fig. 5b). 

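KLF6 lies on chromosome 10 from 66488445 to 66497830. It had 15 and 6 loops in the LW libraries and 13 and 10 in the MS libraries. Of its 17 SNPs in Table S8, 3 lie together in a super enhancer 339 kb from the gene. There are 6 genes between, of which 0 are protein-coding. Their anchor was looped to KLF6 by a loop of 340 kb in all 4 libraries, with a −log10 FDR of 3.18 and 5.78 in LW and 3.58 and 3.18 in MS. The loop score of KLF6 was 58.4 and 57.4 in LW and 69.4 and 111 in MS, a log2 fold change of −0.80 (standard error 0.75, adjusted p = 0.992 from limma with Benjamini-Hochberg adjustment).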

Pigs with T/T genotype (SNP rs323223548) exhibited a significant reduction in days to 100 kg compared to those with C/C genotype in Population I (*P* value = 4.2×10^−3^, single-tailed Mann-Whitney *U* test) (Fig. 5b). For carcass-related traits LMP and LMD, we observed the effects of two candidate functional SNPs in Population II. One SNP rs338305516 was located in the promoter of *MXRA8*, and pigs with T/T genotype exhibited significantly higher lean meat percentage (LMP) than those with C/C genotype (*P* value = 8.0×10^−3^, single-tailed Mann-Whitney *U* test), resulting in a potential Vdr binding to the above promoter (Fig. 5c and Additional file 1: Fig. S7a). 

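MXRA8 lies on chromosome 6 from 63630936 to 63635623, and its promoter SNP lies 0.259 kb from the gene. The gene had 7 and 4 loops in the LW libraries and 4 and 2 in the MS libraries. A loop of 20 kb from the anchor that holds the SNP was called in all 4 libraries, with a −log10 FDR of 5.49 and 7.78 in LW and 3.88 and 2.07 in MS. The loop score did not differ between the breeds beyond its error (log2 fold change 0.80, standard error 0.83).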

The other SNP rs321591161 was located in the promoter of *TAF11*, and pigs with C/T genotype displayed significantly higher loin muscle depth (LMD) than those with C/C genotype, based on which we speculated that additional binding of TF YY1 might lead to stronger chromatin loop interaction on *TAF11* transcription regulation, thereby improving the LMD trait of pigs with T allele (*P* value = 2.0×10^−2^, single-tailed Mann-Whitney *U* test) (Fig. 5d and Additional file 1: Fig. S7b). Moreover, we performed a luciferase assay to further investigate the effects of these three SNPs. 

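TAF11 lies on chromosome 7 from 30799992 to 30811771. It had 5 and 4 loops in the LW libraries and 4 and 5 in the MS libraries, and its loop scores of 18.4 and 14.8 in LW and 14.4 and 15.0 in MS gave a log2 fold change of −0.16 (standard error 0.75). Table S8 lists its candidate SNP in a super enhancer 459 kb from TAF11, with 11 genes between. No loop between that SNP's bin and an end of TAF11 was called in any of the 4 libraries.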

The results showed that the alternative alleles predicted above exhibited significantly higher luciferase activity than the reference alleles (Fig. 5e), suggesting that an altered genome could affect enhancer or promoter activity in porcine skeletal muscle.

**Fig. 5:**
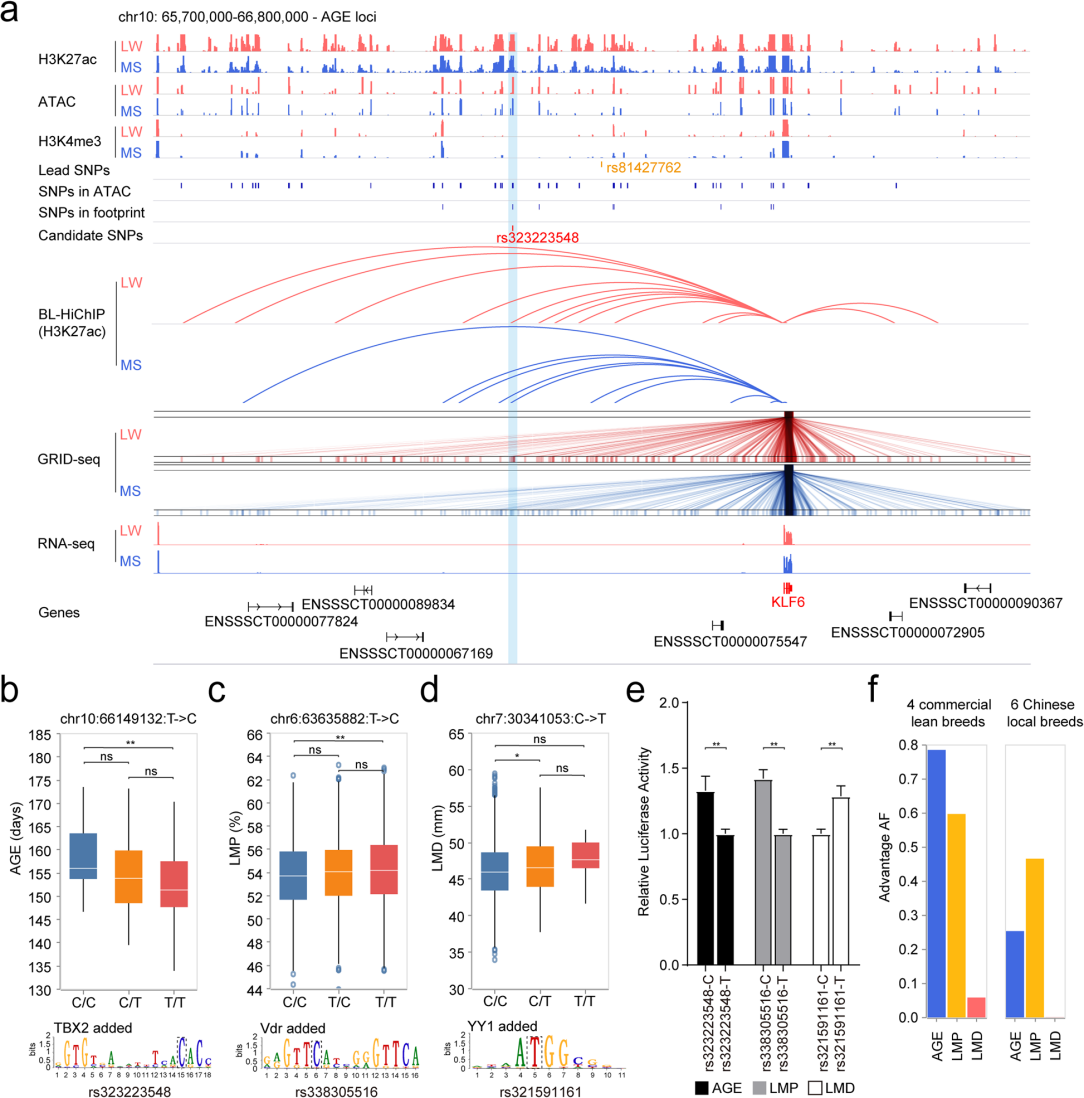
Validation of newly-identified candidate functional SNPs. **a** IGV plot of AGE trait regulated by candidate functional SNP based on multi-omics analysis. **b** Phenotypic differences of AGE (days to 100 kg) in a population of 182 LW individuals with different genotypes. The number of animals with different genotypes for AGE: *n*_C/C_ = 21, *n*_C/T_ = 31, and *n*_T/T_ = 130. Outliers are shown as individual dots. Statistical significance is determined by single-tailed Mann-Whitney *U* test. The predicted motif affected by the candidate functional SNP is shown at the bottom, and the locus of this SNP is highlighted by black dotted line. **c**, **d** Phenotypic differences of LMP (Lean meat percentage at 100 kg) and LMD (Loin muscle depth at 100 kg) in a population of 2869 Duroc individuals with different genotypes. The number of animals with different genotypes for LMP: *n*_C/C_ = 344, *n*_T/C_ = 1306, and *n*_T/T_ = 1135. The number of animals with different genotypes for LMD: *n*_C/C_ = 2456, *n*_C/T_ = 328, and *n*_T/T_ = 11. Outliers are shown as individual dots. Statistical significance is determined by single-tailed Mann-Whitney *U* test. The predicted motifs affected by the candidate functional SNPs are shown at the bottom, and the locus of SNPs is highlighted by black dotted line. **e** The alternative alleles exhibited significantly higher luciferase activity compared to the reference alleles. **f** Distribution of frequency of target alleles with enhanced phenotypic performance for AGE, LMP, and LMD traits

We further calculated the allele frequency of the three aforementioned SNPs in four commercial lean pig breeds and six Chinese local pig breeds to assess their breeding potential. The target allele of each SNP with enhanced performance for each trait was plotted (Fig. 5f and Additional file 1: Fig. S8a). The bar chart showed that three target alleles exhibited higher frequency in commercial lean pig breeds than in Chinese local pig breeds. For AGE, target allele (T allele) of rs323223548 was almost fixed in Duroc, while less frequency was observed in LW, indicating a great improvement potential for LW. In contrast, Jinhua and Meishan showed the lowest frequency of this target allele. As for LMP trait, target allele (T allele) of Pietrain breed exhibited the highest (~90%) allele frequency among the commercial lean pig breeds, and the six Chinese local breeds displayed an average allele frequency around 40%. In terms of LMD trait, the non-target alleles (C allele) were fixed in all six Chinese local breeds, suggesting that introduction of new alleles from other commercial lean pig breeds might be required for breeding improvement of the LMD trait. All the four major commercial lean pig breeds except Pietrain exhibited approximately 10% or less of allele frequency on this SNP locus, indicating that long-term selection might be necessary for continuous improvement for loin muscle depth.

### Functional networks of chromatin-chromatin and RNA-chromatin interactions

We identified specific phenotype-genotype relations of 54 detected target genes for 15 skeletal muscle-associated traits mainly based on chromatin-chromatin interactions. Next, we investigated major caRNAs bound to the loop anchors of these 54 target genes and found that the composition and proportion of caRNAs differed between LW and MS (Additional file 1: Fig. S8b). 

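The RNAs listed on the loop anchors of the target genes were compared as shares of all pairs of RNA and 1-kb bin there, and some of the RNAs are named here. Anchors were found for 51 target genes in LW and 49 in MS. In the LW libraries TTN made up 25.6% and 15.6% of the pairs and ENSSSCG00000048037 made up 8.42% and 14.3%. In the MS libraries TTN made up 13.0% and 10.8%, ENSSSCG00000048037 made up 18.5% and 12.3% and ENSSSCG00000048856 made up 9.62% and 13.9%. The share of TTN in MS replicate 1 and MS replicate 2 was below that in both LW libraries, while the share of ENSSSCG00000048037 overlapped between the breeds. By summed signal in place of pairs, TTN held only 0.146% in LW and 0.148% in MS as means of the libraries, and this was the alternative that moved its share most. The anchors in each breed are the loops called in that breed, and 2210 bins in LW and 1870 in MS were covered.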

Our findings provide a candidate RNA library for identification of key caRNAs involved in complex muscle-related traits. 

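Among the RNAs on the anchors of the target genes, TTN ranked at 1 in both LW libraries and at 3 and 4 in the MS libraries. On the loop anchors of all genes, TTN made up 14.0% and 10.9% of the pairs in LW and 15.2% and 10.9% in MS. At the ends of the 44 target genes on other chromosomes, TTN was listed at 12 and 8 genes in the LW libraries (27.3% and 18.2%) and at 10 and 13 in the MS libraries (22.7% and 29.5%). Of all genes on other chromosomes, it was listed at 11.6% and 11.2% in LW and at 21.7% and 18.2% in MS.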

Interestingly, compared to other caRNAs, *TTN* was the most abundant among these 54 genes (Additional file 1: Fig. S8c), implying an extensive functional *trans* interaction in porcine skeletal muscle. We then established a 3D architectural network based on chromatin-chromatin and *TTN* mediated RNA-chromatin interactions. 

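The network was rebuilt with the 5-kb loop anchors of both breeds as nodes, joined by loops and, for anchors with a TTN bin, to TTN. It had 71411 anchors and 122406 loops, and 24171 anchors had a TTN bin. The Leiden method at a modularity resolution of 1 gave 3674 communities, of which 2365 had at least 3 nodes. The paper's methods name a layout for the network, and its text does not name a method for communities. A minimum of 10 nodes, chosen like that of 3 nodes after the data were seen, moved the number most, to 1398, and leaving out the TTN bins gave 5420. The largest community had 9994 nodes on 19 chromosomes, held TTN and covered 3320 genes, and the next largest had 267 nodes on 1 chromosome.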

In total, 1,835 topologically-associated communities were formed within this network (Fig. 6a). Top 20 communities were analyzed by functional gene annotation. Among them, 9 communities showed enrichment in one or more GO terms or KEGG pathways (FDR<0.05) (Additional file 2: Table S9), suggesting that genes in the same community might be functionally related. Interestingly, one of the communities harboring 91 genes and 90 enhancers contained 9 out of the above 54 GWAS target genes. Of these 9 genes, 3 genes (*LRRFIP1*, *PER2*, and *COL6A3*) were associated with the trait of FCR breeding value, while the other 6 genes (*HEXIM1*, *HEXIM2*, *GMPPA*, *DES*, *BCS1L*, and *PRKAG3*) were associated with muscle physiological traits such as meat color and drip loss (Fig. 6b), further supporting the idea that genes within the same community tend to function in related biological processes. 

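Of these 9 genes, LRRFIP1, PER2 and DES fell in the community of TTN in the rebuilt network. GMPPA, BCS1L and PRKAG3, which lie on chromosome 15 between 120707770 and 121515299, shared a community of 137 nodes with 31 genes, and HEXIM1 and HEXIM2 on chromosome 12 shared one of 115 nodes with 41 genes. COL6A3 was in a community of 40 nodes. At most 3 of the 9 genes were thus in 1 community. With the loops and TTN bins of LW alone, 8 of them were in the community of TTN, and with those of MS alone, 2 were. Without MS replicate 1 or without MS replicate 2 there were 6. Without LW replicate 1 there were 4, and without LW replicate 2 there were 5. Both the loops and the TTN bins are fewer in all of these settings. From the genes found in 1 community, the paper proposes that genes within a community tend to function in related biological processes.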

Taken together, our results provide a structural network for transcription regulation in which the GWAS-detected core genes and the interaction map-linked peripheral genes may jointly contribute to complex traits.

**Fig. 6:**
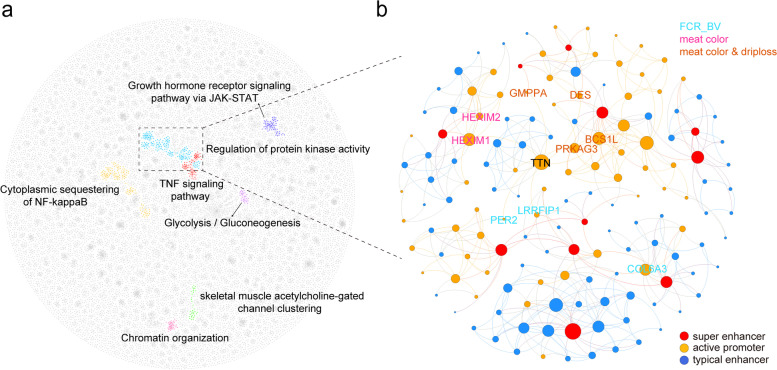
Functional communities of chromatin-chromatin and RNA-chromatin interaction network. **a** The network of all functional communities, some communities are highlighted and labeled. **b** One community harboring 9 genes out of 54 GWAS-detected genes (3 growth-associated genes and 6 meat quality-related genes)

## Discussion

In pigs, the noncoding region composes the vast majority of the genome. GWAS and linkage analyses have identified many leading signals associated with complex traits, most of which are in the noncoding region. Therefore, the investigation of regulatory elements in the non-coding regions and the corresponding target genes is pivotal for deciphering the biological mechanisms of complex traits.

To explore the interaction between regulatory elements and their target genes, techniques for revealing 3D genomic features are needed. In this study, we employed high-resolution BL-HiChIP to construct maps of H3K27ac-centered chromatin interaction in LW and MS. Based on 5 kb resolution, our 3D genome map provides detailed topological information probably for the first time in pig skeletal muscles. Integrated analyses of enhancer-promoter interactions revealed that about 75% enhancers chose to skip over their nearest gene to regulate genes in a long-range manner, which challenge the commonly used ‘the nearest gene model’. Moreover, we found genes regulated by more elements in combined regulation modes (E–E, E–P, and P–P) exhibited higher expression levels than genes regulated by no or less regulatory elements. Meantime, the epigenetic difference also corresponded to the selective sweep signatures in LW and MS, revealing the influence of long-term artificial selection on finely-tuned transcription networks, thus contribute to complex phenotypic trait. However, it is difficult for BL-HiChIP to directly distinguish actively transcribing genes from inactive or transcriptionally poised genes, and BL-HiChiP can hardly identify inter-chromosomal chromatin interaction, thus limiting the ability of assessing *inter*-chromosomal chromatin interaction of actively transcribing genes contributing to complex traits. Therefore, GRID-seq was adopted to capture RNA-chromatin interaction to complementarily address these issues.

Eukaryotic genomes are pervasively transcribed to produce RNAs and also bound by a large number of RNAs, suggesting their mutual influence and interactions. In human and mice, some vital RNAs have been reported to play multiple roles. For example, *Neat1* induces H3K4me3 enrichment to activate gene transcription [39]. *Malat1* is localized in nuclear speckles and regulates gene expression by alternative splicing [40, 41]. *Jpx* regulates CTCF anchor site selection, thus influencing the formation of chromatin loops [42]. However, the global localization and functions of caRNAs in pig skeletal muscle have not been systematically characterized. In this study, we identified 1942 and 1488 caRNAs in LW and MS. We found that many RNA–chromatin interactions were positively correlated with chromatin–chromatin interactions, which is especially true with highly differentially regulated genes with breed-specificity. After identifying the target genes and candidate functional variants by GWAS and enhancer-promoter interaction maps, we further identified enriched caRNAs as well as their interactions with chromatin in response to differential transcription regulation between LW and MS. Notably, we identified a new transcript (Tx. 808) whose caRNAs were highly enriched in the above-mentioned 54 genes in MS, and this transcript is valuable for further studies of caRNA-mediated transcription regulation of commercial lean pig breeds and Chinese local breeds.

Most importantly, we observed extensive *trans* interaction between *TTN* and 54 GWAS target genes, indicating that transcriptional regulation of porcine skeletal muscle genes was associated with *TTN*-mediated *trans* interaction. In human, this *TTN*-mediated *trans* interaction was also observed during cardiogenesis, which led to genomic reorganization [43]. Based on the above observations, we established a transcriptional network in which functionally related genes such as meat quality- and growth-related genes can form communities through chromatin-chromatin interactions and RNA-chromatin interactions, thus co-regulating certain biological processes.

In conclusion, the network we built provides a model for identifying candidate genes related to certain muscle traits so as to provide a better explanation for the heritability contribution. Previous studies have reported that a quantitative phenotype model explaining complex traits is based on several core genes and a large number of peripheral genes, and co-regulation of core genes and peripheral genes might be crucial for explaining the genetic contribution of complex traits [19, 44]. Our results provide an approach for identifying a large number of peripheral genes by functional communities connected by chromatin and RNA interactions.

There are some limitations in combined analyses in this work. The first one is that the power of GWAS for identifying functional SNPs is limited due to the low SNP marker density [45]. The size and quality of the candidate SNP pool used for downstream multi-omics filtering rely on the density of SNP markers [46]. High SNP marker density can result in a relatively small SNP pool and less noise, thus more effectively identifying candidate functional SNPs. Furthermore, the GWAS leading signals were collected from different pig breeds and hybrids, but in our study, the BL-HiChIP and GRID-seq were only employed for LW and MS. Therefore, a breed-specific design of BL-HiChIP and GRID-seq experiment targeting different breeds might be needed to enhance the power of multi-omics analyses in further study.

## Conclusions

This study provides systematic fine mapping and gene prioritization based on 262 GWAS leading signals related to 15 complex pig skeletal muscle traits. Our 3D structure of the genome and related caRNAs sheds insight into the function of both distal and proximal regulatory elements. Our high-resolution chromatin interaction maps are valuable for identifying candidate target genes and corresponding *cis*-regulatory elements. The method and data presented in this study provide rich resources for functional genomics studies related to complex skeletal muscle traits.

## Methods

### Pig tissue collection

We used skeletal muscle tissues (longissimus dorsi) from two male piglets of two weeks old LW and MS. The samples were snap-frozen in liquid nitrogen. All experimental protocols were approved by the Ethics Committee of Huazhong Agricultural University (HZAUSW-2018-008).

### Publicly available data used in this study

All GWAS signals were collected from literature, as listed in Additional file 2: Table S3. Gene expression profiles, ChIP-seq (H3K4me3 and H3K27ac), ATAC-seq bigwig and peaks, *cis*-regulatory elements (CREs) and Hi-C results including TAD and TAD boundaries were derived from a previous study [16, 47]. The 78,334,029 SNPs from WGS analysis of four commercial lean pig breeds (LW, Pietrain, Landrace and Duroc, 185 individuals in total) and six Chinese local pig breeds (MS, Tongcheng, Rongchang, Jinhua, Erhualian and Bamei, 89 individuals in total) were obtained from ISwine database (http://iswine.iomics.pro/pig-iqgs/iqgs/index), further information and requests for this dataset of ISwine may be directed to the corresponding lead contacts, Yuhua Fu () and Shuhong Zhao () [48]. All data were aligned to the Sus11.1 reference genome.

### Animal population, phenotypes, and genotyping

This study used two pig populations. Population I included a total of 182 LW pigs, and they were bred under the same feeding and management conditions in standard commercial pens. AGE was measured from 70 to 115 kg and then adjusted to 100 kg. Ear tissue samples were collected and preserved in 75% alcohol and stored in a refrigerator. Genomic DNA was extracted from frozen collected ear tissue samples using Tecan Freedom EVO NGS workstation with TIANGEN magnetic animal tissue genomic DNA kit. All the DNA samples had a concentration of ≥40 ng/μL and an amount of ≥1 μg. Genotyping of target SNPs was performed by sequencing. Population II included a total of 2869 Duroc pigs, and their genotyping was based on a Tn5-based low-coverage sequencing method. The phenotyping targeting LMD and LMP was performed by Yang et al. [49]. Both genotyping and phenotyping information of population II was deposited in GigaDB [50].

### Statistics and reproducibility

Statistical analyses were performed using Python 3.6.6. All of the statistical tests used are described in the relevant sections of the paper. *P* values were provided as exact values when possible; otherwise, they were reported as a range. The exact sample size (*N*) for each comparison group was provided in the figure and/or the legends. All the GRID-seq and BL-HiChIP libraries were generated and sequenced in duplicates. Mann-Whitney *U* single-tailed test results were presented in Fig. 2 b and Fig. 5 b–d and Additional file 1: Figure S5a-b. Kruskal-Wallis test results were shown in Fig. 2d and Additional file 1: Figure S5e. Wilcoxon single-tailed test results were displayed in Fig. 3e. Paired *T* test results were exhibited in Fig. 5e.

### BL-HiChIP library construction

Approximately 0.2 g of frozen muscle tissue was ground into a fine powder under liquid nitrogen conditions and fixed with cross-linking buffer (1% formaldehyde, 0.1 M NaCl, 1 mM EDTA, 0.5 mM EGTA, and 50 mM Hepes) for 15 min at room temperature. The cross-linking reaction was terminated by adding glycine at a concentration of 0.2 M. The sample was centrifugated at 2500 rpm for 10 min at 4°C, and then the sediment was collected and resuspended in tissue lysis buffer (containing 10 mM Tris-HCl pH 8.0, 10 Mm NaCl, 0.2% v/v Igepal CA630, 1× protease inhibitors), and incubated on ice for 30 min. The tissue was lysed and the nuclei were extracted. The impurities were removed with a 40 μL cell strainer to obtain high-purity nuclei. The resultant nuclei were resuspended in 1 mL SDS buffer (1×CutSmart and 0.5% SDS) and incubated for 10 min at 62°C, followed by the addition of 200 μL 10% TritionX-100 and incubation at room temperature for 10 min to neutralize the SDS. The nuclei were pelleted and washed with 1X Cutsmart buffer, and chromatin was digested with 1 U/μL AluI restriction enzyme at 37 °C for 7 h. The nuclei were collected, resuspended in 500 μL A -tailing solution, incubated for 1 h at 37 °C, pelleted again, resuspended again in 500 μL ligation solution added with biotinylated bridge linker, and incubated overnight at 16°C. Nuclei were fragmented by Covaris S220. Subsequently, 7.5 μg antibody (H3K27ac, Abcam Cat# ab4729) and 30 μL M-280 sheep anti-rabbit IgG Dynabeads (ThermoFisher, 11203D) were used to enrich the H3K27ac-mediated chromatin complexes. Chromatin complexes (ChiP-DNA) were purified and fragmented with Tn5. Streptavidin C-1 beads were used to pull down the DNA fragment with structure of DNA-linker-DNA. Library preparation and quality control were performed by the previously reported method [51].

### BL-HiChIP data processing

ChIA-PET2 software [52] was used to trim the linker for the BL-HiChIP sequencing data. The read pairs were aligned to the Sus11.1 reference genome using the BWA-MEM version 0.7.17 (r1188) [53] with a parameter of -SP5M. The invalid alignments were filtered with Pairtools (version 0.3.0) by removing duplicate reads, and only the reads identified as UU were retained. The aligned reads were assigned to one restriction fragment according to the reference genome and the restriction enzyme to separate the invalid ligation products from the valid pairs. Only valid pairs with two different restriction fragments were used for loop calling.

### Reproducibility analysis for BL-HiChIP

In order to detect the reproducibility of BL-HiChIP data, we first constructed a union set of significant loops in at least one replicate and then calculated the contact counts of these loops in two replicates with missing values replaced by zero. R function cor() was used to investigate the correlation between replicates. We merged samples of each breed for the subsequent analyses. In addition, we also used HiCRep [54] to assess the reproducibility of our BL-HiChIP data. By smoothing sparse matrix and adopting a stratum-adjusted correlation coefficient (SCC), we measured the reproducibility based on three different resolutions: 5 kb, 10 kb, and 40kb.

### Loop calling

FitHiChIP [17] was used to identify peak-to-all interactions using the peaks obtained from independent H3K27ac ChIP-seq. Genome-wide intrachromosomal pairs with an interaction distance of 5 kb-2 Mb were retained. The false discovery rate (FDR) values for each pair were calculated with default set. Bias correction was performed using coverage-specific bias at 5-kb resolution.

### Differential analysis of BL-HiChIP loop calls and visualization

We used an approach similar to calling SIP [55] to annotate loop-mediated genes in each breed. For each active promoter, we calculated the cumulative interaction score, defined as the sum of −log_10_FDR for interaction intensity. We then performed quantile–quantile normalization under the assumption that all the signals were identically distributed across all samples. Next, we used DEseq2 [56] to identify differentially regulated genes between LW and MS. We used Coolbox [57] for BL-HiChIP heatmap visualization and Coolpup.py [58] for pile-up visualization.

### GO enrichment analysis

For gene function analysis, we used Ensembl Biomart to transfer swine gene IDs into human IDs, and then uploaded to g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) to obtain GO:BP functioning profiles.

### Transcription factor motif enrichment analysis

For differential transcription factor binding analysis, a 200-bp window was taken from open chromatin peaks on loop anchors of differential loop-mediated genes. Open chromatin peaks of these two breeds were used as background for each other.

### Footprint analysis

We used two software for footprint analysis. TOBIAS [59] was used for correction of insertion bias at Tn5 transposase sites with the command of ‘ATACorrect’. The ‘ScoreBigwig’ command was used to calculate a continuous footprinting score at all sites. To predict specific transcription factor binding, the footprinting scores were combined with vertebrate motif library JASPAR2018.

We also used Wellington [60] for footprint analysis. The broad ATAC peaks were determined using MACS2 [61]. Peaks with *P* value less than 10^−5^ were used to identify footprints based on the “wellington_footprints.py” script with a parameter of “-A” and a threshold of *P* value<10^−20^.

### Selective sweep analysis

In this study, we combined genetic differentiation coefficient F_ST_ and haplotype composition difference XP-nSL to detect genome-wide selection signals in LW and MS. Detailed methods are described in previous research [62].

### Target SNP identification based on GWAS signals

GWAS signals were listed in Additional file 2: S4 and S5. Since GWAS was performed by IlluminaPorcineSNP50K Beadchip or IlluminaPorcineSNP60K Beadchip, we first transferred Sus10.2 SNP loci information into Sus11.1 loci. To improve the quality and lessen the noise of GWAS leading signal-associated SNP pool, we used two strategies to identify candidate SNPs based on GWAS signals. Specifically, for low-coverage sequencing (LCS)-based GWAS, we used a linkage disequilibrium (LD) score ≥0.5 to identify the SNPs associated with GWAS leading signals, and for array-based GWAS, we used TAD to identify the SNPs associated with GWAS leading signals. The specific screening criteria and steps of target SNPs based on GWAS signals were as follows. Firstly, SNPs located within loop-mediated enhancers or active promoters were screened. Secondly, the resultant SNPs located in ATAC-seq peaks or footprints were further screened. Thirdly, the obtained SNPs with the absolute value of delta allele frequency (ΔAF=mean AF of four commercial lean pig breeds - mean AF of six Chinese local pig breeds) were retained (|ΔAF|≥0.5). Fourthly, the retained SNPs whose corresponding target genes were related to muscle traits and had intra-chromosomal RNA-chromatin interactions were screened. Fifthly, those SNPs which were predicted to affect TF binding were identified as final candidate SNPs.

### Effects of SNP on TF binding

We assessed the matching status of the screened SNP with known transcription factor binding sites by R package motifBreakR [63], and SNP whose effects were “strong” was kept and investigated.

### Luciferase activity assay

The reporter gene vector pGL3-Basic vector was used for promoter activity validation in this experiment. The validated promoter sequence was cloned to the upstream of the reporter gene, and the promoter activity was determined by testing the activity of the reporter gene. The reporter gene vector pGL3-promoter vector was used for enhancer activity validation in this experiment. The validated enhancer sequences were cloned to the upstream of the reporter genes, and the enhancer activity was determined by testing the activity of the reporter gene. Luciferase activity was detected after 48 h post-transfection in 3D4/21 cells.

### Construction of GRID-seq library

GRID-seq was performed by the method reported by Li et al. [64]. Approximately 0.2 g of frozen muscle tissue was ground into a fine powder under liquid nitrogen conditions and further fixed in 1% formaldehyde for 10 min. Samples were permeabilized in 1 mL equilibrium buffer (0.2% NP-40, 5 mM Tris-HCl pH 7.5, 10 mM NaCl, and 1× protease inhibitor cocktail) for 15 min on ice with brief centrifugation. Samples were incubated in 300 μL of Cutsmart buffer (0.5% SDS) for 10 min at 62 °C, added with 50 μL Triton X-100 (10%) to quench the SDS, and chilled on ice to prepare nuclei. The prepared nuclei were collected through brief centrifugation, washed twice with 1× Cutsmat Buffer, resuspended in 500 μL AluI solution (1× Cutsmart Buffer, 1% Triton X-100,1 U/μL RiboLock, 0.5 U/μL AluI (NEB), and 1× protease inhibitor), and incubated at 37 °C for 4 h to digest chromatin. After digestion, DNA ends were added with dA tailing module, and then repaired through DNA/RNA 5′ phosphorylation and 3′ dephosphorylation using PNK (NEB) at 37 °C for 1.5 h.

To ligate in situ linkers to RNA, RNA ends were ligated to an oligonucleotide “bridge” molecule containing a 5′-adenylated ssDNA overhang using 4U/μL T4 RNA Ligase 2-truncated KQ (NEB) and incubated at 25 °C for 3 h. To ligate in situ linkers to DNA, nuclei were collected, washed twice with 800 μL of 1× DNA Ligase Buffer (NEB) to remove free linkers, resuspended in 1 mL of DNA Ligation Solution (0.2 U/μL RiboLock, 1× DNA Ligase Buffer, 1 mg/mL BSA, 1% Triton X-100, and 1 U/μL T4 DNA Ligase (NEB)), and incubated overnight at 16 °C. Subsequently, the nuclei were washed, and the RNA strand was stabilized by first-strand synthesis of the RNA through the extension of the bridge by Bst 3.0 polymerase.

Crosslinking reversal of and DNA/RNA purification were performed. The pellets were resuspended in 300 μL proteinase K solution (15 mM EDTA, 10 mM Tris-HCl, pH 7.5, 0.5% SDS, and 1 mg/mL proteinase K (Ambion)), and incubated at 65 °C for at least 2 h in Thermomixer. After being added with 300 μL solution Phenol:Chloroform:Isoamyl Alcohol (pH 8.0, Thermo Fisher), total DNA/RNA were precipitated with solution (2 μL of GlycoBlue, 30μL of 3 M NaOAc (pH 5.5), and 300 μL of 100% isopropanol) on ice for at least 2 h, followed by centrifugation for 30 min at 16,000*g*. Total DNA/RNA was dissolved in 51 μL of H_2_O to obtain a total amount of ~10 μg DNA/RNA.

Biotin-labeled DNA/RNA was pulled down. The 50 μL DNA/RNA was added to M280 streptavidin magnetic beads, washed for three times with 1× B&W Buffer (5 mM Tris-Cl pH 7.5, 0.02% Tween-20, 0.5 mM EDTA, 1 M NaCl), and incubated for 45 min at room temperature, washed again with 500 μL of 1×B&W Buffer for 5 times, and resuspended in 100 μL freshly prepared 150 mM NaOH at room temperature for 10 min, followed by centrifugation. Afterwards, the supernatant was collected to a 1.5 mL tube and neutralized with 11 μL 10 × TE buffer and 6.5 μL of 1.25 M acetic acid. Single-stranded DNA (ssDNA) was precipitated in solution containing 2 μL of GlycoBlue, 10 μL of 3 M NaOAc (pH 5.5), and 100 μL of 100% isopropanol. Second strand synthesis reaction was performed by adding 0.5 μL of 10mM dNTP and 5 U klenow Exo-(NEB) at 37°C for 1 h. Next, the synthesized double-stranded DNA was digested with MmeI buffer (5 pmol SAM(NEB) and 4 U MmeI) at 37°C for 1 h. After MmeI digestion, DNA was extracted and purified, the 84bp target band was cut and used for Illumina TrueSeq library construction.

### GRID-seq raw data processing

After sequencing, reads from each library were trimmed, and those with a minimum length of 79 bp were retained. To precisely obtain reads and minimize the loss of reads with the full linker sequence absence due to sequencing and/or PCR errors, we adopted a multi-step strategy: (1) The reads that contained the core 12 bp seed sequence in linker were retained; (2) MmeI motifs were used to define linker boundaries, and (3) linker orientation was used to determine the RNA or genomic DNA origin of a read. With this strategy, paired DNA-RNA reads with length ranging from 17 bp to 23 bp were obtained. For each captured RNA read (cDNA), we used its reverse complement sequence as the formal read, and thus this read had the exact same sequence with the RNA product sequence. All paired reads were assigned to unique paired IDs. All clean read pairs were aligned separately to the pig reference genome (Sus11.1) using Bowtie2 [65] with the parameter “–local.” The read pairs that contained ambiguous mapping information were removed by SAMtools [66] using the parameter “-Sbq 2.”

### GRID-seq pipeline and downstream analyses

The chromatin-enriched RNAs were identified, the non-specific background was constructed, and specific RNA–chromatin interaction was characterized by the method reported by Li et al. [64].

R package “ggplot2” and “ggtern” were used to plot the ternary plot, in which each dot represented one chromatin-enriched RNA. The size of each point was proportional to the number of RNA reads at log_2_ scale. The position of each point in the triangular coordinates reflected the relative percentages of local, *cis*, and *trans* modes of RNA interaction.

Circos [67] plots were used to represent *trans* RNA interactions across the genome. The links were based on the background-corrected RNA-DNA interaction. The outer circle of histograms was plotted based on densities of the active promoters, typical enhancers, and super-enhancers in the 1Mb bin.

### Fruchterman-Reingold model visualizes complex networks of chromatin interactions

We used Fruchterman-Reingold model developed by Peter Eades to visualize the chromatin-chromatin and RNA-chromatin interactions across the genome [68]. This model aims to reduce the intersection of edges in the layout and keep the length of edges as consistent as possible. Through continuous iterations, the whole layout reached dynamic equilibrium and tended to be stable. The total energy of the system was calculated according to the following formula.

$${\boldsymbol{E}}_{\boldsymbol{s}}=\sum_{\boldsymbol{i}=\mathbf{1}}^{\boldsymbol{n}}\sum_{\boldsymbol{j}=\mathbf{1}}^{\boldsymbol{n}}\frac{\mathbf{1}}{\mathbf{2}}\boldsymbol{k}{\left(\boldsymbol{d}\left(\boldsymbol{i},\boldsymbol{j}\right)-\boldsymbol{s}\left(\boldsymbol{i},\boldsymbol{j}\right)\right)}^{\mathbf{2}}$$

where, *d*(*i*,*j*) represents the Euclidean distance between the two points; *s*(*i*,*j*) represents the natural length of the spring; and *k* is the elasticity coefficient.

## Supplementary Information

**Additional file 1: Figure S1.** Reproducibility, library quality and basic statistics of BL-HiChIP. **Figure S2.** Statistics of chromatin-chromatin interactions captured by BL-HiChIP. **Figure S3.** Correlation and reproducibility between GRID-seq replicates. **Figure S4.** RNA–chromatin interactions captured by GRID-seq. **Figure S5.** Chromatin loops affecting transcription regulation. **Figure S6.** Comparison between TAD and LD approaches and statistics of newly-identified 223 SNPs. **Figure S7.** IGV plot of two candidate functional SNPs associated with LMP and LMD traits. **Figure S8.** Allele frequency of three SNPs and major caRNAs associated with 54 GWAS target genes.

**Additional file 2: Table S1.** Sequencing information of BL-HiChIP data. **Table S2.** Reproducibility of BL-HiChIP replicates. **Table S3.** GWAS literatures used in this study. **Table S4.** GWAS leading signals used in this study. **Table S5.** QTL information used in this study. **Table S6.** Information of LW selected regions. **Table S7.** Information of MS selected regions. **Table S8.** Information of 223 candidate functional SNPs. **Table S9.** GO or KEGG of top 20 communities.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. The datasets are available in the NCBI Gene Expression Omnibus under the accession number GSE189397.

# Supplementary material for: Enhancer-promoter interaction maps provide insights into skeletal muscle-related traits in pig genome
**Source:** BMC Biol. 2022 Jun 9;20:136. doi: 10.1186/s12915-022-01322-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Reproducibility, library quality and basic statistics of BL-HiChIP. Figure S2. Statistics of chromatin-chromatin interactions captured by BL-HiChIP. Figure S3. Correlation and reproducibility between GRID-seq replicates. Figure S4. RNA–chromatin interactions captured by GRID-seq. Figure S5. Chromatin loops affecting transcription regulation. Figure S6. Comparison between TAD and LD approaches and statistics of newly-identified 223 SNPs. Figure S7. IGV plot of two candidate functional SNPs associated with LMP and LMD traits. Figure S8. Allele frequency of three SNPs and major caRNAs associated with 54 GWAS target genes.

**Additional file 1**

**Figure S1.** Reproducibility, library quality and basic statistics of BL-HiChIP. **Figure S2.** Statistics of chromatin-chromatin interactions captured by BL-HiChIP. **Figure S3.** Correlation and reproducibility between GRID-seq replicates. **Figure S4.** RNA–chromatin interactions captured by GRID-seq. **Figure S5.** Chromatin loops affecting transcription regulation. **Figure S6.** Comparison between TAD and LD approaches and statistics of newly-identified 223 SNPs. **Figure S7.** IGV plot of two candidate functional SNPs associated with LMP and LMD traits. **Figure S8.** Allele frequency of three SNPs and major caRNAs associated with 54 GWAS target genes.

**
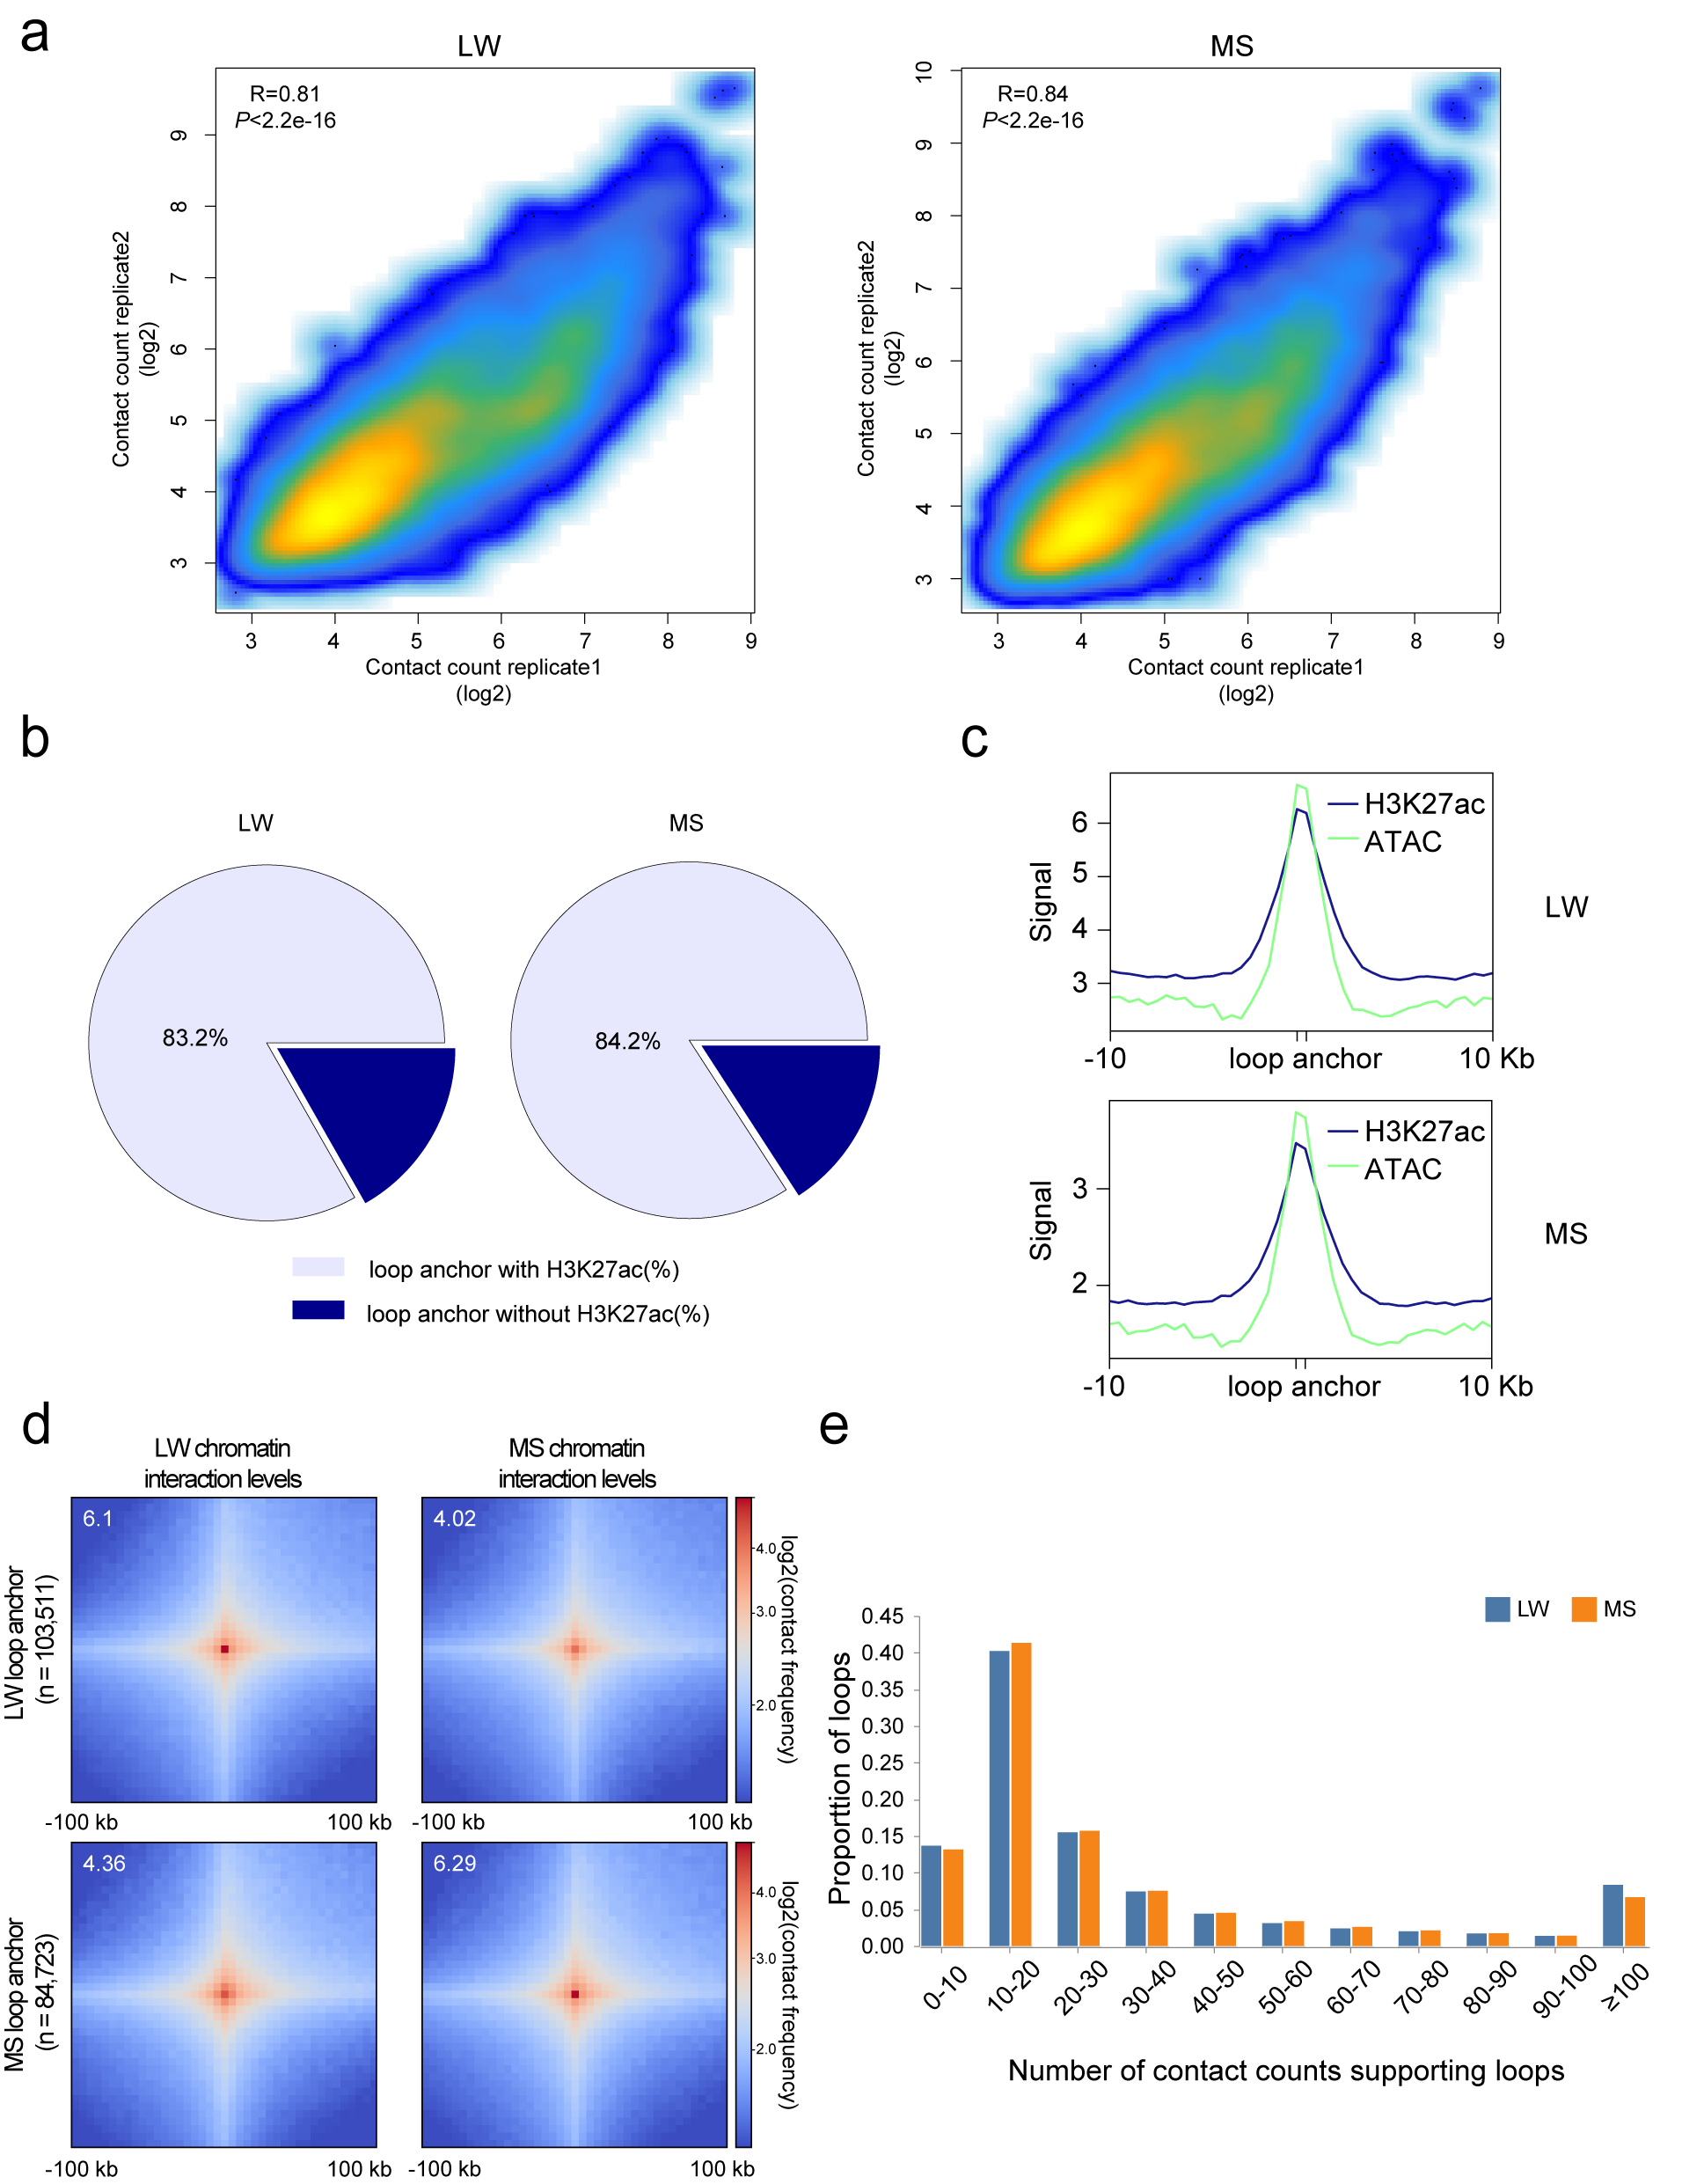
**

**Figure S1.** Reproducibility, library quality and basic statistics of BL-HiChIP. (**a**) Correlation between BL-HiChIP libraries of LW and MS. (**b**) Pie charts showing the ratio of loop anchors covered by H3K27ac ChIP-seq peaks. (**c**) Loop anchors enriched with H3K27ac and open chromatin signal. (**d**) Aggregate BL-HiChIP map of all detected loops showing breed-specificity of chromatin interactions between LW and MS. (**e**) Bar plot showing the distribution of contact count supporting loops.

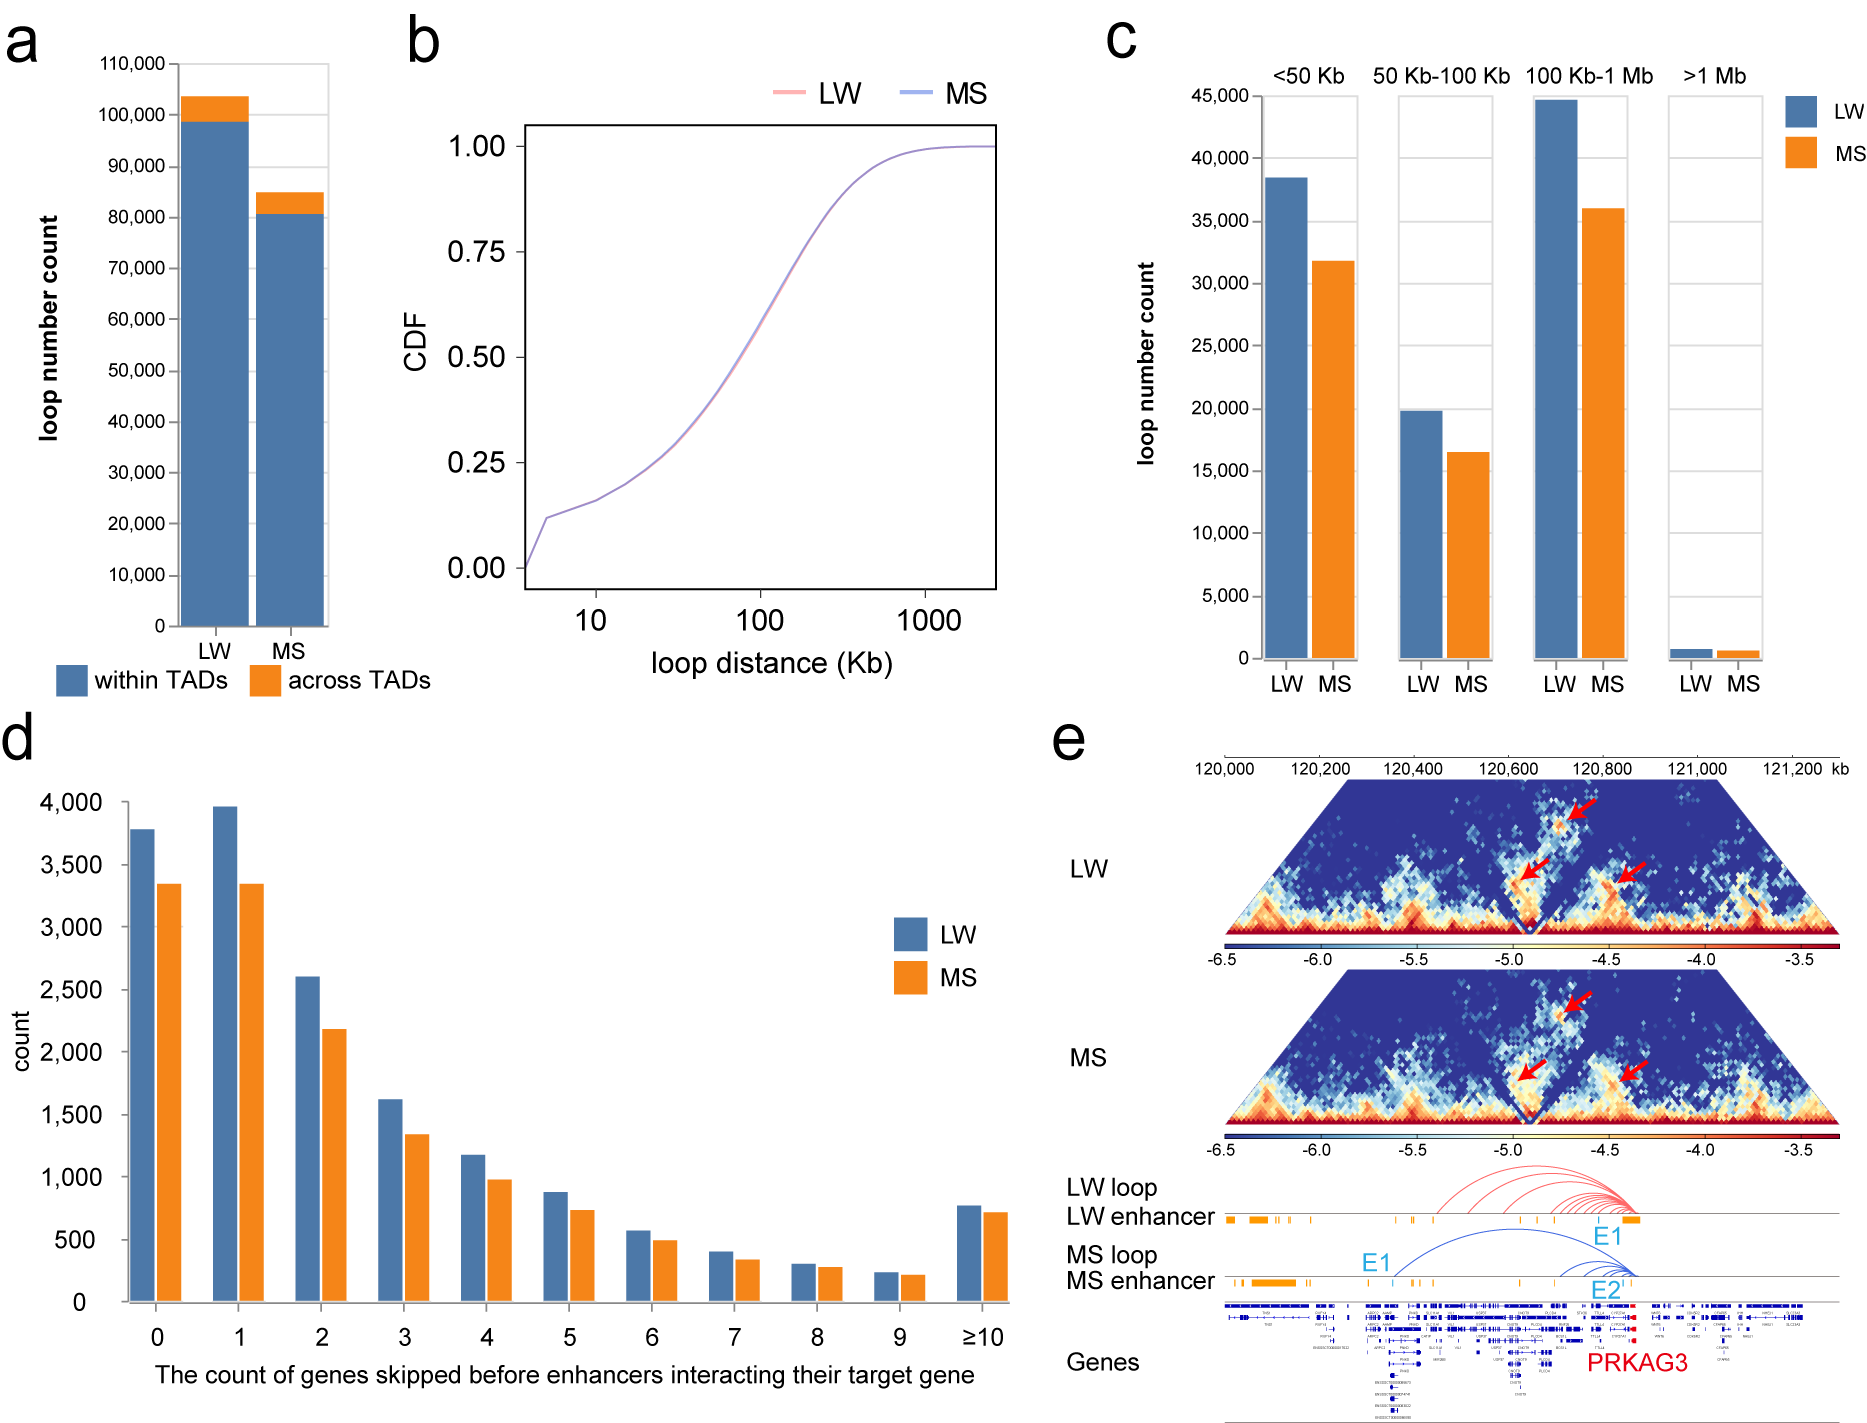

**Figure S2.** Statistics of chromatin-chromatin interactions captured by BL-HiChIP. (**a**) Proportions of loop interactions occurring within/across TADs in LW and MS. (**b**) Cumulative distribution function plot of loop interaction distances in LW and MS. (**c**) Summary of the number of loop interactions with variable distances in LW and MS. (**d**) Bar plot exhibiting the number of genes skipped before one enhancer could interact with their target gene. (**e**) *PRKAG3* as an example showing that enhancers chose to skip over their nearest gene to regulate the target gene in a long-range manner. In LW, E1 (typical enhancer, chr15:120,787,229-120,789,229) skipped two genes (*TTLL4* and *CYP27A1*) to regulate *PRKAG3*. In MS, E1 (typical enhancer, chr15:120,353,075-120,355,075) skipped 15 genes to regulate *PRKAG3*, and E2 (typical enhancer, chr15:120,838,862-120,840,862) skipped one gene (*CYP27A1*) to regulate *PRKAG3*.

**
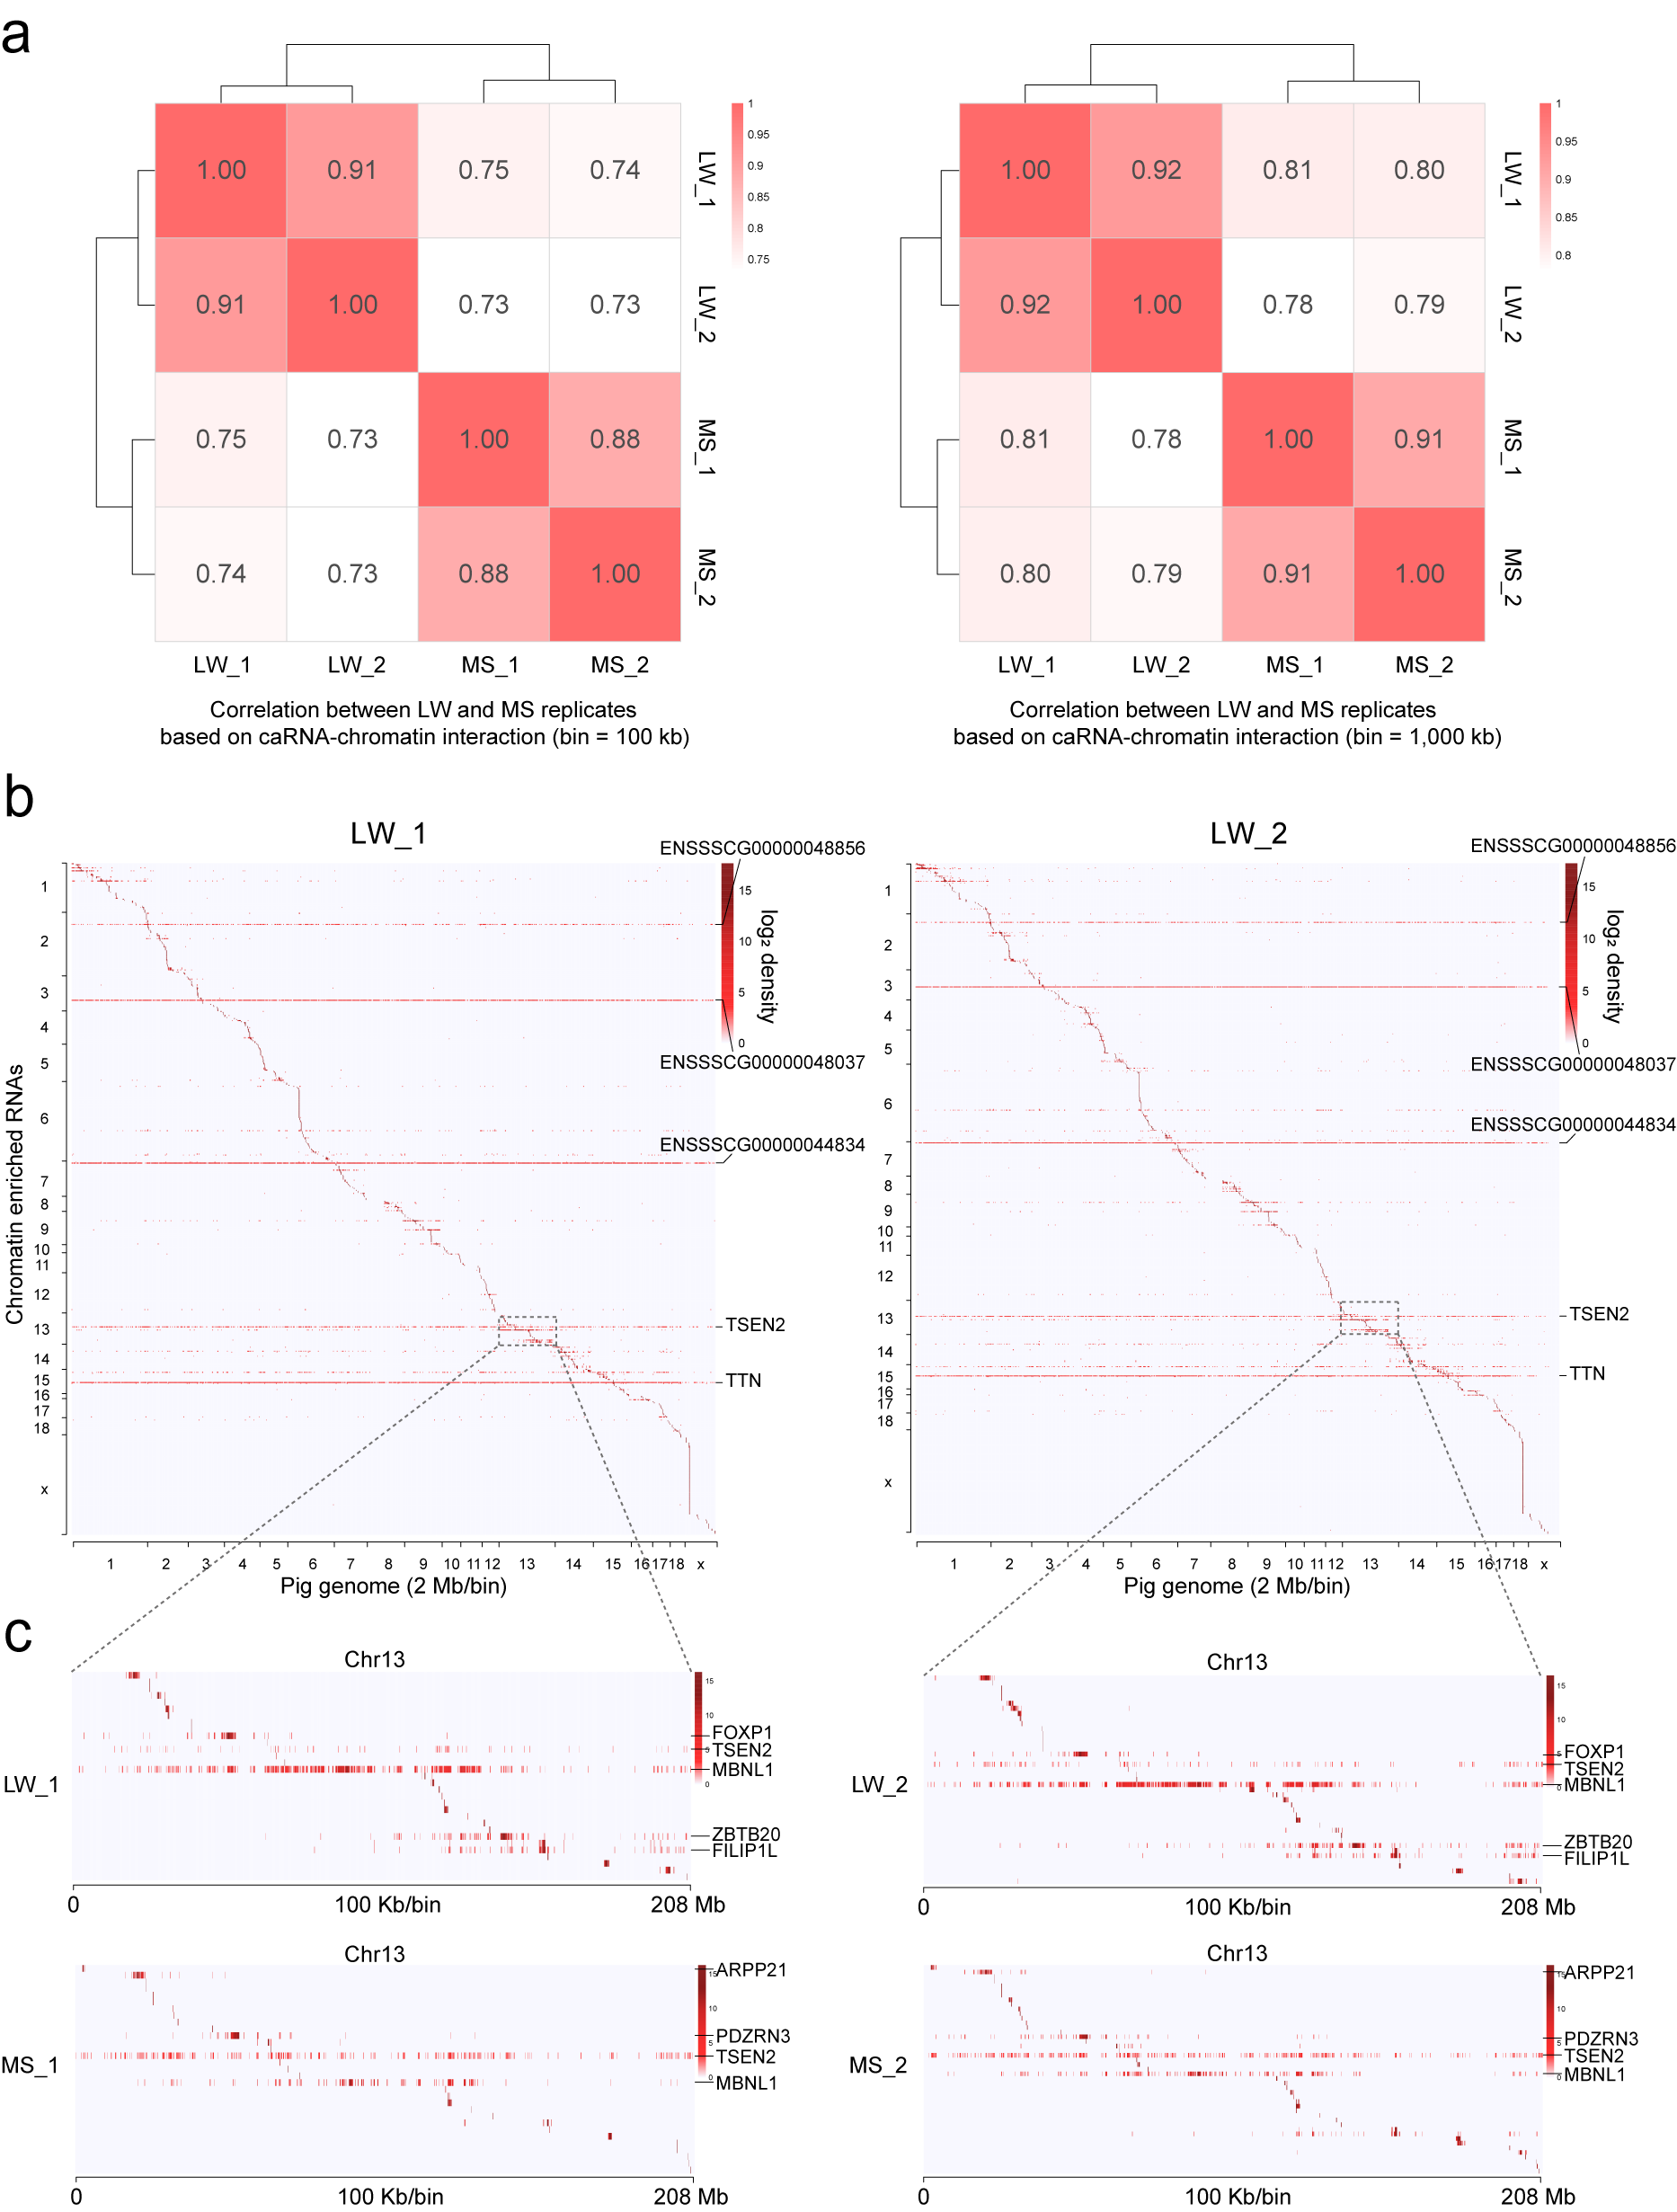
**

**Figure S3.** Correlation and reproducibility between GRID-seq replicates. (**a**) Correlation between GRID-seq replicates based on RNA-chromatin interaction across the genome. (**b**) Heatmap displaying caRNAs across the whole pig genome of LW rep1 and LW rep2. Row: caRNAs. Column: pig genome in 2-Mb resolution. Major *trans* caRNAs are labeled on the right. (**c**) Enlarged representative regions boxed in figure b, showing detailed *cis* RNA–chromatin interaction profiles on chr13 (100 Kb/bin). Some caRNAs are labeled on the right.

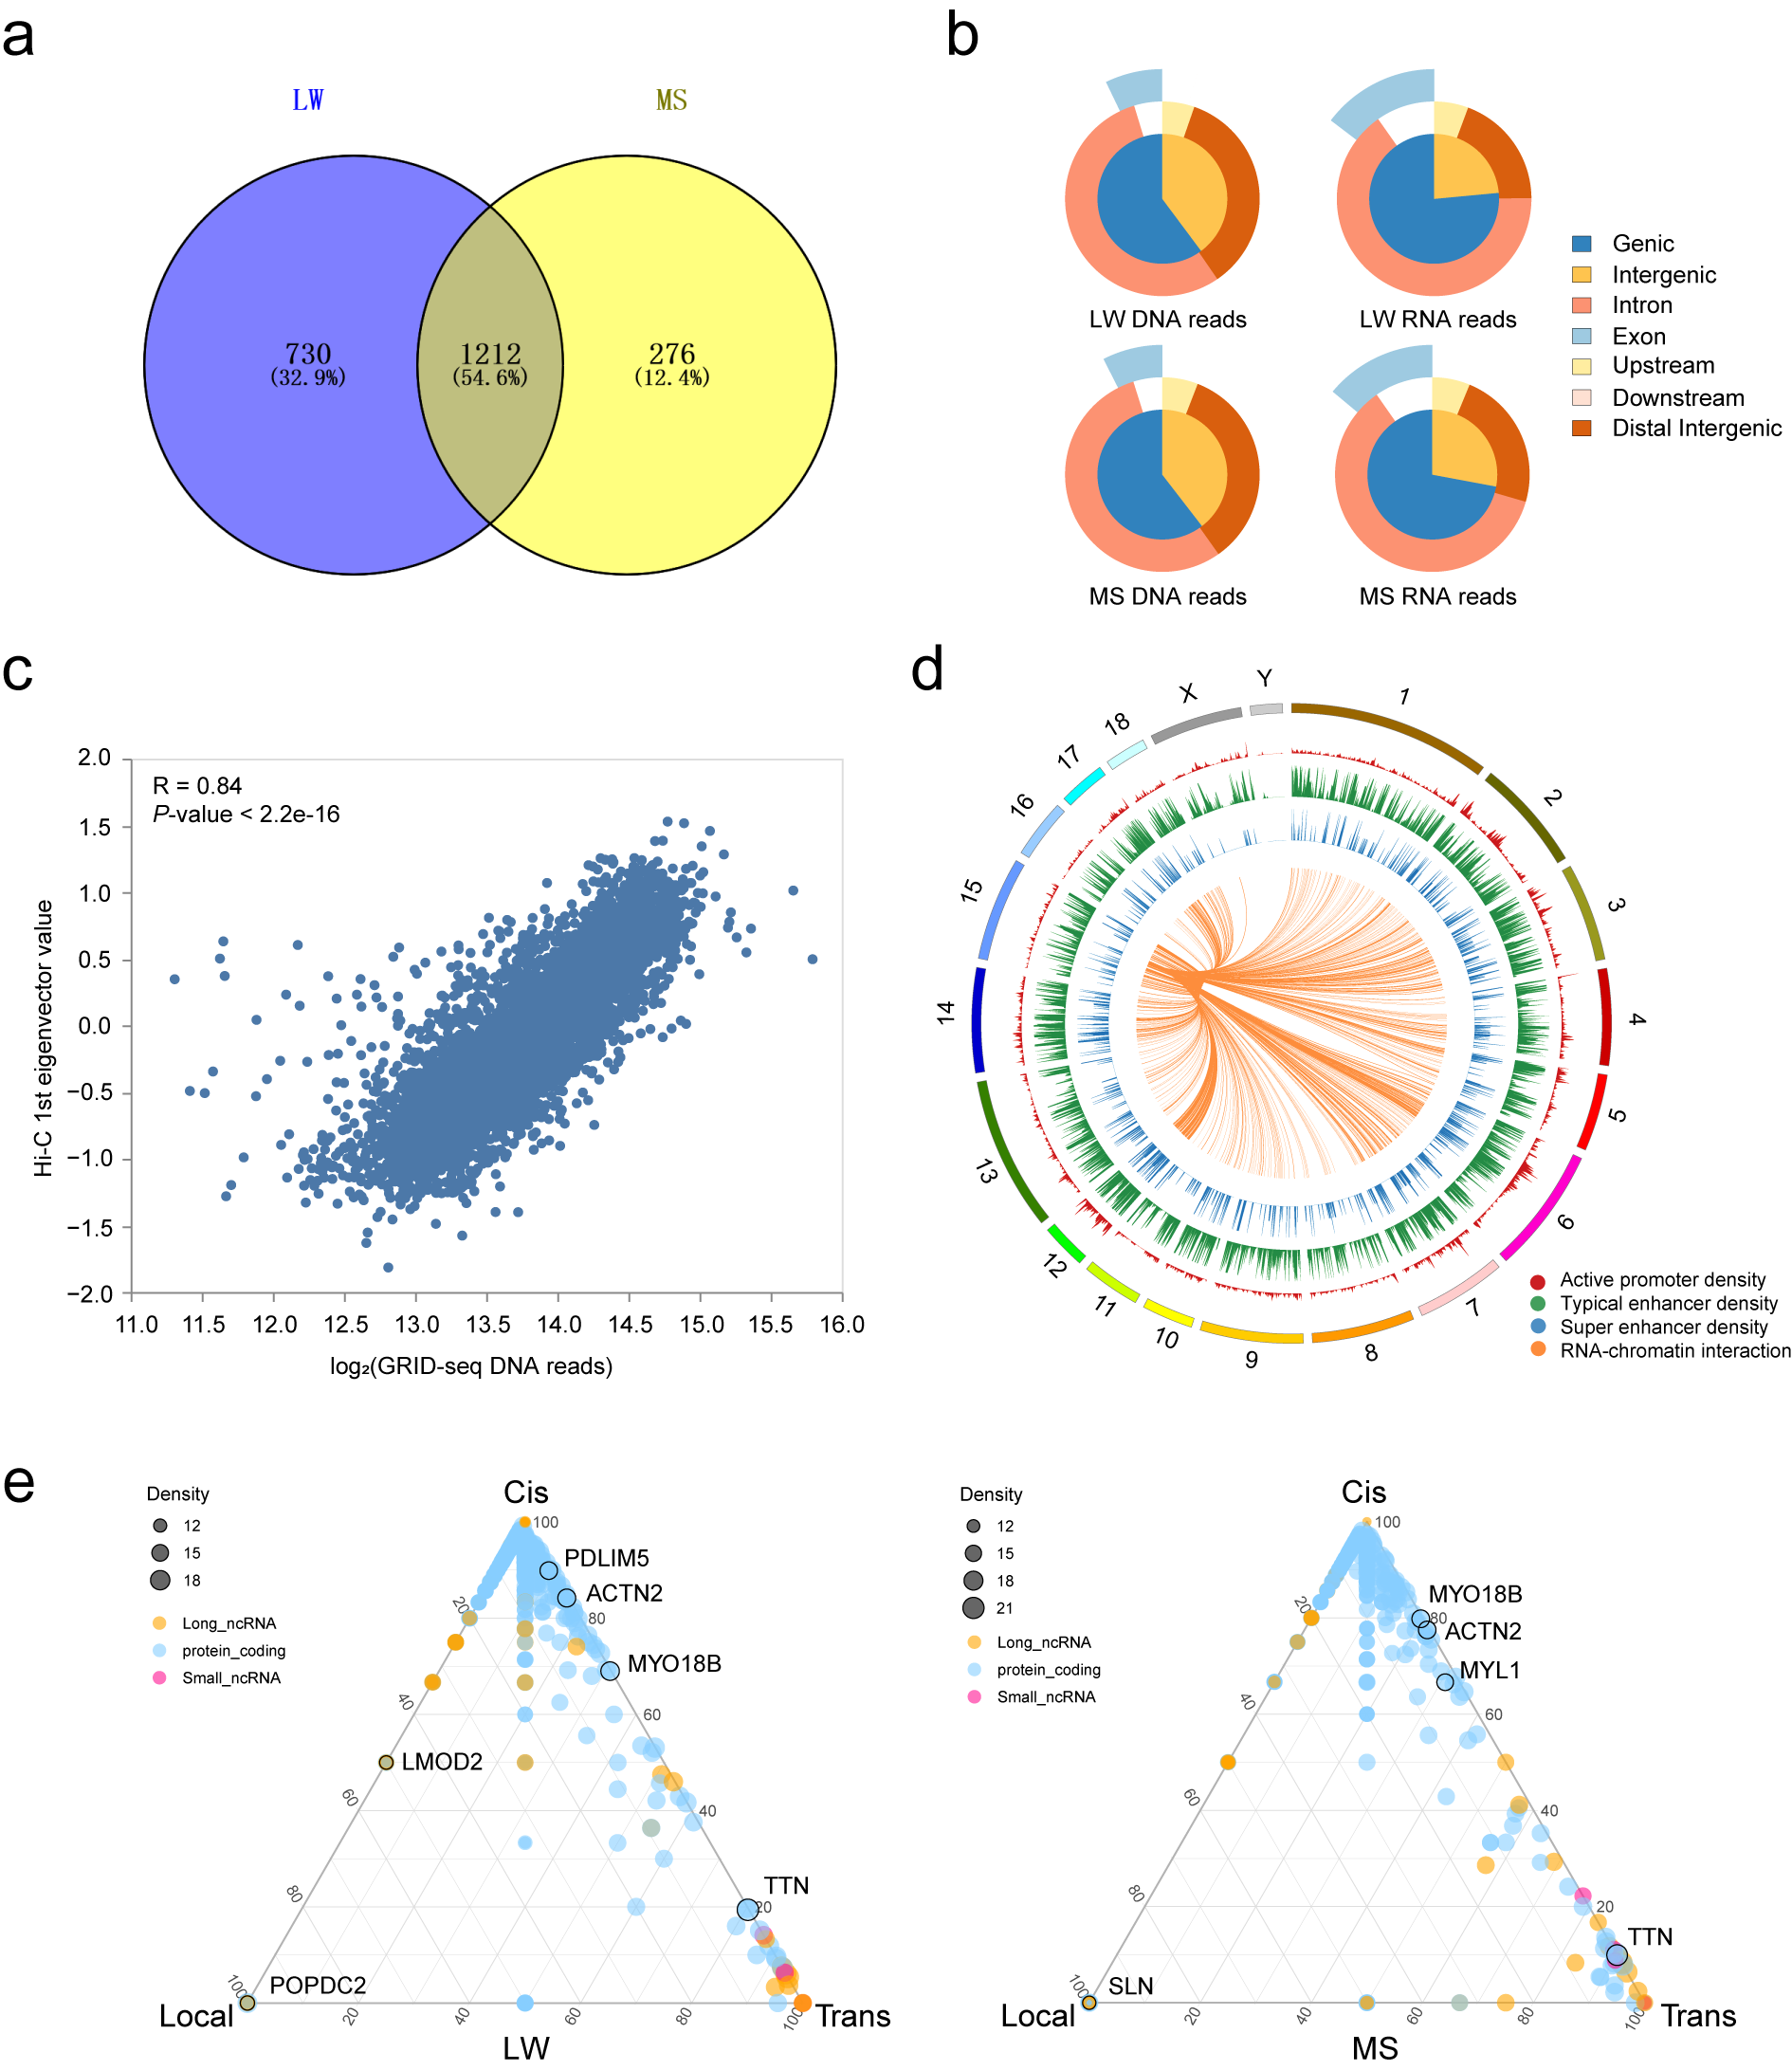

**Figure S4.** RNA–chromatin interactions captured by GRID-seq. (**a**) Overlap of caRNAs between LW and MS, illustrating breed-specificity of caRNAs. (**b**) Venn-pie plot illustrating the genomic distribution of uniquely-mapped RNA/DNA reads in LW and MS. (**c**) Scatterplot of Hi-C first eigenvector (y axis) and log_2_(GRID-seq DNA reads) (x axis) on every 500 kb genomic bin (dot) of the pig genome. (**d**) Circos plot depicting *TTN* RNA-chromatin interaction across the genome in LW. (**e**) Ternary plots of caRNAs features, showing the proportion of individual chromatin-interacting RNAs engaged in local (±10 kb flanking their genes), *cis* (in the same chromosome except local), and *trans* (in other chromosomes) interactions. Colors of dots represent different types of RNAs and sizes represent chromatin interaction levels. Labeled are representative caRNAs.

**
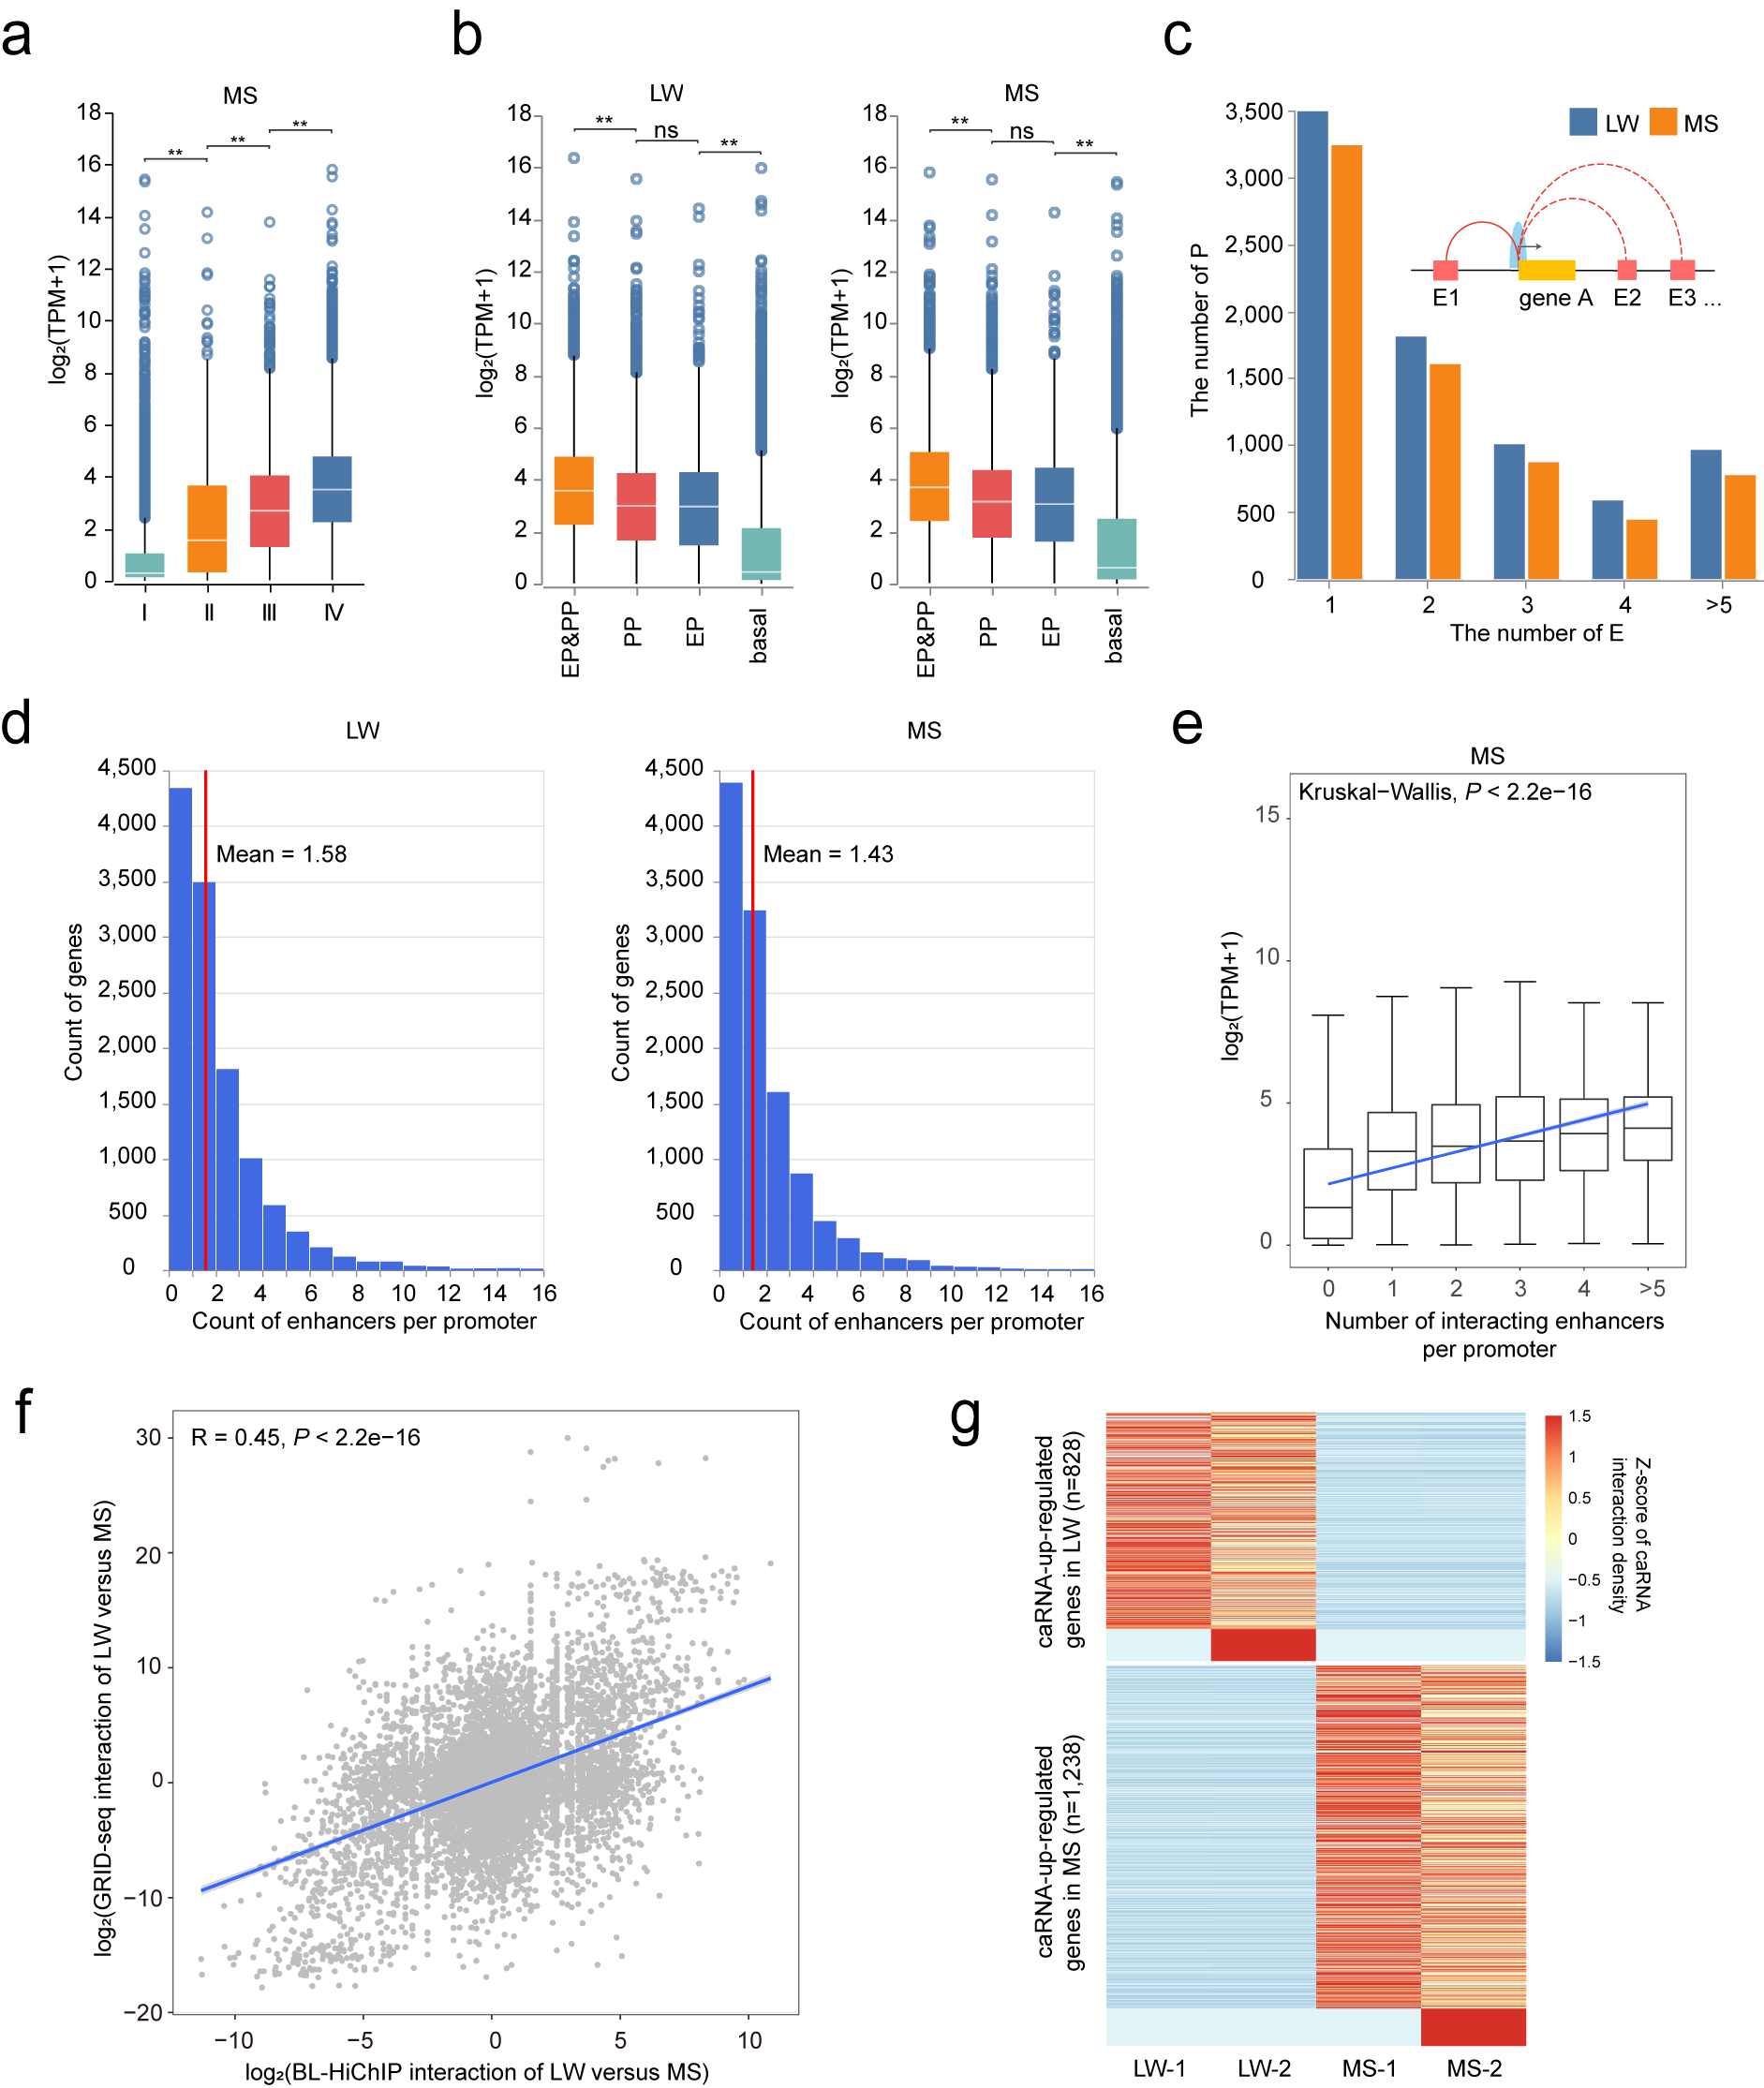
**

**Figure S5.** Chromatin loops affecting transcription regulation. (**a**) Expression of four types of genes in MS, type I (n=6,393), type II (n=1,010), type III (n=2,819), type IV (n=7,944) by Mann-Whitney-U single-tailed test with *P*-values from left to right: 5.2×10^-97^, 7.3×10^-27^, and 9.8×10^-77^. (**b**) LW expression analysis of genes involved in E-P and P-P interaction (n=4,375), only P-P interaction (n=3,557), only E-P interaction (n=1,690), basal genes (n=8,544). Basal genes: genes with no *cis*-regulatory elements detected. *P*-values from left to right: 1.2×10^-38^, 0.155, 5.5×10^-252^, by Mann-Whitney-U single-tailed test. MS expression analysis of genes involved in E-P and P-P interaction (n=3,848), only P-P interaction (n=3,632), only E-P interaction (n=1,474), basal genes (n=9,212). *P*-values from left to right: 1.7×10^-36^, 0.185, 2.2×10^-212^, by Mann-Whitney-U single-tailed test. (**c**) Summary bar chart of the number of P interacting with various numbers of E in LW and MS. (**d**) Histograms of the number of enhancers interacting with each promoter in LW and MS. Means are indicated. (**e**) Distribution of gene expression values grouped according to the numbers of interacting enhancers. Linear regression was performed on the mean gene expression values (*P*-value < 2.2 × 10^-16^, Kruskal−Wallis test for linear regression). (**f**) Scatter plot showing that the differences in chromatin-chromatin interaction and RNA-chromatin interaction levels were positively correlated between LW and MS (Pearson correlation, n = 9,598 promoters). The trend line from linear regression is shown. (**g**) Genes regulated by differential caRNA-chromatin interaction in LW (n=828) and MS (n=1,238).

**
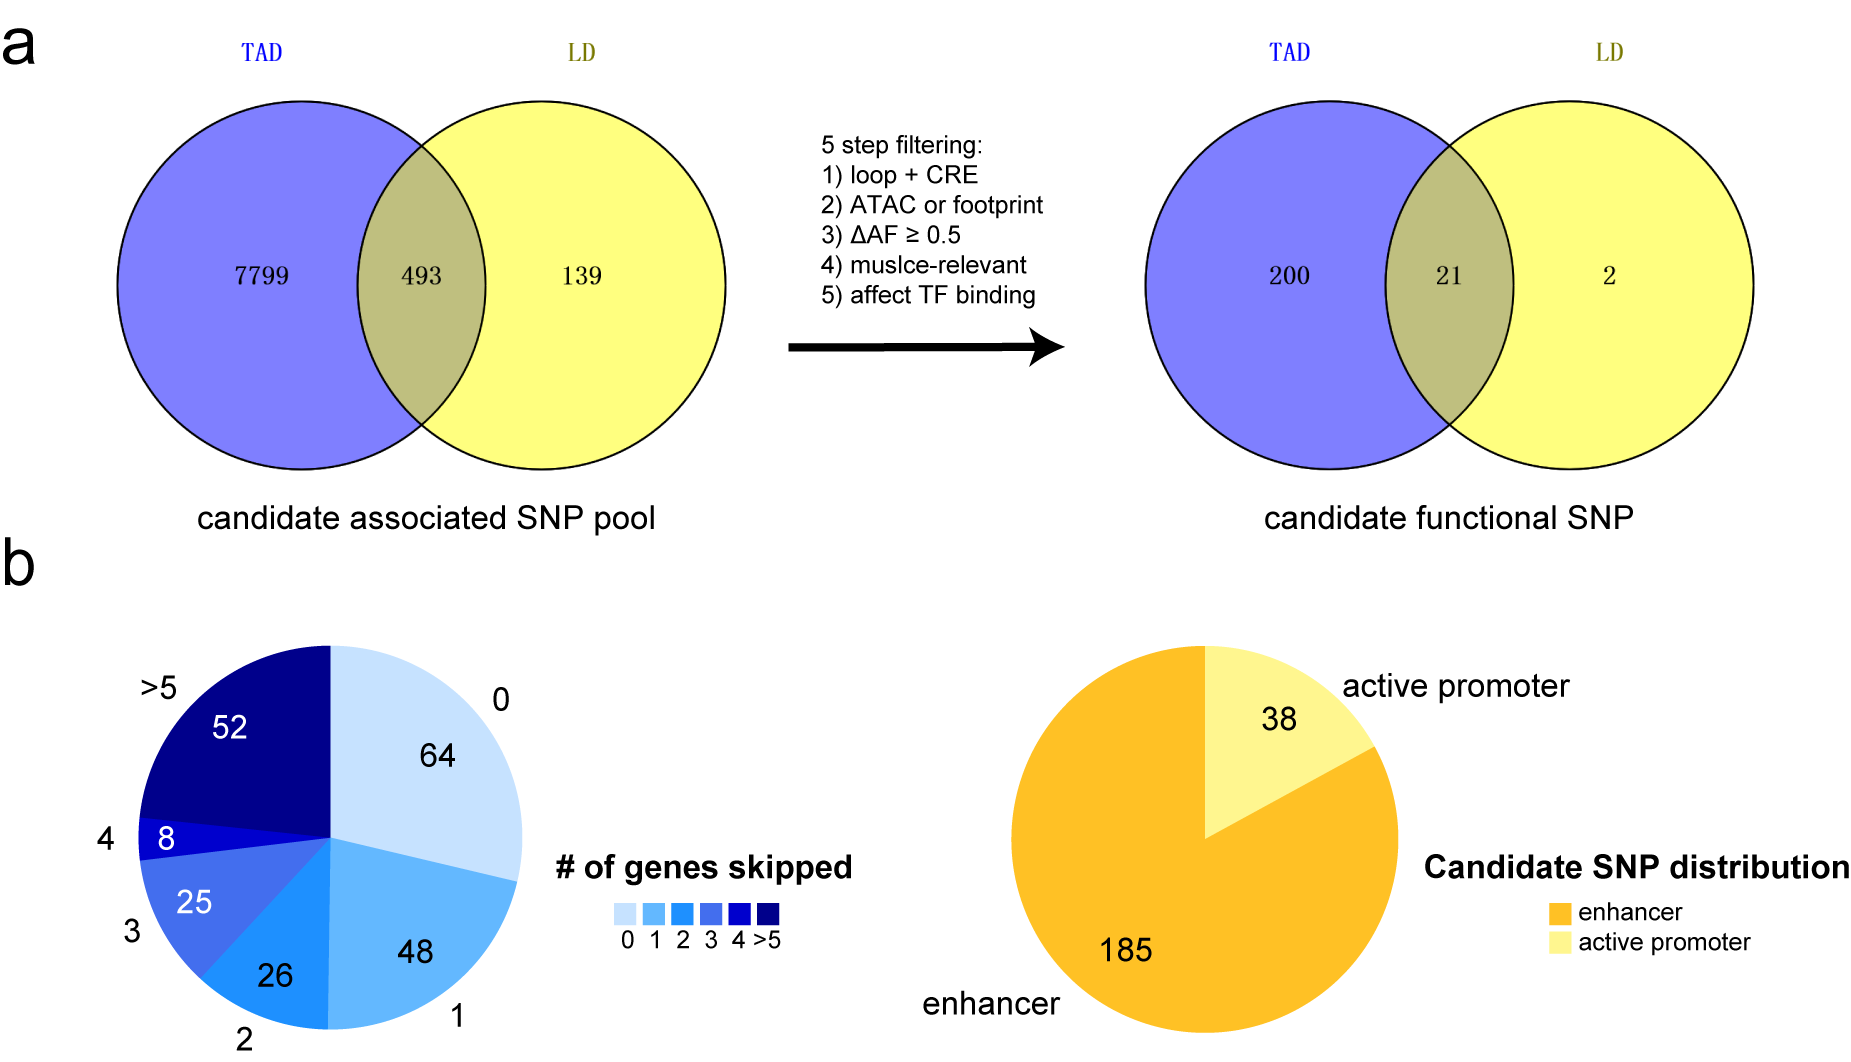
**

**Figure S6.** Comparison between TAD and LD approaches and statistics of newly-identified 223 SNPs. (**a**) For array-based GWAS, venn plot showing the comparison before and after multi-omics filtering. At last, TAD approach identified 221 candidate functional SNPs while LD approach identified 23 candidate functional SNPs, only 2 SNPs were exclusively identified by LD. (**b**) Pie charts showing the number of genes skipped for each candidate SNP-target gene interaction and the proportion of candidate functional SNPs residing on enhancers and active promoters.

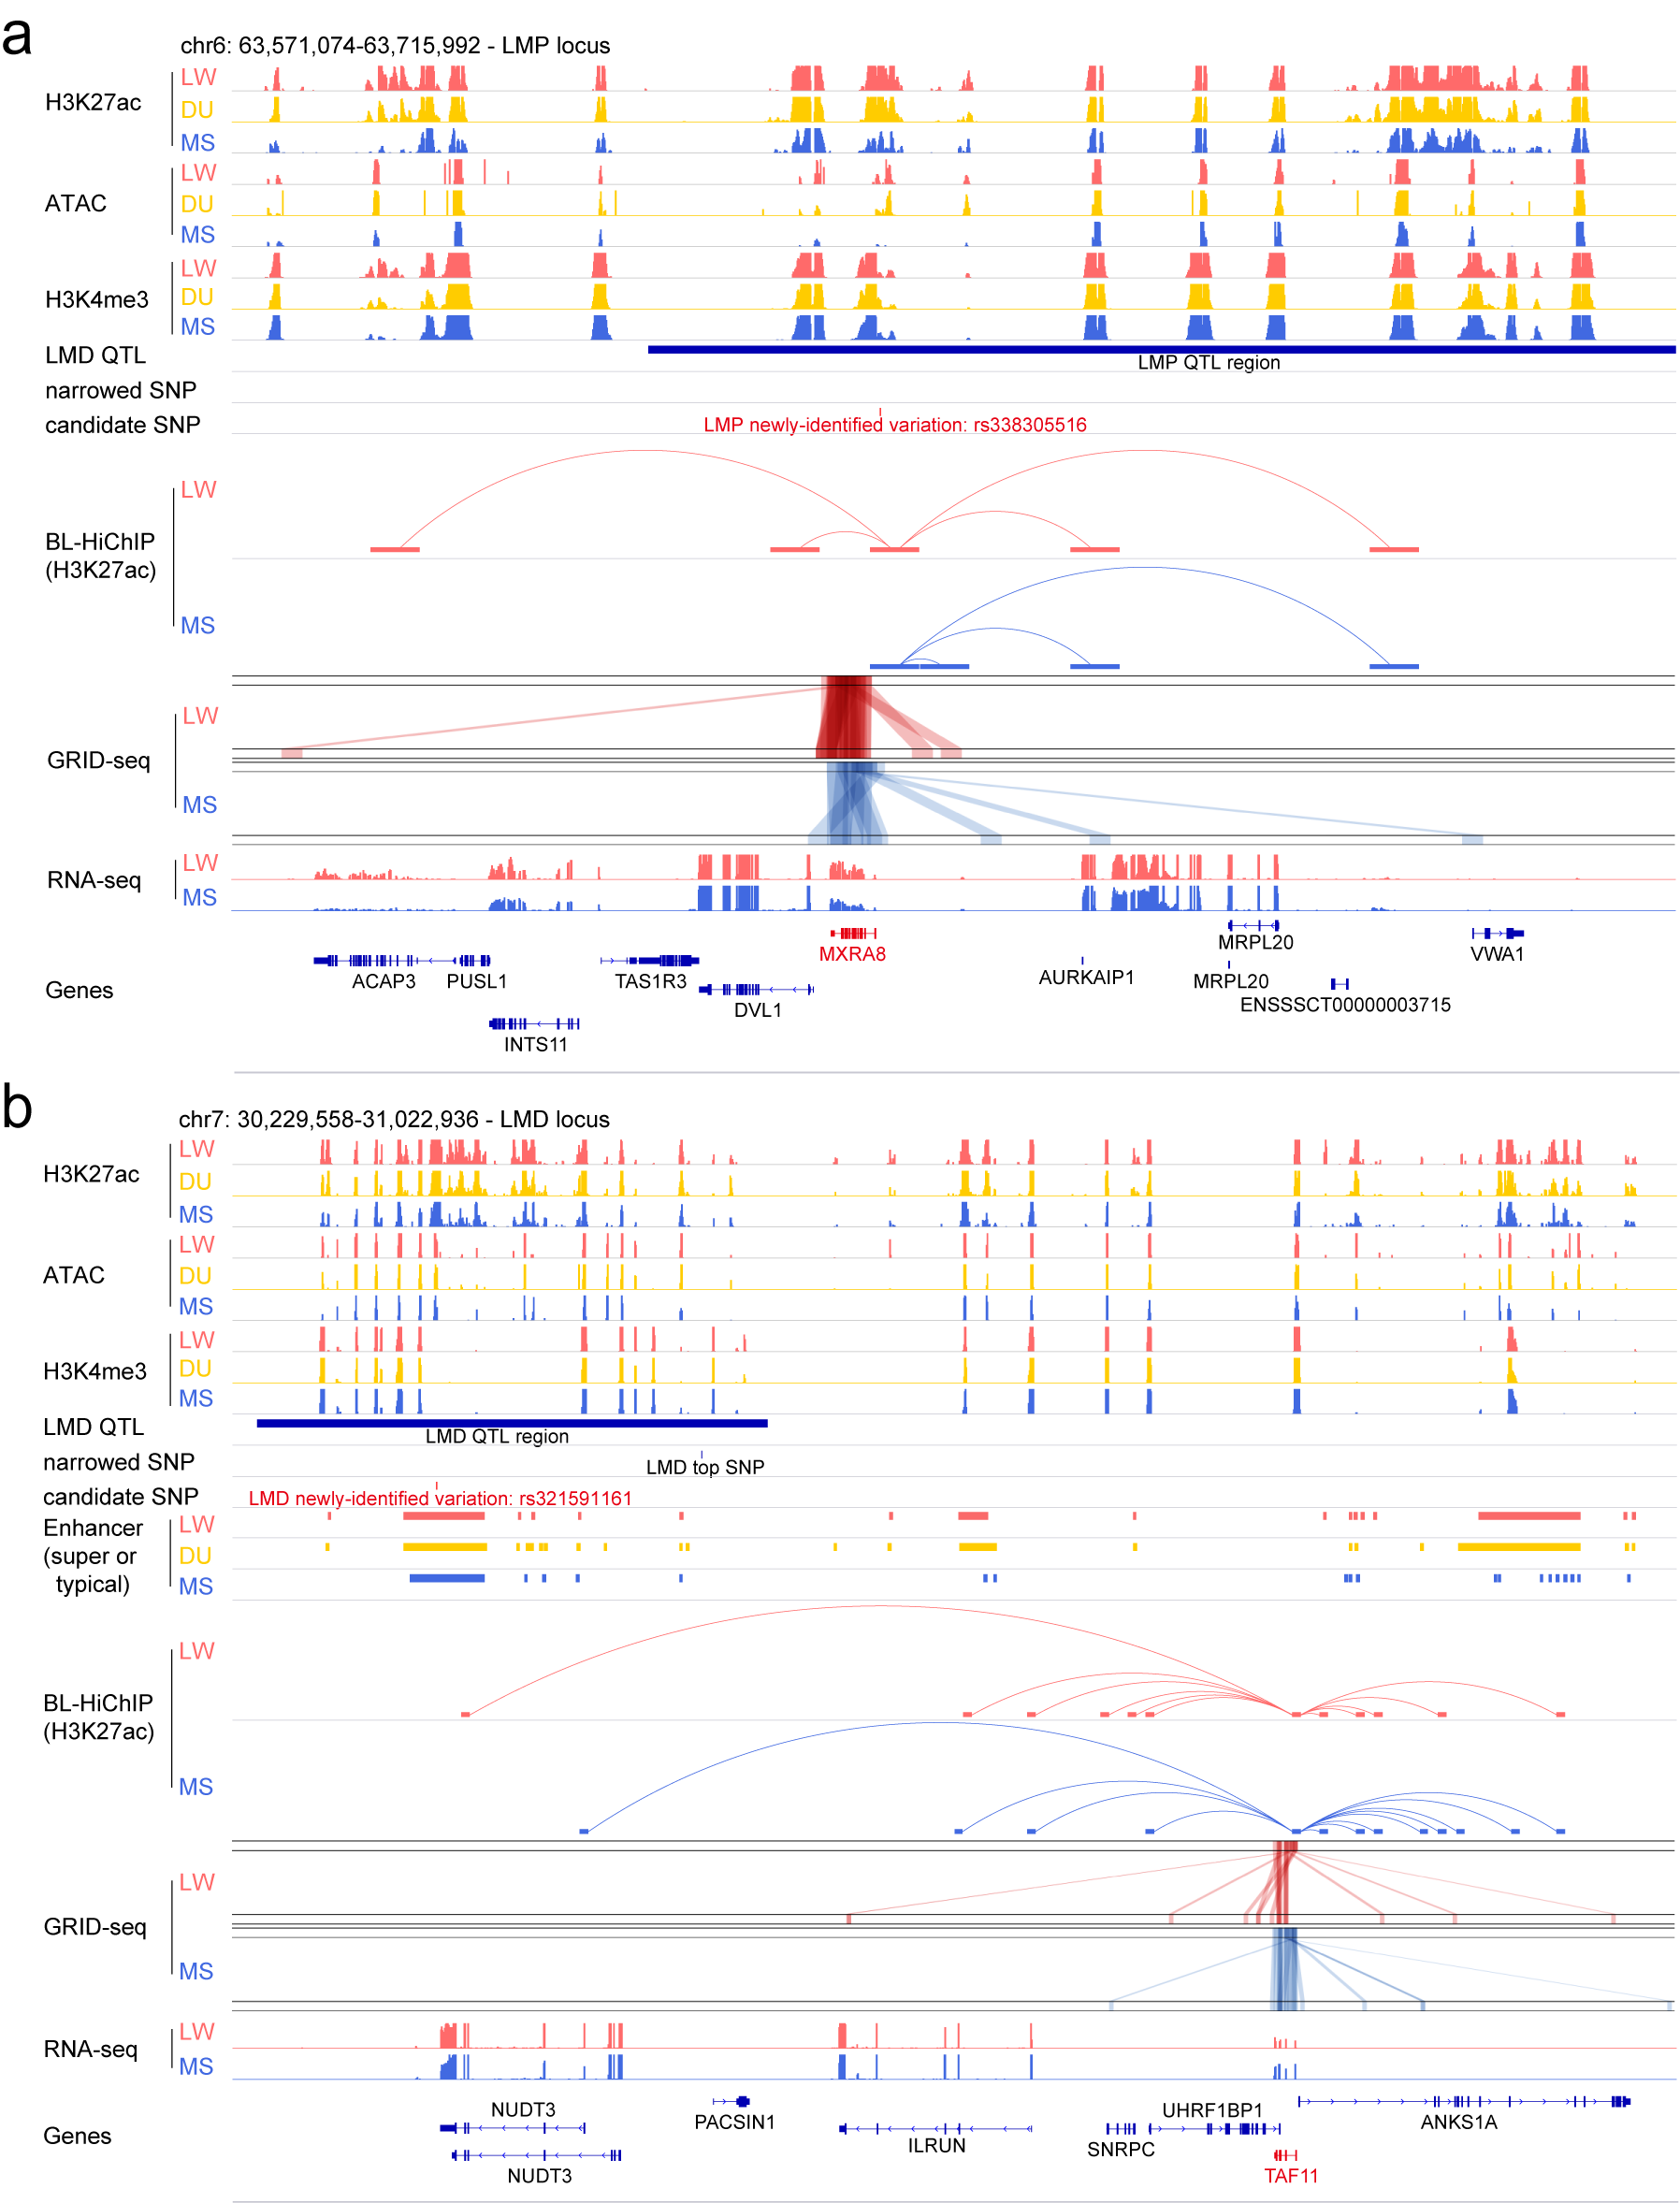

**Figure S7.** IGV plot of two candidate functional SNPs associated with LMP and LMD traits. (**a**) Examples of LMP QTL region in previous study, and newly-identified candidate functional SNP through multi-omics analyses. (**b**) Examples of LMD QTL region and top SNP in previous study, and newly-identified candidate functional SNP through multi-omics analyses.

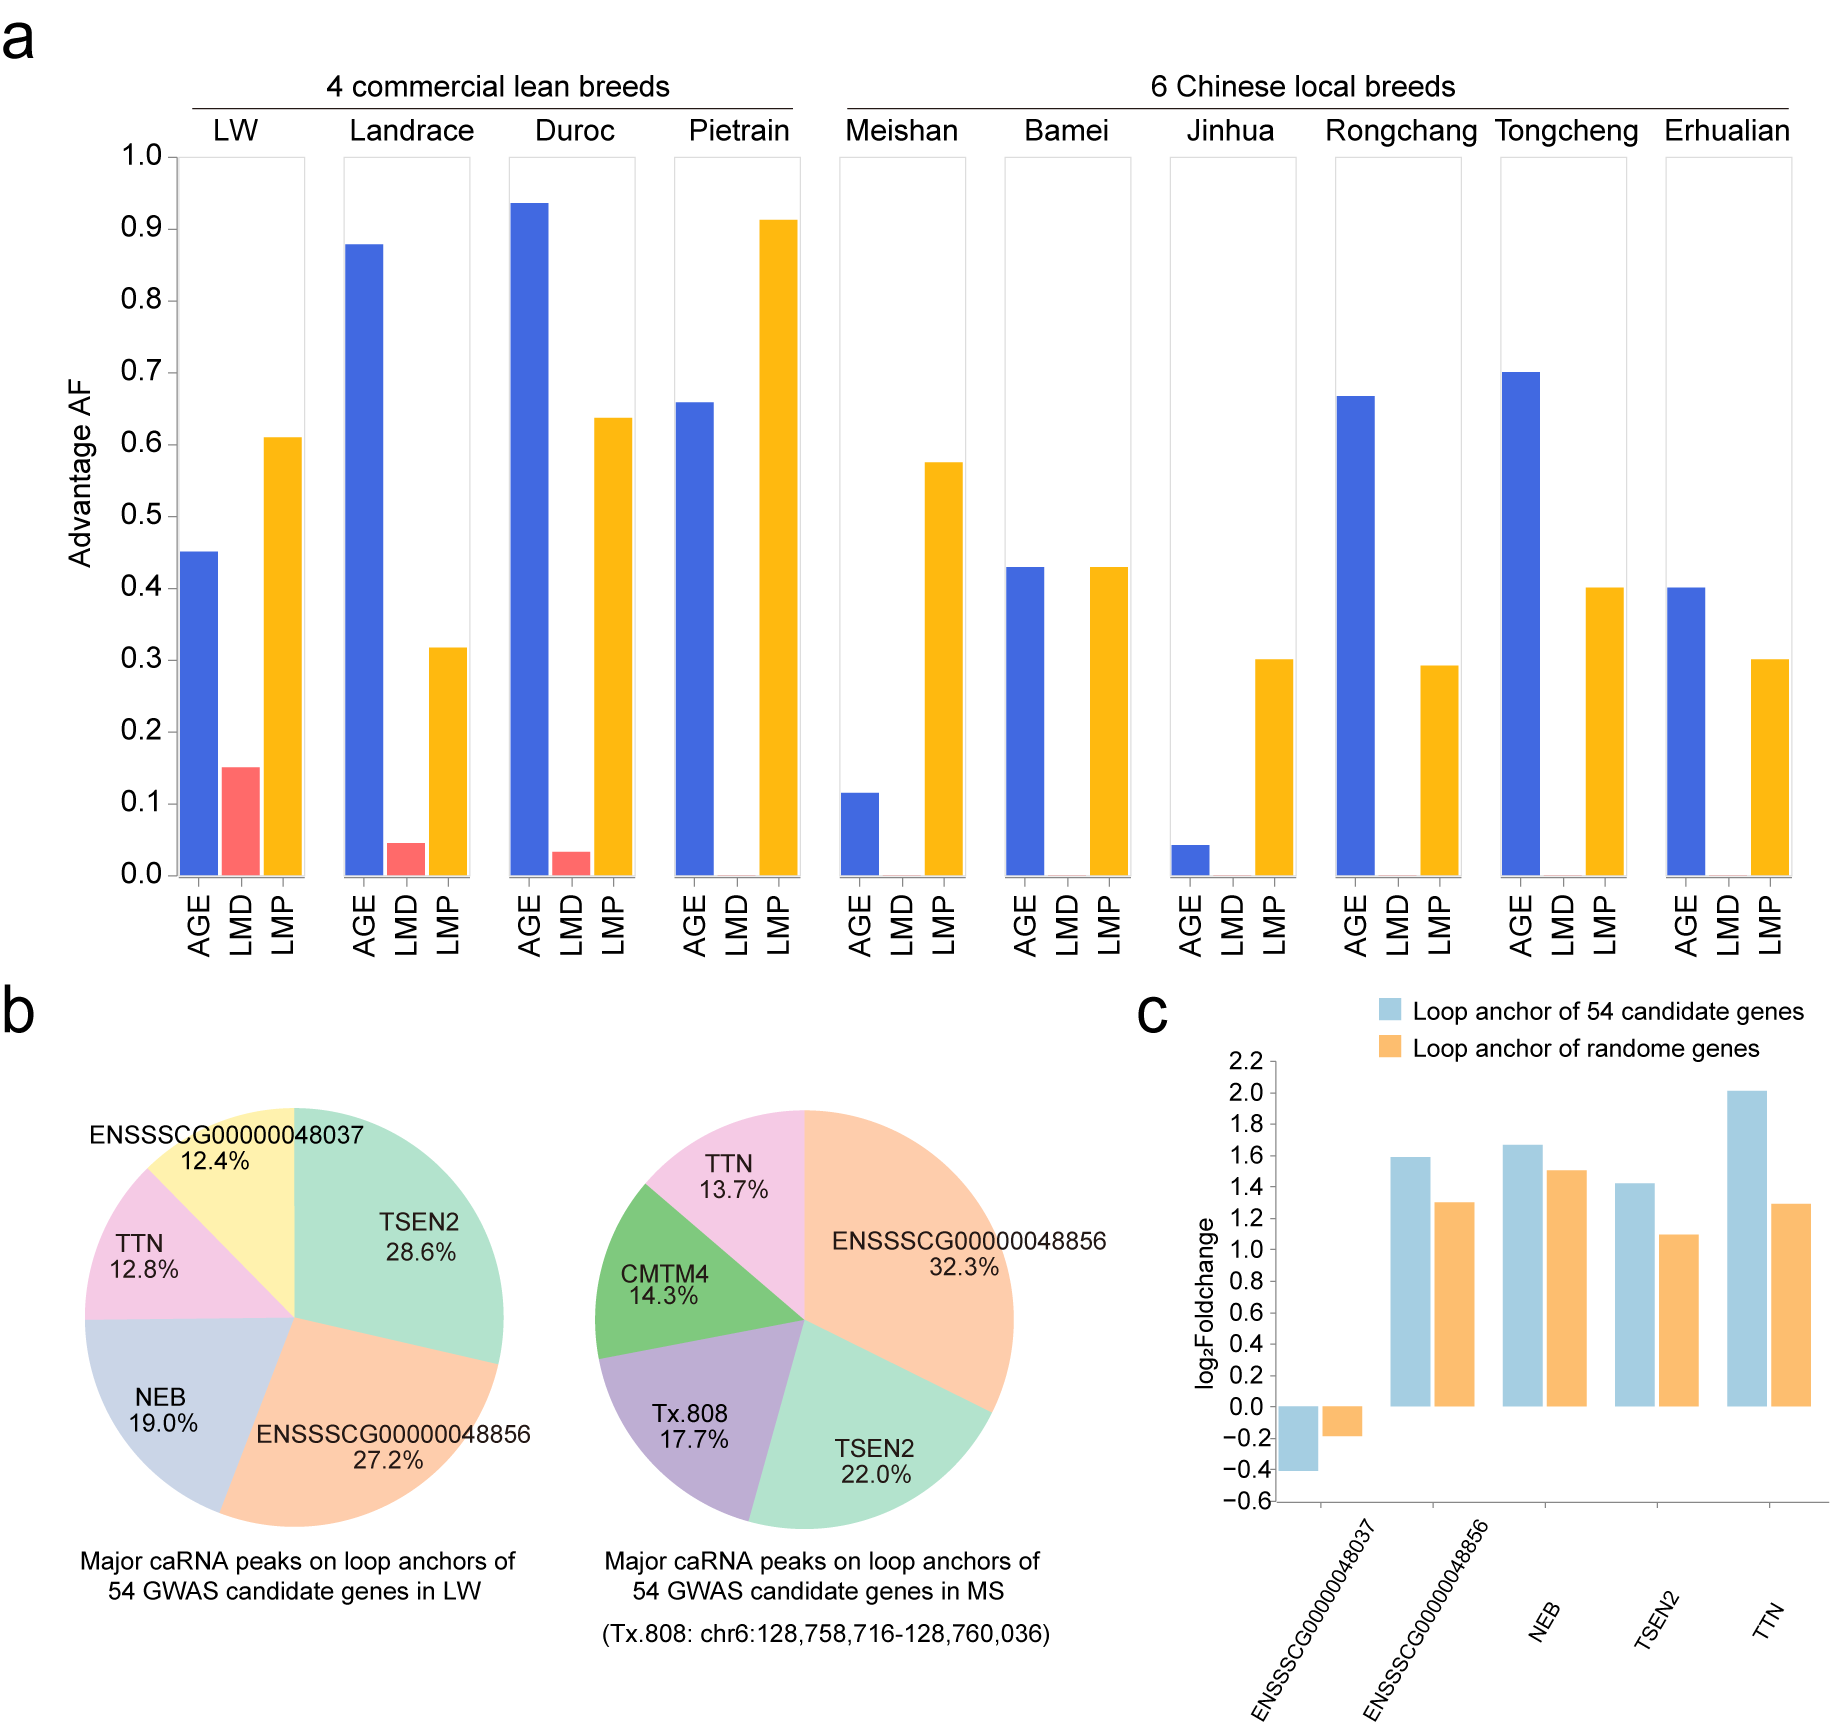

**Figure S8.** Allele frequency of three SNPs and major caRNAs associated with 54 GWAS target genes. (**a**) Frequency of target alleles with the enhanced phenotypic performance for AGE, LMP and LMD traits in each breed. (**b**) Major caRNAs that bound to loop anchors associated with 54 GWAS genes in LW and MS according to the count of caRNA peaks. (**c**) Bar plot showing enrichment of several major caRNAs on 54 GWAS genes, *TTN* was the most enriched compared with other caRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

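The data were the processed lists of 8 libraries from skeletal muscle of 2-week-old Large White (LW) and Meishan (MS) piglets, 4 of H3K27ac BL-HiChIP and 4 of GRID-seq, with 2 libraries per breed in each assay. Whether the replicates of a breed are different animals is not known here. Samples were grouped by breed and replicate from the sample labels and the paper.

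For BL-HiChIP the authors trimmed the bridge linker with ChIA-PET2, mapped the reads with BWA-MEM to Sscrofa11.1, paired and deduplicated them with Pairtools, and called loops in each library with FitHiChIP, from H3K27ac peaks to all 5-kb bins and with coverage bias correction. The value the authors deposited for each loop is a p-value after adjustment (FDR or q-value), read as such because the lists end just under 0.01, FitHiChIP's default. The loop lists hold no other value, so contact counts, the loops with more than a given contact count and an edgeR test of contact counts were not analysed here. For GRID-seq the authors split the reads at the linker, mapped both ends with Bowtie2, selected chromatin-enriched RNAs and corrected the DNA ends for background. In the lists the authors deposited, the whole number per RNA was read as the count of its RNA reads, and the value per RNA and 1-kb bin as a background-corrected signal. Both readings rest on the values, since the lists carry no column names. The deposited signal starts at 0.02, and for each RNA it is relative to that RNA's own reads. Pairs of RNA and bin that were listed more than once were summed, 1256 and 2036 in the LW libraries and 1125 and 1321 in the MS libraries.

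Gene positions came from the RefSeq table of Sscrofa11.1. This table gives no strand, so both ends of a gene stand in for its transcription start, which departs from the planned windows around the start alone. For the 583 genes whose strand the GRID-seq lists give, 518 and 501 genes had a loop at the start and 321 and 269 at the other end in the LW libraries, and 508 and 491 against 280 and 235 in the MS libraries. No genome sequence was used. The loop score of a gene was the sum of −log10 FDR over loops with an anchor within 1 kb of a gene end, and its RNA-chromatin signal was the sum over bins within 5 kb of a gene end.

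Both scores were quantile-normalized over the 4 libraries of an assay and compared between breeds with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the log2(value + 1) scale, with Benjamini-Hochberg adjusted p-values beside the paper's thresholds, a log2 fold change above 1.5 for loops and above 2 for RNA-chromatin signal with an unadjusted p under 0.05. A fold change on this scale understates the change of low genes. Tied ranks in the normalization give genes without a loop in MS replicate 2 a value above 0 and raise low RNA-chromatin values in LW replicate 1. DESeq2 1.42.0 was run as an alternative on the rounded loop score with size factors of 1, since the paper names it, although the score is not a count. The 2 libraries per breed limit an exact permutation test of a single value to p = 0.333. Where no values are tied, libraries of such a pair of breeds do not overlap by chance for 33.3% of genes. Both tests were tested on simulated data with 200 genes changed by 3 on the log2 scale, and by 6 after the first size gave no adjusted calls. The changed genes were drawn from those with a mean log2 value above 4, and residuals were pooled over all genes. Shares of changed genes found and of unchanged calls hold for these settings only.

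Overlaps of loops used both anchors. Correlations across loops, pairs or genes are descriptions, since these are not independent. Differences of medians and sweep regions were compared by permutation of genes with 100000 resamples. Communities were found with the Leiden method (leidenalg 0.10.2, igraph 0.11.9, seed 1). Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

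The depth was 124268605 and 63820471 valid pairs in the LW libraries and 138885883 and 60039674 in the MS libraries of BL-HiChIP by the paper's Table S1, and 8181721 and 9943666 RNA reads on the listed RNAs in LW and 7172517 and 9381797 in MS for GRID-seq. RNAs with fewer reads than the smallest listed number are not in the lists, so an RNA missing from a library is not shown to be absent there.

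The genes named are those the paper names for its loop or RNA-chromatin results, the target genes of Table S8 as a list, and for each differential test the 5 genes of smallest p in each direction among those past the threshold whose libraries do not overlap between breeds. Genes with a symbol that begins with LOC were left out of this choice of 5. This rule, the tests and the alternatives were set before the data were examined, apart from the alternatives said to be chosen later. The alternatives covered the union or intersection of libraries, a stricter FDR of 0.001, the windows, normalization, the pseudocount, filters on low genes, a replicate block, the RNAs entered, the network method and leaving out each library in turn. Candidate SNPs are described by gene, element and distance. Results for 1 of the genes named by the rule are not reported here. Expression, ChIP-seq, ATAC-seq, TADs, reporter assays and phenotypes were not analysed here.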

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

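All tests in this part were set down before their results were seen, and the place they concern was found by looking through the lists.

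Many RNAs are listed in 1 place on chromosome 6 that the paper does not discuss. The 50-kb window with the most RNAs held 26 and 30 RNAs in the LW libraries and 21 and 28 in the MS libraries, where the median window with any RNA held 1. The place lies inside RYR1 (chromosome 6, 47339759 to 47458457), a gene singled out here after its values were seen. It stood out because a signal appears outside the genes the paper discusses. Over 47350001 to 47450000, 34 and 36 RNAs were listed in LW and 25 and 36 in MS, of which 25 and 25 in LW and 17 and 24 in MS were transcripts named Tx and 0 were named RYR1.

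Strong H3K27ac loop anchors at that place are argued against by the loops, since 0 of the anchors there were in the top 1% by number of loops in any of the 4 libraries, and no anchor there had more than 1 loop. Transcription near that place is a candidate explanation that the lists bear out. In the library with the lowest share, 75.0% of the RNAs listed there had their gene within 1 Mb, and most of these lay inside RYR1 itself. The pattern may thus be one long gene outlined as many short transcripts, an effect of how the authors' lists were built. The same gene is outlined in 93 RNAs over all libraries, 52 in LW and 43 in MS. It was not tested whether the breeds differ here, and no biological explanation was tested.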

How the results depend on the processing

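Over 75 results, 540 alternative values were computed. Among main results 142 were the same, 99 moved, 8 reversed, 1 became stronger and 0 became weaker. Among 26 fold changes of single genes with 290 alternative values, 271 were the same, 10 were weaker, 2 moved, 7 reversed and 0 became stronger. The settings on pieces of genes, Tx transcripts, transcription starts, reads as weights, sizes of communities and own anchors in genes looped in both breeds were chosen after seeing the data. Where no cause is named, the cause was not tested. Loops by contact count and the edgeR test of contact counts could not be run, because the lists used give no contact counts.

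Requiring loops in both libraries left 15174 in LW and 11627 in MS, with a median distance of 40.0 kb in LW, and a skipping share of 52.3% in LW and 52.7% in MS; protein-coding genes alone gave 50.2% and 49.5%. An FDR of at most 0.001 left 44413 loops in MS, a median distance of 45.0 kb in LW, 6 loops at KCNS3 in LW and 1 in MS, and 3 at TAB1 in MS, where windows of 5 kb gave 12. Matching anchors within 1 bin raised the shared loops to 58.7% of LW and 72.8% of MS. The replicate correlation of loop scores was 0.744 in LW and 0.757 in MS over shared loops. It reversed to −0.295 and −0.291 on the log2 scale and to −0.320 and −0.316 by Spearman's rho, where the loops missing from one library weigh more.

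Requiring RNAs in both libraries left 432 caRNAs in LW and 437 in MS, of which 124 and 129 were not in both libraries of the other breed. Merging RNAs by gene gave 207 and 174 in 1 breed only, and leaving out Tx transcripts gave 143 and 165. The replicate correlation of RNA-chromatin values was 0.155 in LW and 0.217 in MS in 1-Mb bins, 0.704 and 0.730 on values as given, 0.886 and 0.879 over pairs in both libraries, 0.155 and 0.102 with RNAs merged by gene, and 0.156 and 0.109 without Tx transcripts. The median local share was 100.0% in both breeds with a local range of 100 kb, and 43.1% and 46.5% by number of bins, which put TTN at 85.0% and 90.7% on other chromosomes. By summed value TTN held 0.146% and 0.148% on the anchors of the target genes, and 13.7% of pairs in MS on promoter anchors only.

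For loop-regulated genes, DESeq2 on the rounded score gave 100 up in LW and 146 in MS (40.7% in LW against 53.0%), of which 187 were among the 822. No normalization gave 862 in LW and 259 in MS (76.9% in LW), with the median of all genes at 0.38 against 0.02, and a pseudocount of 0.1 gave 431 and 957 (31.1% in LW). Transcription starts alone gave 13 and 10 of 553 genes tested. The smallest adjusted p was from 0.237 to 0.893 over these alternatives. For caRNA-regulated genes it was from 0.0643 to 0.353 over the alternatives set in advance for these counts at gene ends, and with values times the RNA's reads it was 0.0447, with 1785 genes under 0.05. Without normalization the median of all caRNA-tested genes was −0.11 against −0.07. Loop anchors in place of gene ends were windows set in advance for the correlation. With the anchors of both breeds, 306 genes had an adjusted p under 0.05 (smallest 0.0487). With each breed's own, 1423 had one (smallest 0.0167), and such sums also grow with the loops called.

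With the replicate number as a block, 696 loop-regulated genes were up in LW and 593 in MS, and 1181 caRNA-regulated genes were up in LW and 1388 in MS. The paper and the labels used here do not state that equal numbers share an animal, batch or day. The within-breed deviations had r = 0.354 for loops and −0.0064 for RNA-chromatin signal, and in BL-HiChIP the number also goes with depth. What the number stands for is not known here.

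Of the single genes, LMOD2 reversed to 0.40 with windows of 5 kb and to 0.19 without LW replicate 1. SLN reversed to 0.084 without normalization, to 0.16 without LW replicate 1 and to 0.17 without MS replicate 2. TAB1 reversed to 0.056 without LW replicate 2 and to 0.012 without MS replicate 1. Over the fits that each left out 1 library, the log2 fold change ranged from −1.25 to 0.19 for LMOD2, from −0.45 to 0.17 for SLN and from −1.03 to 0.056 for TAB1.

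With each breed's own anchors the correlation of loop and RNA-chromatin differences was 0.354 over all genes and 0.682 over differential genes, with a median difference of 5.88. Over genes looped in both breeds these were 0.164, 0.426 and 2.57 as sums and 0.073, 0.191 and 0.65 as means per bin. The construction of the sums shows part of the cause, since they grow with the anchors called. With a pseudocount of 0.1 the correlation over all genes reversed to −0.0015 and the median difference to −0.082. Over differential genes, the anchors of both breeds gave 0.0429 and a median difference of 0.079, and RNAs of other genes gave 0.024 and 0.12.

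The share of genes with an anchor in a sweep region gave a fold of 1.85 for LW-up genes in LW regions, past 0.05 before adjustment. With the 300 genes of largest fold change, LW-up genes in MS regions reversed to 1.13 and MS-up genes in MS regions to 0.943. There were 2365 communities of at least 3 nodes and 1398 of at least 10. With LW alone, 8 of the genes of Fig. 6b were in 1 community, and with MS alone, at most 3 were.

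Leaving out 1 library at a time gave from 43282 to 57028 loops in LW and from 33353 to 45061 in MS, from 45.0 to 50.0 kb for the LW distance, from 34.1% to 45.9% of LW loops and from 42.6% to 57.2% of MS loops in the other breed, and from 56.1% to 59.8% in LW and from 54.4% to 60.2% in MS for skipping. There were from 7 to 8 loops at KCNS3 in LW and from 0 to 2 in MS, from 3 to 6 at TAB1 in LW and 4 in each MS fit, from 50 to 61 looped SNPs in LW, and from 192 to 461 caRNAs in LW only and from 160 to 352 in MS only. Genes past the fold change alone ranged from 1438 to 2006 up in LW and from 1659 to 2171 up in MS for loops, against 1157 and 1245 with 4 libraries. Leaving out replicate 1 or replicate 2 of both breeds at once, the correlation of loop and RNA-chromatin differences ranged from 0.0073 to 0.0302 over all genes and from 0.0176 to 0.0327 over differential genes, with a median difference of 0 each time. The fold in sweep regions ranged from 1.67 to 1.70 and from 0.797 to 1.02 for LW-up genes in LW and MS regions, and from 1.42 to 1.62 and from 0.810 to 1.18 for MS-up genes. From 4 to 6 genes of Fig. 6b were in 1 community.

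The replicate 1 libraries of BL-HiChIP have more valid pairs than the replicate 2 libraries in each breed, which limits what the number of loops per library and the loops in 1 breed only can show.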

Differences from the paper's values

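A gap is called closed where the 2 values are no more than 1.5 times apart or differ by no more than the spread between replicates, and for a correlation by that spread alone, so a closed gap need not be an equal value.

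The median interaction distance was 50.0 kb in LW and 50.0 kb in MS against the paper's 80 kb. The paper states that it pooled the samples of a breed, while loops here were called per library and joined. No loops were called on pooled reads here, so these medians may come from unlike sets of loops. Of the alternatives set before the data were examined, only leaving out MS replicate 2, which gave 55.0 kb, closed the gap for MS, and none did for LW.

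There were 820 caRNAs in LW and 731 in MS against the paper's 1942 and 1488, 391 in LW only against the paper's 730, and 429 in both breeds against the paper's 1212. None of the alternatives set before the data were examined closed these gaps.

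The genes with a loop numbered 15431 against the paper's 9598. The paper counted genes by active promoters, while here a loop at either end of any annotated gene counted. The gap closed with genes with a loop in at least 2 libraries, 12832, and with an FDR of at most 0.001, 13565, and not with windows of 5 kb. The genes with an RNA-chromatin signal numbered 23749 against the paper's 11397, and none of the alternatives set before the data were examined closed this gap. The caRNA-regulated genes up were 1772 in LW against the paper's 838, where only the replicate block, with 1181, closed the gap. In MS they were 1951 against the paper's 1238, where the replicate block, with 1388, and the signal within 1 kb, with 1706, closed it.

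The correlation of loop and RNA-chromatin differences was 0.0093 over differential loop-regulated genes against the paper's 0.79, and 0.0085 over all genes against the paper's 0.45. None of the alternatives set before the data were examined closed these gaps, and the nearest was that with each breed's own anchors, with 0.682 and 0.354.

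The network had 3674 communities against the paper's 1835, which none of the alternatives set before the data were examined closed. Counting only communities of at least 3 nodes, 2365, or of at least 10 nodes, 1398, closed the gap, and these sizes were chosen after seeing the values. At most 3 target genes of Fig. 6b were in 1 community against the paper's 9. LW alone, with 8, and leaving out MS replicate 1 or 2, with 6, closed the gap, while MS alone, with 3, did not.

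The replicate correlation of RNA-chromatin interactions in 100-kb bins was 0.119 in LW against the paper's about 0.91 in Fig. S3a, read by eye, which none of the alternatives set before the data were examined closed, and 0.886 was reached over pairs in both libraries. In MS it was 0.074 against about 0.88 in Fig. S3a, read by eye, which the pairs in both libraries closed with 0.879. In 1-Mb bins it was 0.155 in LW against about 0.92 in Fig. S3a, read by eye, which the pairs in both libraries closed with 0.925. In MS it was 0.217 against about 0.91 in Fig. S3a, read by eye, which the pairs in both libraries closed with 0.907.

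The paper states that most loops spanned 100 kb to 1 Mb, and here 32.2% in LW and 31.3% in MS did. It names DYSF and LMOD2 among genes regulated more by loops in LW, and here their log2 fold changes were −0.67 and −0.57. The fold changes here come from a score over both gene ends, while the paper scored active promoters. For LMOD2, windows of 5 kb gave 0.40 and leaving out LW replicate 1 gave 0.19 in the direction the paper states. It also names POPDC2 as up in LW and SLN as up in MS, and here their log2 fold changes of 0.91 and −0.13 were not past the threshold. It states an enrichment of sweeps of MS on the anchors of MS-up genes, and here the fold was 1.01. It states that the correlation of loop and RNA-chromatin differences is positive, and here it was near 0 with the same windows. It describes the TAF11 SNP as in a promoter, and Table S8 lists it in a super enhancer 459 kb from TAF11.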

Other observations

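The tests in this part were set down before their own results were seen, after the patterns had been noticed in the same lists. The larger simulated change, the test of a stronger coupling and the settings on merged genes were chosen after the results were seen.

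BL-HiChIP libraries of different breeds with the same replicate number shared 20.3% of their loops on average against 17.6% within breeds. The excess rests on LW replicate 2 with MS replicate 2, since the replicates numbered 1 shared less than the replicates of either breed. A difference in the number of called loops is argued against, because the excess was 3.25 percentage points with 33353 of the strongest loops from each library. A swap of LW replicate 2 and MS replicate 1 cannot be told apart from the labels as given by the RNA-chromatin data. The correlation with the RNA-chromatin difference changed by −0.0146 when the loops were split by number in place of breed, and both correlations are near 0. The low sharing of LW replicate 1 with MS replicate 1 goes against such a swap, while the strength of shared loops, with r = 0.829 and 0.863 between libraries of the same number, and the gene scores go with it. The gene scores had r = 0.744 and 0.768 between libraries of the same number against 0.690 and 0.702 within breeds. A difference in preparation that follows the replicate number may add to the sharing, and a biological difference between breeds stays open and untested.

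Splitting the same 4 BL-HiChIP libraries by replicate number gave 1941 genes past the loop threshold, more than the 822 by breed. A difference between replicate 1 and replicate 2 libraries is thus large enough to give as many calls as the breeds did, which is consistent with depth or preparation contributing to such counts. For GRID-seq the same split gave 1074 against 3723 by breed. The breeds' libraries did not overlap for 4792 of 15431 loop genes and 8446 of 23749 RNA-chromatin genes. Chance gives 33.3% where no values are tied. Just 12832 and 18079 of these genes had a value in at least 2 libraries, and ties at 0 change the chance share. Whether these numbers exceed chance therefore cannot be told.

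The correlation of loop and RNA-chromatin differences was 0.0085 with the same windows in both breeds and 0.354 with anchors called separately in each breed. Anchors called separately in each breed are a candidate explanation for the higher value, since each loop adds length to the sum of its own breed. With each breed's own anchors, r was 0.682 over differential genes and 0.299 over other genes. A stronger coupling over the differential genes is argued against as the whole cause of this rise, because with the slope of the other genes their wider range of loop differences gives r = 0.653. Whether the wider range is the whole cause cannot be told apart from a small further coupling, because the slope over differential genes was larger by 1.58 standard errors, which lies between the limits set for the test.

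TTN was listed in more bins on other chromosomes in both MS libraries, although it had fewer reads there. The minimum value of the lists is argued against, because with bins of 0.5 or more the lowest MS library still had 1.52 times the highest LW library. Division of the signal by the RNA's own reads is argued against as a general rule, because over 34 RNAs the ratios of reads and of bins between breeds rose together (Spearman's rho 0.826, across RNAs that are not independent). TTN and ENSSSCG00000044834 are exceptions, whose bins went against their reads. A difference between the breeds in where TTN RNA is found may remain as a hypothesis that 2 libraries per breed cannot test.

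Of the RNAs listed in 1 breed only, the median reads were at most 30.3% of those of other RNAs in each of the 4 libraries. Reads near the smallest listed number may therefore decide many of these RNAs. Pieces of one gene listed as separate RNAs are argued against as the whole cause, since merging RNAs by gene lowered the share in 1 breed only by 32.5% in LW and 31.0% in MS. They account for a part of it. A biological difference between breeds stays open for the rest.

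In simulated loop data with 200 genes changed by 6 on the log2 scale, 145 genes had an adjusted p under 0.05, 144 of them changed ones, and with a change of 3 none had. In simulated RNA-chromatin data of either size none had, and 41.5% and 75.0% of the changed genes were past the threshold.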
